# Developmental Stage, Muscle and Genetic Type Modify Muscle Transcriptome in Pigs: Effects on Gene Expression and Regulatory Factors Involved in Growth and Metabolism

**DOI:** 10.1371/journal.pone.0167858

**Published:** 2016-12-09

**Authors:** Miriam Ayuso, Almudena Fernández, Yolanda Núñez, Rita Benítez, Beatriz Isabel, Ana I. Fernández, Ana I. Rey, Antonio González-Bulnes, Juan F. Medrano, Ángela Cánovas, Clemente J. López-Bote, Cristina Óvilo

## Abstract

Iberian pig production includes purebred (IB) and Duroc-crossbred (IBxDU) pigs, which show important differences in growth, fattening and tissue composition. This experiment was conducted to investigate the effects of genetic type and muscle (*Longissimus dorsi* (LD) *vs Biceps femoris* (BF)) on gene expression and transcriptional regulation at two developmental stages. Nine IB and 10 IBxDU piglets were slaughtered at birth, and seven IB and 10 IBxDU at four months of age (growing period). Carcass traits and LD intramuscular fat (IMF) content were measured. Muscle transcriptome was analyzed on LD samples with RNA-Seq technology. Carcasses were smaller in IB than in IBxDU neonates (p < 0.001), while growing IB pigs showed greater IMF content (p < 0.05). Gene expression was affected (p < 0.01 and Fold change > 1.5) by the developmental stage (5,812 genes), muscle type (135 genes), and genetic type (261 genes at birth and 113 at growth). Newborns transcriptome reflected a highly proliferative developmental stage, while older pigs showed upregulation of catabolic and muscle functioning processes. Regarding the genetic type effect, IBxDU newborns showed enrichment of gene pathways involved in muscle growth, in agreement with the higher prenatal growth observed in these pigs. However, IB growing pigs showed enrichment of pathways involved in protein deposition and cellular growth, supporting the compensatory gain experienced by IB pigs during this period. Moreover, newborn and growing IB pigs showed more active glucose and lipid metabolism than IBxDU pigs. Moreover, LD muscle seems to have more active muscular and cell growth, while BF points towards lipid metabolism and fat deposition. Several regulators controlling transcriptome changes in both genotypes were identified across muscles and ages (*SIM1*, *PVALB*, *MEFs*, *TCF7L2* or *FOXO1*), being strong candidate genes to drive expression and thus, phenotypic differences between IB and IBxDU pigs. Many of the identified regulators were known to be involved in muscle and adipose tissues development, but others not previously associated with pig muscle growth were also identified, as *PVALB*, *KLF1* or *IRF2*. The present study discloses potential molecular mechanisms underlying phenotypic differences observed between IB and IBxDU pigs and highlights candidate genes implicated in these molecular mechanisms.

## Introduction

Modern pig production is mostly based on extensively selected breeds, which show optimized productivity and efficiency [1]. However, in the Mediterranean area these commercial breeds coexist with local breeds, used for the production of unique high-quality traditional pork products. These breeds, usually known as fatty-pigs, are smaller in size, have not undergone intense genetic selection and are less productive than modern breeds [2]. Moreover, due to the traditional rearing system, under extensive free-range conditions, they are exposed to harsh environments and seasonal variations in food availability (associated with the development of a thrifty genotype) [3].

The Iberian pig is the most representative Mediterranean traditional breed, and it has an important commercial value based on high quality dry-cured products in terms of consumers’ health and acceptance [4]. Iberian pig shows special growth, fattening and meat characteristics, mainly as a consequence of its particular high fat deposition and desaturation potential, high food intake associated with leptin resistance [5, 6] and the elevated age at which those pigs are slaughtered [7, 8]. Iberian pigs require a long productive cycle (12–18 months) to develop desirable characteristics expected from Iberian pork products. It has been reported that parameters such as intramuscular fat (IMF) content, fatty acids (FA) profile or redness influence meat quality and improve as pigs mature [8–12].

Due to the low productivity of this breed and to the long time required to obtain Iberian products, the Duroc breed has been introduced as a terminal sire to improve reproductive and growth performances and primal cuts yield. However, the introduction of Duroc genetics is associated with a decrease in meat quality, mainly determined by a decrease in IMF and monounsaturated fatty acids (MUFA) contents [13].

Intramuscular fat content and fatty acid composition are main factors affecting meat quality and strongly depend on genetic type, diet, anatomical location and age [10, 14, 15]. Both the number and size of adipocytes within muscle fibers determine intramuscular fat content. During prenatal development and immediately after birth, preadipocyte differentiation is a very active process that slows down with animal growth [16]. Later in growth, hypertrophy is the most important issue affecting IMF content, although hyperplasia is maintained in the adult animal to a lesser extent [17]. Hypertrophy is driven by triglycerides accumulation in mature adipocytes. The ratio of synthesis (lipogenesis) and degradation (lipolysis) determines the amount of triglycerides stored in these cells. Due to the different timing of those two processes (hyperplasia and hypertrophy), sequential studies across growing stages are required for understanding the set of molecular mechanisms driving fat accretion in Iberian pigs Moreover, fat accumulation also depends on the anatomical location. Several studies reported differences in lipid composition (probably associated with muscle fiber composition) [15, 18], oxidative properties and IMF content [19, 20] across muscles.

Due to the importance of lipid synthesis and accumulation in meat quality [21], new interest has arisen towards the understanding of genetic mechanisms underlying such processes. With this goal, some studies based on microarray technology investigated transcriptome differences between genotypes, such as Iberian vs. Large White or Duroc in endocrine tissues [22]. On the other hand, several studies have addressed the effect of the developmental stage (prenatally and postnatally) on muscle transcriptome [23–25] and the effect of muscle type on transcriptome and proteome, showing important functional differences [26, 27]. For example, 15–30% of proteome has been reported to differ between *Longissimus dorsi* (LD) and *Biceps femoris* (BF) muscles [27, 28]. Both LD and BF muscles are of high economic relevance in the Iberian pig industry. So far, LD has been examined in more detail and more frequently but, due to the aforementioned differences, the usefulness of the joint analysis of different muscles is evident, as proposed by Sobol *et al*. [26].

Previous studies focused on transcriptomic differences between pure Iberian and Duroc-crossbred Iberian pigs using microarray technology in the loin [29] and RNA-Seq technology in BF muscle [30]. However, this is the first RNA-Seq technology-based study assessing genetic differences between genotypes, developmental stages and muscle types aimed at improving the knowledge of the genetic and metabolic basis of meat quality and productive traits in Iberian pigs.

A previous study analyzing BF transcriptome in IB pigs showed phenotypic and transcriptomic differences associated with growth and meat quality [30]. The present study arises from that previous findings aiming to: 1) Address the effects of genetic type, muscle, developmental stage and their interactions on phenotypic parameters; 2) Evaluate changes in muscle gene expression conditional on growth stage, genetic type and muscle, that might be responsible for the observed phenotypic differences and identify pathways and networks in which those genes are involved; 3) Identify transcription factors affecting gene expression in order to establish potential new candidate genes affecting productive parameters and meat quality in purebred and Duroc-crossbred Iberian pigs, which could become targets for future studies as genetic markers for selection.

## Materials and Methods

### Ethics statement

Animal manipulations were done in compliance with the regulations of the Spanish Policy for Animal Protection RD1201/05, which meets the European Union Directive 86/609 about the protection of animals used in research. The experiment was specifically assessed and approved (report CEEA 2010/003) by the INIA (Instituto Nacional de Investigación y Tecnología Agraria y Alimentaria) Committee of Ethics in Animal Research, which is the named Institutional Animal Care and Use Committee (IACUC) for INIA.

### Animals and sample collection

Twenty-two pure Iberian sows raised in the same commercial farm were utilized at their third gestation cycle. All females were managed in the same conditions. Eleven sows were mated to Iberian boars and eleven to Duroc boars. Ten litters were employed for the sampling at birth (5 for purebreds and 5 for crossbreds) and twelve for sampling at growing stage (6 for purebreds and 6 for crossbreds). At birth, nine IB and 10 IBxDU male piglets were randomly selected from the ten litters (two from each litter with the exception of one litter, which provided only a single Iberian male for the study). The piglets were sampled immediately after euthanasia performed by stunning and exsanguination in compliance with RD1201/05 standard procedures. The pigs coming from the remaining litters were subject to standard productive management, being both groups fed ad-libitum the same barley-wheat commercial growing diet up to four months of age (growing period), when seven IB and 10 IBxDU were randomly selected (two from each one of 5 litters and seven litters providing only one male each) were slaughtered as previously described. Blood samples were collected from newborns and growing pigs in sterile heparin blood vacuum tubes (Vacutainer Systems Europe, Meylan, France). Immediately after recovery, the blood was centrifuged at 1500 g for 15 min and the plasma was separated and stored into polypropylene vials at −20°C until assayed for determination of glucose and lipids metabolism-indicating parameters. After blood collection, pigs were slaughtered. Several body measures were obtained with a tape measure: total body length (from the rostral edge of the snout to the tail insertion), ham length (from the anterior edge of the *Symphysis pubica* to the *articulatio tarsi)*, total length of anterior and posterior limbs (from the distal edge of the hooves to the proximal edge of the *scapula* or *Symphysis pubica*, respectively); and thoracic, abdominal and ham circumferences. Carcasses were weighted and samples from LD muscle in newborn and growing pigs were vacuum-packed in low-oxygen permeable film and kept frozen at –20°C until fatty acid composition analysis. Prior to fatty acid analysis, muscle samples were freeze dried for two days in a lyophilizer (Lyoquest, Telstar, Tarrasa, Spain) and ground in a Mixer Mill MM400 (Retsch technology, Haan, Germany) until muscle was completely powdered. For transcriptomic analysis, LD samples were immediately frozen in liquid nitrogen and maintained at –80°C until RNA extraction.

Plasma parameters for glucose (glucose and fructosamine) and lipid metabolism (triglycerides, total cholesterol, high-density lipoprotein cholesterol, HDL-c, and low-density lipoprotein cholesterol, LDL-c) plasmatic levels were measured with a clinical chemistry analyzer (Saturno 300 plus, Crony Instruments s. r. l., Rome, Italy).

Plasma metabolites and carcass data from newborn pigs were analyzed in a previous study [30].

### Tissue composition analysis

*Longissimus dorsi* muscle IMF content was quantified using the method proposed by Segura *et al*. [31] based on gravimetrical determination of lipid content. Fatty acid methyl esters (FAMEs) were identified by gas chromatography as described by López-Bote *et al*. [32] using a Hewlett Packard HP-6890 (Avondale, PA, USA) gas chromatograph equipped with a flame ionization detector and a capillary column (HP-Innowax, 30 m × 0.32 mm i.d. and 0.25 μm polyethylene glycol-film thickness). Results were expressed as grams per 100 grams of detected FAMEs.

### Statistical analyses of tissue composition

Phenotypic data were analyzed using the general linear model (GLM) procedure using SAS version 9.2 (SAS Inst. Inc., Cary, NC; 2009). The mean and genetic type/muscle/developmental stage were considered as systematic effects, and residual effects as random. Carcass weight was used as covariate when it was significant and removed from the model when it was not. The animal was the experimental unit for all analysis. The results were considered to be significant at *p-*value < 0.05.

### Transcriptomic analysis

#### RNA extraction

A total of 24 animals were randomly chosen among the available ones, assuring the representation of all available litters, and used to perform transcriptomic analysis (6 animals of each genetic type at each studied age). Total RNA was extracted from 50-100mg samples of LD muscle using the RiboPure TM of High Quality total RNA kit (Ambion, Austin, TX, USA) following the manufacturer’s recommendations. RNA was quantified using a NanoDrop-100 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). The quality of the RNA was evaluated using the RNA Integrity Number (RIN) value from the Agilent 2100 Bioanalyzer device (Agilent technologies, Santa Clara, CA, USA). The RIN values ranged from 7.8 to 9.8.

#### Library construction and RNA sequencing

Sequencing libraries were made using the mRNA-Seq sample preparation kit (Illumina Inc., Cat. # RS-100-0801) according to manufacturer’s protocol. Each library was sequenced using TruSeq SBS Kit v3-HS, in paired end mode with the read length 2x76 bp on a on a HiSeq2000 sequence analyzer (Illumina, Inc). Images from the instrument were processed using the manufacturer’s software to generate FASTQ sequence files.

#### Mapping and assembly

Sequence reads were analyzed using CLC Bio Genomic workbench software 7.0 (CLC Bio, Aarhus, Denmark). Quality control analysis was performed using the NGS quality control tool, which assesses sequence quality indicators based on the FastQC-project (FastQC-project ). Quality was measured taking into account sequence-read lengths and base-coverage, nucleotide contributions and base ambiguities, quality scores as emitted by the base caller and over-represented sequences [33]. All the samples analyzed passed all the QC parameters having the same length (76 bp), 100% coverage in all bases, 25% of A, T, G and C nucleotide contributions, 50% GC on base content and less than 0.1% over-represented sequences. A hierarchical clustering of the samples was also performed to detect samples that might have been wrongly allocated to a group, samples of unintended or unclean tissue composition or samples for which the processing has gone wrong. Sequence paired-end reads (76bp) were assembled against the annotated Sscrofa10.2 reference genome (http://www.ncbi.nlm.nih.gov/genome/?term=sus+scrofa) using the genome, annotated genes and mRNA tracks. Data was normalized by calculating the ‘fragments per kilo base per million mapped reads’ (FPKM) for each gene [34].

#### Differential expression analysis

The statistical analysis was performed using the total exon reads as expression values by the Empirical analysis of differential gene expression tool (CLC Bio, Aarhus, Denmark). This tool is based on the EdgeR Bioconductor package [35] and uses count data (i.e. total exon reads) and the same normalization method (trimmed mean of M-values, TMM [35]) for the statistical analysis. Genes were filtered according to two criteria: a minimum mean group expression greater than 0.5 FPKM in at least one group and a Fold-Change (FC) of the expression differences between genotypes, muscles and developmental stages equal or higher to 1.5. Finally, those genes with a *p-*value ≤ 0.01, corresponding to a false discovery rate (FDR) value ≤ 0.14 in newborns and ≤ 0.20 in growing pigs, were considered as differentially expressed (DE). Gene expression data of BF muscle was previously obtained and analyzed [30] following the same criteria. Three different effects were independently assessed in the differential expression study: developmental stage effect on LD muscle transcriptome, genetic type effect on LD muscle transcriptome (at both ages independently); and muscle type effect (LD vs BF) at birth.

#### Results validation by RT qPCR

RNA obtained from the 24 animals used in the RNA-Seq assay was utilized to perform the technical validation of the differential expression of some genes that were either affected by the developmental stage, the muscle or the genetic type. Moreover, RNA obtained from all the available animals (16 IB and 20 IBxDU) was used to quantify expression differences by qPCR [30]. The expression of 5 genes: *MTUS2*, *ALDH2*, *ADAMTS8*, *HDAC9* and *SIM1 (Single-Minded Family BHLH Transcription Factor 1)*) was quantified employing methods previously described [30]. The *GAPDH*, *TBP*, *B2M* and *ACTB* genes were selected as the most stable endogenous genes between the different studied conditions to normalize the data.

The technical validation was performed by studying the Pearson correlation between the expression values obtained from RNAseq data (FPKM) and the normalized gene expression data obtained by RT qPCR, as previously described [30]. To validate the global RNA-Seq results, the concordance correlation coefficient (CCC) [36] was calculated between the FC values estimated from RNA-Seq and qPCR expression measures for the 5 genes analyzed by the two technologies (RNA-Seq and qPCR).

#### Systems biology study

The biological interpretation of the DE genes was performed using two complementary approaches in order to identify: 1) enriched pathways and networks involving the DE genes, and 2) potential regulators causing the observed changes in gene expression.

Ingenuity Pathway Analysis, (IPA) (Ingenuity Systems, Qiagen, California) software was utilized to identify and characterize biological functions, gene networks and canonical pathways affected by the DE genes. The IPA Canonical Pathways Analysis identified the pathways from the Ingenuity Pathways Analysis library of canonical pathways that were most significant in our dataset. The significance of the association between the dataset and the canonical pathway was measured with Fischer’s exact test, to calculate a P‒value determining the probability that the association between the genes in the dataset and the canonical pathway is explained by chance alone.

Regulatory transcription factors (TRF), which could potentially affect the DE genes in the dataset were also studied by following complementary approaches. First, RIF1 and RIF2 metrics [37, 38] were calculated for the whole set of DE genes obtained conditional on developmental stage (5,812 genes), muscle type (135 genes) and genetic type at birth (261 genes) and at the growing period (113 genes). Candidate TRFs in pigs were obtained from Animal TFDB ("http://www.bioguo.org/AnimalTFDB/BrowseAllTF.php?spe=Susscrofa"). A total of 1,038 TRF were retrieved. Among them, 734, 739, 655 and 738 showed expression values greater than 0.5 FPKM in at least one experimental group when analyzing the developmental stage, genetic type (at birth and at growth) and the muscle type effects, respectively. Those TRFs were thus used in the RIFs metrics approach.

The RIF1 and RIF2 values were computed for the *i*^th^ TRF as follows:

$${RIF1}_{i}=\frac{1}{n_{de}}\sum_{j=1}^{j=n_{de}}{â}_{j}{xd}_{j}{\left({r1}_{ij}-{r2}_{ij}\right)}^{2}$$

and

$${RIF2}_{i}\;=\;\frac{1}{n_{de}}\sum_{j\;=\;1}^{j\;=\;n_{de}}\left[{\left({e1}_{j}{xr1}_{ij}\right)}^{2}-{\left({e2}_{j}{xr2}_{ij}\right)}^{2}\right]$$

Where n_de_ is the number of DE genes, aj and dj the estimated average expression and differential expression of the *j*^*th*^ DE gene, r1ij and r2ij the co-expression correlation between the *i*^*th*^ TRF and the *j*^*th*^ DE gene in each one of the genetic types and being e1j and e2j the expression of the *j*^*th*^ gene in each genetic type [39]. Both RIF measures for each analyzed TRF were transformed to standardized *z*-scores by subtracting the mean and dividing by its standard deviation. We identified relevant TRF as those with extreme RIF z-scores according to the corresponding confidence intervals (CI) calculated by bootstrap. In each iteration of bootstrapping, a set of *n*_*de*_ *= number of DE genes* were randomly selected from the total expressed genes, and the RIF1 and RIF2 z-scores of the expressed TRF list were calculated for each studied effect. The procedure was repeated 10,000 times for each scenario to obtain the corresponding 95 and 99% CI intervals of both z-scores.

Complementarily, IPA software was used to identify and characterize potential regulators using two different tools, the *upstream regulators* and the *regulators* tools. Both of them identify known regulators that may affect the expression of the data set of DE genes. IPA-identified regulators include genes, but also other molecules such as drugs. Thus, out of the identified regulators, only genes that were also included in the RIFs metrics candidate TRF list were considered (genes included in the animal TFDB and with expression values higher than 0.5 FPKM in at least one experimental group).

Using the information obtained from the TRF study, an additional search for enriched pathways and networks was carried out with IPA software considering both, DE genes and TRF conditional on developmental stage, muscle and genetic type.

## Results

The transcriptome of LD muscle was studied at two different developmental stages, birth (mean live weight of 1.5 (SD = 0.4) kg) and growth (mean live weight of 64.9 (SD = 10.1) kg). Moreover, the BF muscle transcriptome was previously assessed at birth in the same newborn pigs [30]. The experimental design allowed the study of several main effects regarding muscle transcriptome: developmental stage, genetic type and tissue effects. The biggest transcriptome change was observed between the two studied ages, involving more than 5,800 DE genes (Table 1), followed by the genetic type effect, responsible for differential expression of 261 genes at birth and 113 at the growing stage and the tissue effect, with 135 DE genes between LD and BF muscles (Table 1).

**Table 1:** Differentially expressed (DE) genes as affected by the three studied main effects.

	Total DE genes	Upregulated genes	
		Birth	four months
Developmental stage effect (LD)	5812	3290	2522
		IBxDU^1^	IB^2^
Genotype effect at birth (LD)	261	131	130
Genotype effect at four months (LD)	113	25	88
		BF^3^	LD^4^
Muscle effect (birth)	135	52	83

^1^ IBxDU = Iberian x Duroc crossbred pigs

^2^ IB = Purebred Iberian pigs

^3^ BF = *Biceps femoris* muscle

^4^ LD = *Longissimus dorsi* muscle

### Phenotypic results

Developmental stage and genetic type significantly affected carcass characteristics, plasma biochemical parameters and meat quality traits, such as IMF and fatty acid profile (Table 2). Pure Iberian and crossbred piglets had an average of 1.2 and 1.8 kg birth-weight, respectively (p<0.001; Table 2). Genetic type affected all the carcass phenotypic parameters at this early age as reported in a previous study employing the same newborn animals [30]: IBxDU neonates were bigger and heavier (p < 0.001) than IB newborns. On the other hand, growing IB and IBxDU pigs slaughtered at 59.4 and 68.6 kg live weight, respectively, showed no significant difference in body weight or size, although ham weight and perimeter were higher in IBxDU than in IB pigs (p = 0.039 and p = 0.034, respectively). A significant interaction between developmental stage and genotype was observed for ham weight and circumference measures.

**Table 2:** Effect of genotype, developmental stage and their interaction on phenotype of pure and crossbred Iberian pigs.

Genetic type (GT)									Stage	GT*Stage
Birth					Growing					
Carcass traits	IBxDU^1^	IB^2^	SEM^3^	p-value	IBxDU^4^	IB^5^	SEM	p-value	p-value	p-value
Live weight	1.77	1.21	0.07	< .001	68.60	59.40	2.41	0.084	< .001	0.054
Carcass weight	1.41	0.96	0.05	< .001	56.22	48.60	2.17	0.109	< .001	0.074
Carcass length	40.20	35.50	0.54	< .001	121.11	116.17	1.54	0.140	< .001	0.936
Thorax circumference	25.15	22.06	0.39	0.001	89.17	86.00	1.11	0.186	< .001	0.974
Abdomen circumference	18.90	17.28	0.38	0.049	77.28	78.17	1.21	0.724	< .001	0.288
Ham weight	0.16	0.11	0.01	< .001	7.56	6.23	0.29	0.040	< .001	0.017
Ham length	7.45	6.33	0.14	< .001	25.89	24.33	0.36	0.052	< .001	0.541
Ham circumference	12.55	10.89	0.23	0.002	67.83	59.42	1.74	0.034	< .001	0.040
Lipid and glucose metabolism-related plasma indicators										
Cholesterol	62.2	102.4	5.60	0.003	107.6	95.1	3.86	0.136	0.144	0.031
LDL^6^	42.2	45.8	4.40	0.449	67.4	61.5	2.58	0.280	0.002	0.431
HDL^7^	22.4	41.2	4.25	0.018	30.2	24.0	2.93	0.313	0.452	0.049
TG^8^	30.0	76.7	5.11	< .001	46.4	53.7	4.03	0.439	0.354	0.026
Fructosamine	169.7	133.7	10.37	0.101	221.3	228.0	8.05	0.691	< .0001	0.135
Glucose	132.4	123.4	10.80	0.684	107.8	92.5	2.91	0.023	0.036	0.804
*Longissimus dorsi* muscle main fatty acids composition (g/100 g total fatty acids)										
IMF^9^	2.16	2.32	0.50	0.317	2.87	4.05	0.20	0.026	< .0001	0.655
C14:0	2.77	2.56	0.12	0.406	1.14	1.32	0.08	0.295	< .0001	0.230
C15:1	1.51	1.26	0.09	0.171	0.60	0.33	0.04	0.026	< .0001	0.743
C16:0	26.29	26.12	0.18	0.655	24.56	25.44	0.39	0.114	0.001	0.072
C16:1 n-9	2.13	2.03	0.05	0.547	0.20	0.27	0.02	0.099	< .0001	0.232
C16:1 n-7	5.93	5.40	0.22	0.234	3.20	3.34	0.13	0.938	< .0001	0.357
C17:0	1.78	1.50	0.07	0.064	0.47	0.32	0.03	0.039	< .0001	0.197
C17:1	0.94	0.88	0.05	0.564	0.46	0.31	0.03	0.042	< .0001	0.862
C18:0	10.62	9.43	0.32	0.083	12.91	12.69	0.23	0.787	< .0001	0.130
C18:1 n-9	24.06	26.61	0.80	0.129	41.39	42.42	0.49	0.373	< .0001	0.085
C18:1 n-7	6.34	5.82	0.21	0.235	2.67	2.21	0.13	0.051	< .0001	0.623
C18:2 n-6	7.00	8.76	0.56	0.132	7.32	5.36	0.32	0.020	0.040	0.022
C18:3 n-3	0.28	0.25	0.02	0.351	0.18	0.18	0.01	0.839	0.001	0.370
C18:4 n-3	0.13	0.17	0.02	0.351	0.08	0.08	0.00	0.347	0.019	0.222
C20:0	0.36	0.27	0.04	0.320	0.20	0.19	0.01	0.963	0.031	0.532
C20:1 n-9	0.63	0.60	0.05	0.786	0.77	0.78	0.02	0.635	0.007	0.957
C20:2 n-6	0.32	0.33	0.06	0.913	0.61	0.45	0.04	0.040	0.024	0.187
C20:3 n-6	0.63	0.52	0.02	0.017	0.25	0.23	0.02	0.525	< .0001	0.064
C20:4 n-6	5.65	4.97	0.27	0.221	2.02	1.18	0.11	0.007	< .0001	0.578
C22:4 n-6	1.07	0.91	0.05	0.175	0.43	0.54	0.04	0.192	< .0001	0.048
C22:5 n-3	0.36	0.33	0.01	0.254	0.34	0.85	0.04	< .0001	< .0001	< .0001
C22:6 n-3	0.31	0.26	0.04	0.544	0.40	0.99	0.11	0.020	0.003	0.012
∑SFA^10^	42.57	40.46	0.54	0.068	39.32	40.13	0.55	0.179	0.009	0.012
∑MUFA^11^	41.41	42.82	0.50	0.174	49.50	49.01	0.64	0.419	< .0001	0.108
∑PUFA^12^	16.02	16.72	0.44	0.441	11.73	9.71	0.50	0.102	< .0001	0.284
UI^13^	91.19	91.79	0.44	0.441	79.37	81.39	1.58	0.752	< .0001	0.968
∑n-3^14^	1.35	1.22	0.91	0.746	1.00	2.10	0.16	0.004	0.198	0.001
∑n-6^15^	14.67	15.50	0.07	0.324	10.73	7.65	0.47	0.013	< .0001	0.051
∑n-6/∑n-3	11.61	12.88	0.42	0.344	14.31	3.89	1.22	0.003	0.043	< .0001

^1^ IBxDU = Iberian x Duroc crossbred pigs (n = 10)

^2^ IB = Purebred Iberian pigs (n = 9)

^3^ SEM = Standard error of the mean

^4^ IBxDU = Iberian x Duroc crossbred pigs (n = 10)

^5^ IB = Purebred Iberian pigs (n = 7)

^6^ LDL = Low density lipoproteins

^7^ HDL = High density lipoproteins

^8^ TG = Triglycerides

^9^ IMF = Intramuscular fat

^10^ ΣSFA = Sum of saturated fatty acids

^11^ ΣMUFA = Sum of monounsaturated fatty acids

^12^ ΣPUFA = Sum of polyunsaturated fatty acids

^13^ UI = Unsaturation index = 1 × (% monoenoics) +2 × (% dienoics) +3 × (% trienoics) +4 × (% tetraenoics) +5 × (% pentaenoics) +6 × (% hexaenoics)

^14^ Σn3 = Sum of n-3 fatty acids

^15^ Σn6 = Sum of n-6 fatty acids

Purebred IB newborns had significantly greater plasma levels of total and HDL cholesterol, and triglycerides (TG) than IBxDU neonates (Table 2). However, growing IB and IBxDU pigs showed similar cholesterol and TG levels, resulting in a developmental stage*genetic type interaction effect for these parameters. On the other hand, growing pigs differed in plasma glucose: IBxDU showed higher levels than IB pigs at this stage (p = 0.023).

Regarding loin IMF, total content increased over time (p < 0.0001). Genetic type did not affect IMF content in LD muscle (Table 2) of newborn piglets, while IB showed a 41% increase in IMF content with respect to IBxDU pigs at the growing stage (p = 0.026). Developmental stage also affected IMF composition: MUFA content increased and PUFA content decreased over time (p < 0.0001) in both genetic types. However, the SFA content slightly decreased along growth in IBxDU but not in IB pigs, with a significant interaction between genotype and developmental stage (p = 0.012). Also, C20:3 n-6 concentration (p = 0.017) was higher in newborn IBxDU pigs and SFA content showed a trend (p = 0.068) in the same direction. In the growing period, C15:1, C17:0, C17:1, C18:2-n6, C20:2 n-6 and C20:4 n-6 concentrations were significantly higher in IBxDU than in IB pigs (p = 0.026, 0.039, 0.042, 0.020, 0.040 and 0.007, respectively) while C22:5 n-3 (DPA) and C22:6 n-3 (DHA) proportions were higher in IB pigs (p < 0.0001 and p = 0.020, respectively). As a consequence, total n-3 fatty acids content was higher in IB (p = 0.004) and total n-6 and the ratio n-6/n-3 was higher in the loin of growing IBxDU pigs (p = 0.013 and p = 0.003, respectively).

Data on BF phenotype and transcriptome was available for the same newborn animals from a previous study [30]. Thus, the effect of the studied muscle (BF *vs* LD) was assessed in IB and IBxDU neonates (Table 3). *Biceps femoris* and LD muscles showed similar IMF content at this early age (p = 0.158). Differences in total PUFA and n-3 PUFA content were observed, with BF showing higher levels than LD muscle. These differences resulted in a lower n-6/n-3 ratio in BF when compared to LD muscle. When analyzing the global effect of genotype on IMF content and composition of both muscles at birth, higher SFA and lower n-6 PUFA content was observed in IBxDU pigs. No significant interaction was found between the genotype and muscle effects.

**Table 3:** *Longissimus dorsi* (LD) and *Biceps femoris* (BF) muscle characteristics of pure and Duroc-crossbred Iberian piglets at birth.

		Mean			p-value		
	Muscle	IBxDU^1^	IB^2^	SEM^3^	Genetic type (GT)	Muscle	GT*Muscle
∑SFA^4^	LD	42.57	40.79	0.33	0.002	0.182	0.538
	BF	41.66	39.91				
∑MUFA^5^	LD	41.41	42.73	0.32	0.114	0.478	0.653
	BF	41.01	41.77				
∑PUFA^6^	LD	16.02	16.48	0.31	0.057	0.039	0.845
	BF	17.34	18.32				
∑n-3^7^	LD	1.35	1.24	0.04	0.145	< .0001	0.942
	BF	1.77	1.69				
∑n-6^8^	LD	14.67	15.24	0.30	0.034	0.123	0.833
	BF	15.56	16.63				
∑n-6/∑n-3	LD	11.61	12.54	0.36	0.056	0.002	0.892
	BF	8.78	9.96				
IMF^9^	LD	2.16	2.26	0.08	0.060	0.158	0.644
	BF	1.80	2.16				

^1^ IBxDU = Iberian x Duroc crossbred pigs (n = 10)

^2^ IB = Purebred Iberian pigs (n = 9)

^3^ SEM = Standard error of the mean

^4^ ΣSFA = Sum of saturated fatty acids

^5^ ΣMUFA = Sum of monounsaturated fatty acids

^6^ ΣPUFA = Sum of polyunsaturated fatty acids

^7^ Σn3 = Sum of n-3 fatty acids

^8^ Σn6 = Sum of n-6 fatty acids

^9^ IMF = Intramuscular fat

### Transcriptome analysis

#### Mapping results

An average of approximately 84 million sequence reads was obtained for each individual sample and were assembled and mapped to the annotated Sscrofa10.2 genome assembly (22,861 genes). 

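The deposited table gives an RPKM value for each of 22861 genes in 24 libraries of LD muscle, from 6 IB and 6 IBxDU pigs at birth and from 6 pigs of each genetic type at 4 months. The library total behind the RPKM values averaged 27.0 M counted reads or read pairs (SD 4.15 M, n = 24), with a range from 20.0 to 35.9 M, so a transcript of 2 kb at 0.5 RPKM rests on 20.0 to 35.9 of them. Values were scaled between libraries by a trimmed mean of log ratios and log2(RPKM + 0.1) was compared with limma in genes with a mean over 0.5 RPKM in at least 1 of the groups compared. A gene is called higher or lower where its unadjusted p is at most 0.01 and its difference at least 1.5-fold, the limits that the paper states. Differences are log2 values of birth over 4 months, or of IBxDU over IB, with their standard error, and group levels are means of the scaled RPKM with the SD over animals. Between genetic types the p of a single gene is from a two-sided exact permutation test of log2(scaled RPKM + 0.1). With 6 animals against 6 it cannot go under 0.00216, and it treats littermates among the newborns as independent. Groups of genes are lists from textbook knowledge, each compared with the other genes tested by limma's camera with a preset and with an estimated correlation between genes. In 8 libraries the listed genes took up 99.3 to 99.5% of the library total and in the other 16 between 88.1 and 96.2%. These kinds of library are not evenly spread. The higher share was found in 1 of 6 IB and 4 of 6 IBxDU newborns. At 4 months it was found in 1 of 6 IB and 2 of 6 IBxDU pigs. A fit in the 16 libraries with the lower share uses only those of its own comparison. Between genetic types these are 5 IB and 2 IBxDU newborns, or 5 IB and 4 IBxDU pigs at 4 months.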

In all samples, 67–77% of the reads were categorized as mapped reads to the porcine reference sequence. The FPKM values were used to establish the total number of genes expressed in the muscle transcriptome (> 0.5 FPKM). Approximately 50% of total porcine annotated genes in the Sscrofa10.2 genome assembly were expressed in the studied samples (an average of 11,506 genes out of 22,861 annotated genes).

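Fewer genes of LD muscle exceeded 0.5 RPKM at 4 months than at birth in the values as deposited. The most abundant transcripts took up a larger part of the total at 4 months. These gene counts are not scaled between libraries. The scaling factors were 1.02 to 1.63 at birth and 0.511 to 0.976 at 4 months, so on the scaled values the limit is stricter at 4 months. An average of 11570.2 ± 426 genes in IB and 11882 ± 473 genes in IBxDU newborns exceeded 0.5 RPKM, against 10021 ± 245 and 10408 ± 611 genes at 4 months (SD, n = 6 each). Among newborns the libraries with the higher share had 12090 to 12325 such genes and the others 11153 to 11655. The difference between genetic types at birth is therefore not told apart from the kind of library. Over all 24 libraries the average was 10970.3 genes (SD 900.5), and the range was 9426 to 12325. The 10 most abundant genes held 34.1% of the summed RPKM in IB and 32.6% in IBxDU newborns, and 41.5% and 40.4% at 4 months. Transcripts of fast fibres were among the most abundant ones, such as TNNC2 (fast troponin C, ENSSSCG00000007424), with 7062 ± 1929 RPKM at birth and 24247 ± 5002 at 4 months (n = 12 each).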

#### Effect of developmental stage on *Longissimus dorsi* transcriptome

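ACTC1, KCNE5 and SLC6A13 were among the genes with the largest differences toward newborn LD muscle. The cardiac alpha-actin ACTC1 (ENSSSCG00000004803), the sarcomeric actin of embryonic muscle, averaged 2459.9 ± 669 RPKM at birth and 30.8 ± 32.6 at 4 months (n = 12 each), a log2 difference of 6.59 ± 0.25 and the largest among the genes called higher at birth (adjusted p = 7.08e-17). KCNE5 (ENSSSCG00000012582), a regulatory subunit of potassium channels, averaged 23.2 ± 10.5 RPKM in newborns and 0.405 ± 0.235 in the older pigs (log2 5.52 ± 0.28). SLC6A13, a transporter of GABA, was higher at birth by 5.20 ± 0.21 on the log2 scale, RNF207, a ubiquitin ligase that acts on a cardiac potassium channel, by 4.80 ± 0.42, CPLX1, a regulator of vesicle fusion, by 4.66 ± 0.32 and PRR32 by 4.32 ± 0.21. In total 2979 of 12180 genes tested were higher at birth, and 4329 were at an adjusted p under 0.05 from limma. In 838 genes every newborn lay above every older pig, a separation that chance gives to 0.00901 genes in either direction. The count rests on the scaling, since the values as deposited put the median of all genes 0.906 higher at birth on the log2 scale and gave 7495 genes.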

A total of 3,290 genes were upregulated in LD muscle at birth when compared to four months-old pigs (p < 0.01, FDR < 0.015), with FC ranging from 1.5 to 219 (*IBSP* gene showed the largest expression difference). In four months-old pigs, 2,522 genes were upregulated when compared to newborn pigs. 

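MSS51, ASB2 and PPP1R14C were among the genes with large differences toward the older pigs. MSS51 (ENSSSCG00000010300), a mitochondrial protein of glycolytic fibres, averaged 3.74 ± 0.892 RPKM at birth and 126 ± 38.8 at 4 months (n = 12 each, log2 -5.01 ± 0.16), with the smallest adjusted p of the comparison (adjusted p = 1.50e-18). ASB2 (ENSSSCG00000002467), the substrate receptor of a ubiquitin ligase that acts on filamins, went from 18.0 ± 12.8 to 461 ± 106 RPKM (log2 -4.93 ± 0.28). PPP1R14C, an inhibitor of protein phosphatase 1, went from 3.22 ± 2.68 to 66.6 ± 15.6 RPKM, with a log2 difference of -4.66 ± 0.30. At the limits of the paper 2545 genes were higher at 4 months, and 3667 at an adjusted p under 0.05, while 1054 genes were higher in every older pig than in every newborn. With the values as deposited, 719 genes were higher at 4 months.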

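Parvalbumin (ENSSSCG00000000138, PVALB), a calcium buffer of fast fibres, showed the largest difference among the genes higher at 4 months. It averaged 1.79 ± 4.69 RPKM in the 12 newborns and 138 ± 74.6 in the 12 older pigs, a log2 difference of -7.87 ± 0.60 or 234-fold (adjusted p = 2.47e-11). The size depends on the pseudocount of 0.1 RPKM, with 108-fold for a pseudocount of 0.5 and 390-fold for 0.01. The mean of the newborns rests on IBxDU 402, and without that library it was 0.447 RPKM. The gene names at hand give no symbol to the immunoglobulin light chain genes, so no value is given for them.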

Fold changes (FC) ranged from 1.5 to 273, with several immunoglobulin genes showing the biggest expression changes (S1 Table).

Gene expression differences were functionally interpreted using IPA software to detect enriched pathways (S2 Table) and biological functions (Table 4). Moreover, the regulators study gathered 626 genes potentially affecting expression of the DE genes in the dataset (i.e. *MSTN*, *FOXO3*, *FOXO1*, *MEF2C* or *MEF2D*). Among them, 270 were identified by IPA software, 142 were identified following the RIFs approach and 344 were found DE between developmental stages (S3 Table). 

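Myostatin and FOXO3, which restrain muscle mass, were higher in the older pigs, while the other regulators measured here stayed under the limits. MSTN (ENSSSCG00000016047) averaged 2.00 ± 2.25 RPKM at birth and 8.11 ± 3.03 at 4 months (n = 12 each), a log2 difference of -2.49 ± 0.41 (adjusted p = 9e-06). FOXO3 (ENSSSCG00000004387), a forkhead factor that drives atrophy genes, was lower at birth by a log2 difference of -0.96 ± 0.26 (adjusted p = 0.00208), which was -0.12 with the values as deposited and then not called. FOXO1, its close relative, differed by -0.09 ± 0.27 (adjusted p = 0.780). The myocyte enhancer factors MEF2C and MEF2D, which act with the MyoD family in differentiation, differed by 0.54 ± 0.16 and -0.32 ± 0.13, both under 1.5-fold. MEF2C passed the fold limit in 3 of 24 fits that left out 1 library, without IB 503 at birth, IB 905 or IBxDU 714 at 4 months, at up to 0.60.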

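Among transcription regulators, MYC, TCF4 and JARID2 were higher in newborn LD muscle and YBX3, HSF1, TEAD4 and TFEB in the older pigs. MYC (ENSSSCG00000005965), which drives cell growth and division, averaged 23.2 ± 8.49 RPKM at birth and 5.91 ± 2.30 at 4 months (log2 1.95 ± 0.20, adjusted p = 4.39e-09). TCF4, a basic helix-loop-helix partner factor, was higher at birth by 0.74 ± 0.15 and JARID2, a cofactor of the repressive complex PRC2, by 0.69 ± 0.12. The cold shock domain protein YBX3 (ENSSSCG00000000633), a repressor of translation and transcription, was the most abundant of them, with 738 ± 205 RPKM at birth and 2681 ± 441 at 4 months (log2 -1.89 ± 0.13). HSF1, the main activator of heat shock genes, and TEAD4, a partner of YAP in myoblasts, were lower at birth (log2 -1.49 ± 0.18 and -1.41 ± 0.19). TFEB, which controls genes of lysosomes and autophagy, differed by -0.74 ± 0.13 (adjusted p = 1.92e-05), and by 0.11 with the values as deposited, which move all genes toward birth and leave TFEB under their median of 0.906. TEAD4 was not called either with those values (log2 -0.57), and JARID2, TCF4 and TFEB were not called after quantile normalization.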

Within the selected TRF, eight (*CBX4*, *HSF1*, *JARID2*, *MYC*, *TCF4*, *TEAD4*, *TFEB* and *YBX3*) were identified following the three approaches, being considered as especially relevant regulators.

**Table 4:** Enriched biological functions in the set of DE genes between LD muscle from newborn and growing Iberian pigs

Upregulated at birth			Upregulated at growing stage		
Enriched function	Corrected p-value	z-score^1^	Enriched function	Corrected p-value	z-score
Invasion of cells	2.66E-10	3.93	Organismal death	4.90E-23	6.95
Size of body	2.23E-06	3.58	Growth Failure	1.08E-04	4.94
Transport of molecule	1.78E-08	3.33	Bleeding	1.31E-03	4.93
Invasion of tumor cell lines	1.67E-06	3.18	Perinatal death	6.00E-06	3.92
Cell movement	1.63E-17	3.09	contractility of skeletal muscle	5.25E-04	3.86
Cell movement of tumor cell lines	3.06E-07	3.05	Hypoplasia of organ	2.73E-03	3.26
Apoptosis of fibroblast cell lines	5.99E-08	3.03	Hypoplasia	1.62E-04	3.15
Adhesion of connective tissue cells	1.40E-03	2.94	Dysgenesis	1.21E-04	3.04
Cancer	9.37E-54	2.94	Congenital anomaly of musculoskeletal system	7.19E-05	2.92
Migration of cells	2.73E-03	2.90	Multiple congenital anomalies	1.13E-07	2.91
Migration of tumor cell lines	9.70E-15	2.77	Polymerization of protein	2.01E-05	2.73
Limb development	1.46E-09	2.77	Fibrosis	1.06E-04	2.39
Invasion of tumor	5.45E-07	2.70	Hypoplasia of thorax	1.41E-03	2.25
Proliferation of fibroblasts	2.37E-04	2.59	Autophagy	1.84E-03	2.18
Adhesion of tumor cell lines	4.38E-09	2.58	Anemia	1.49E-03	1.84
Disassembly of filaments	5.25E-07	2.56	Mass of muscle	1.99E-14	1.77
Synthesis of DNA	4.31E-05	2.56	Adhesion of extracellular matrix	1.75E-05	1.73
Invasion of breast cancer cell lines	9.33E-05	2.56	Autosomal recessive disease	1.61E-03	1.72
Synthesis of carbohydrate	2.27E-03	2.52	Mass of skeletal muscle	2.14E-07	1.69
Tumorogenesis of tissue	2.43E-04	2.46	Blood vessel defect	1.28E-03	1.56
Neoplasia of cells	1.28E-03	2.45	Systemic autoinmune syndrome	7.10E-05	1.53
Invasion of tumor cells	1.95E-03	2.40	Dwarfism	2.68E-08	1.46
Organization of cytoplasm	1.68E-47	2.36	Abnormal bone density	2.78E-03	1.45
Metabolism of carbohydrate	3.24E-04	2.36	Dysplasia of skeleton	6.50E-13	1.38
Endocytosis	1.21E-05	2.33	Aneurysm	3.42E-18	1.38
Proliferation of neuronal cells	2.23E-03	2.30	Vascular tumor	1.09E-20	1.33
Organization of cytoskeleton	3.35E-16	2.28	Hemangioma	4.13E-04	1.33
Development of central nervoussystem	4.95E-06	2.26	Hypertension	2.16E-03	1.33
Development of body trunk	3.87E-05	2.22	Hypoglycemia	3.79E-05	1.24
Outgrowth of cells	5.94E-07	2.19	Adhesion of cell-associated matrix	1.86E-03	1.19
Neoplasia of epitelial tissue	2.20E-15	2.18	Ulcer	1.11E-04	1.13
Formation of celular protrusions	1.88E-04	2.18	Chronic inflammatory disorder	1.15E-03	1.06
Microtubule dynamics	1.50E-08	2.16	Replication of virus	9.27E-05	1.01
Behavior	6.31E-04	2.12	Quantity of muscle cells	7.41E-04	0.99
Cell death of fibroblasts	1.05E-47	2.11	Mass of hind limb muscle	7.62E-09	0.91
Proliferation of cells	2.64E-08	2.10	Function of muscle	1.35E-06	0.89
Invasion of malignant tumor	1.02E-13	2.10	Breast or ovarían cancer	3.28E-13	0.86
Development of cardiovascular system	3.94E-04	2.06	Quantity of muscle	5.41E-05	0.86
Cell surface receptor linked signal transduction	3.70E-04	2.01	Abdominal aortic aneurysm	5.06E-04	0.83
Angiogenesis	6.11E-37	2.00	Stabilization of microtubules	1.79E-03	0.82

^1^ Z-score: Predicted activation status of biological function. The higher the value, the more activated the functions is predicted to be.

#### Effect of genetic type on *Longissimus dorsi* transcriptome

The effect of genetic type on LD muscle transcriptome was analyzed at birth and at growing independently, due to the high influence of developmental stage on gene expression. 

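The number of genes that separated IB from IBxDU pigs was larger at birth than at 4 months at the paper's limits, but not after adjustment over all genes. At birth 516 of 12290 genes tested passed the limits and at 4 months 149 of 10728. No gene reached an adjusted p under 0.05 at birth, with limma or with its voom method on the recovered reads, though 1119 genes were higher in IBxDU and 1173 in IB at an unadjusted p under 0.05, and the smallest adjusted p = 0.074. This count of 0 is not firm. In a fit of all 4 groups 351 genes passed, and 131 in the newborns with the lower share (5 IB and 2 IBxDU). Without IBxDU 412 the count was 254, and 519 without IB 503 and IBxDU 412. IB 503 is the only IB newborn with the higher share. Without it all newborns with that share are IBxDU, so the count of 519 does not tell genetic type from the kind of library. At 4 months 13 genes reached an adjusted p under 0.05, among them MMRN2, an endothelial matrix protein, the endogenous retroviral ENV, FN1 (fibronectin) and the potassium channel KCNN1, higher in IBxDU, and TOMM34, an import factor of mitochondria, and CD4, the coreceptor of helper T cells, higher in IB. The difference between genetic types changed with age for 3 of 12441 genes by an interaction test (adjusted p = 0.0453 for each). These were SPHK1, a sphingosine kinase, ABRA, an activator of serum response factor in muscle, and ENSSSCG00000016982. With the values as deposited no gene passed the interaction test. Single libraries weighed on both counts. Without the newborn IBxDU 425 there were 137 genes higher in IBxDU and 177 in IB, and without the newborn IBxDU 412 there were 420 and 439.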

Genetic type effect on gene expression seemed to be stronger at birth, since 261 genes were DE (p < 0.01, FDR < 0.141) at that young age while less than a half, 113 DE genes were identified between IB and IBxDU growing pigs (p < 0.01, FDR < 0.199). 

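VASH2, TPD52L1, ENAH and PFN2 were among the genes higher in newborn IBxDU pigs, and TNFRSF11B, ABRA and LRIG1 among those higher in newborn IB pigs. VASH2 (ENSSSCG00000015589), a tubulin carboxypeptidase that promotes vessel growth, averaged 17.8 ± 7.30 RPKM in IBxDU and 2.62 ± 0.986 in IB newborns (n = 6 each), a log2 difference of 2.64 ± 0.39 (exact permutation p = 0.00216, adjusted p = 0.0740). The actin regulators ENAH and PFN2 were higher in IBxDU by 1.79 ± 0.37 and 1.07 ± 0.18, and TPD52L1, a protein of vesicle traffic, by 2.24 ± 0.46. FAM20B, a kinase of proteoglycan synthesis, and HERC4, a ubiquitin ligase, were higher by 1.07 ± 0.22 and 1.03 ± 0.25. CLCA2, of the calcium-activated chloride channel regulators, and ITIH3, a plasma protein that binds hyaluronan, were higher by 1.03 ± 0.27 and 1.68 ± 0.30. Neither was called in the newborns with the lower share alone. These are only 5 IB and 2 IBxDU, so a lost call there does not show library kind as its source. In the other direction, the decoy receptor TNFRSF11B (ENSSSCG00000027762), which inhibits osteoclasts, averaged 0.360 ± 0.262 RPKM in IBxDU and 2.91 ± 1.62 in IB (log2 -2.79 ± 0.49). CH242-138G12.1 differed by -3.27 ± 0.69, ABRA by -1.90 ± 0.42, LRIG1, a brake on growth factor receptors, by -1.31 ± 0.24, AKAP6, a kinase anchor at the nuclear envelope of muscle, by -1.19 ± 0.26, and the glutamine transporter SLC38A3 by -1.19 ± 0.28. These genes were chosen because every animal of one type lay above every animal of the other, which fixes their exact permutation p. Such a separation holds for 148 genes in all, against 26.6 expected by chance. That number is a mean without a spread. Genes vary together and the kinds of library are uneven, so the excess is not shown to come from genetic type. For the number of genes called, regrouped libraries did not exclude chance. At the limits 243 genes were higher in IBxDU, up to 7.15-fold, and 273 in IB, up to 9.62-fold. Without IB 503, IBxDU 426 or IBxDU 429 the largest fold in IBxDU was 290.3, 232 or 196. Without IB 503 every newborn with the higher share is IBxDU, so that fold is not told apart from the kind of library. With the kind of library as a term 283 and 261 genes were called, and 296 of the 516 genes were called both ways. In the newborns with the lower share, only 5 IB and 2 IBxDU, 572 genes were higher in IBxDU and 375 in IB. With the values as deposited, which shift the median of all genes by 0.156, there were 458 and 103.

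**Figure D1:**
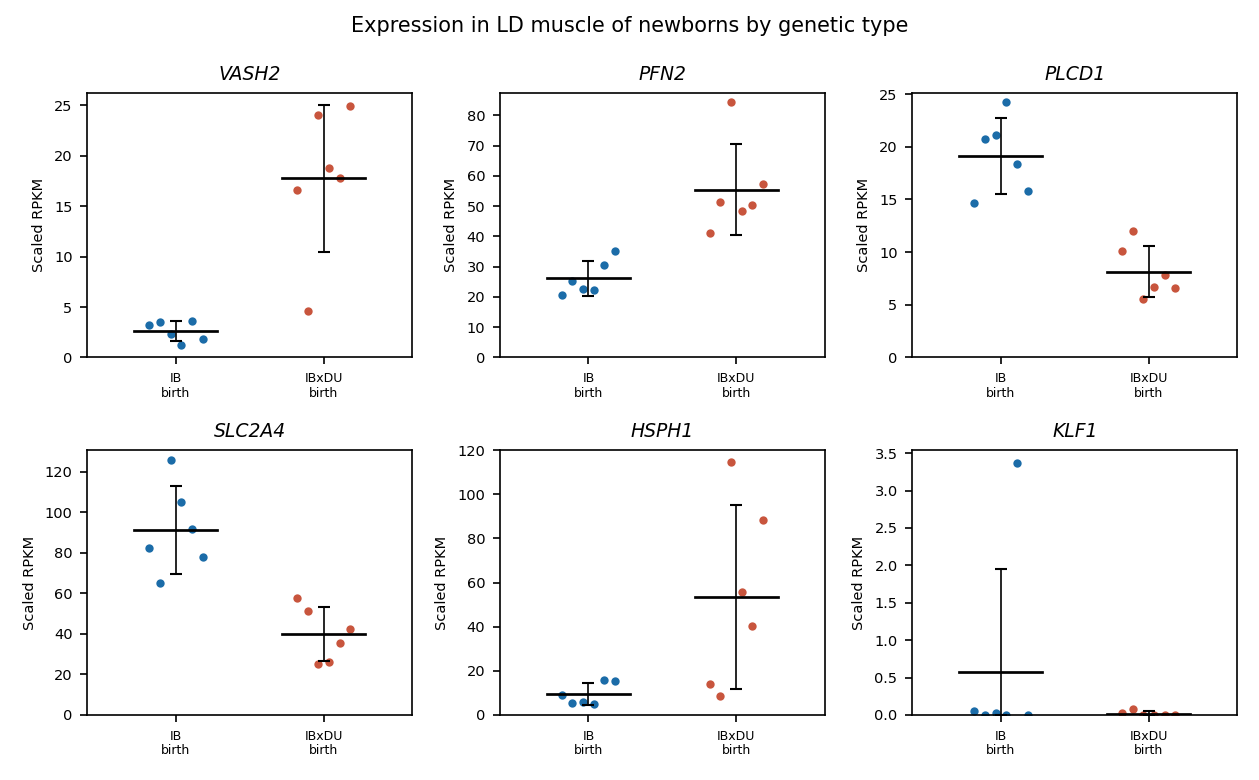
Scaled RPKM of VASH2, PFN2, PLCD1, SLC2A4, HSPH1 and KLF1 in LD muscle of newborn IB and IBxDU pigs. Each point is an animal, lines are group means and bars the SD, cut at 0. VASH2 and PFN2 lie higher in every IBxDU newborn, PLCD1 and SLC2A4 in every IB newborn, and KLF1 is near 0 except in a single IB newborn.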

Out of the 261 DE genes observed at birth, 130 were upregulated in IB (FC from 1.8 to 25.6) and 131 in IBxDU pigs (FC from 1.8 to 58.5). At growth, 88 genes were upregulated in IB (FC from 2.1 to 390) and 25 in IBxDU pigs (FC from 2.2 to 88.4) (S4 Table).

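At 4 months MMRN2, KCNN1, RCAN1 and NR4A2 were among the genes higher in IBxDU pigs, and NMNAT1, TOMM34 and ACOT13 among those higher in IB pigs. MMRN2 (ENSSSCG00000024048) averaged 1.10 ± 0.341 RPKM in IBxDU and 0.0734 ± 0.0611 in IB pigs (n = 6 each, log2 2.83 ± 0.31, exact permutation p = 0.00216, adjusted p = 0.00124). KCNN1 was higher in IBxDU by 1.46 ± 0.25, RCAN1, a calcineurin inhibitor, by 1.23 ± 0.31, the orphan nuclear receptor NR4A2 by 1.20 ± 0.28, the CD1 antigen PCD1A by 1.35 ± 0.28 and METTL27 by 1.35 ± 0.32. NMNAT1 (ENSSSCG00000003400), which makes NAD in the nucleus, averaged 7.46 ± 1.71 RPKM in IBxDU and 14.5 ± 3.20 in IB (log2 -0.95 ± 0.17). TOMM34 differed by -0.79 ± 0.13 (adjusted p = 0.0354), the acyl-CoA thioesterase ACOT13 by -0.65 ± 0.13, the synuclein SNCG by -0.78 ± 0.18 and C1orf50 by -0.63 ± 0.14. C1orf50 was not called without IBxDU 702 (log2 -0.52). These genes were likewise chosen for not overlapping between the genetic types, which fixes their exact permutation p. That was so for 87 genes in all, against 23.2 expected by chance. As at birth, this mean has no spread for genes that vary together, so the excess is not shown to come from genetic type. At the limits 112 genes were higher in IBxDU, up to 54.0-fold in ENSSSCG00000026923, and 37 in IB, up to 3.33-fold in ADAMTS8. The largest fold in IBxDU depends on the pseudocount, with 15.2 for 0.5 RPKM and 223 for 0.01 RPKM. Without IBxDU 732 the counts were 203 and 69, in the 16 libraries with the lower share 211 and 71, and with the values as deposited, where the median of all genes moves by 0.104, 21 genes were higher in IB.

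**Figure D2:**
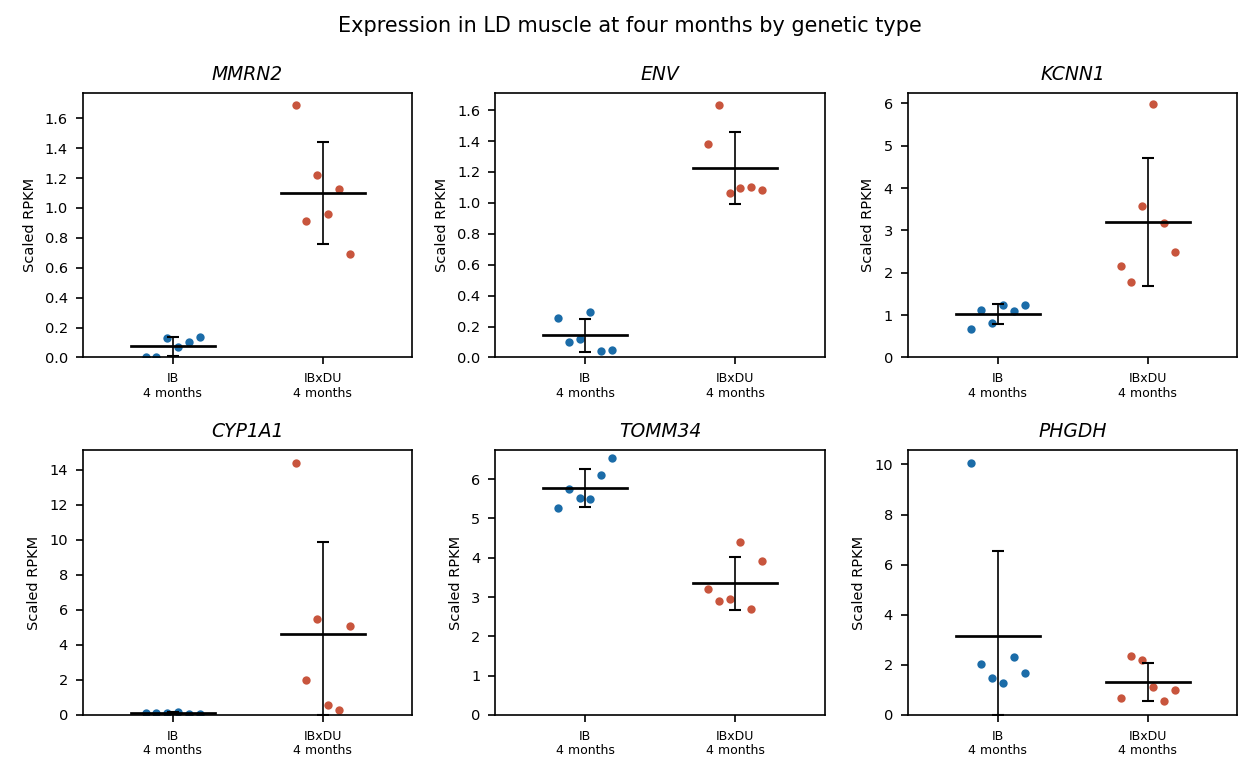
Scaled RPKM of MMRN2, ENV, KCNN1, CYP1A1, TOMM34 and PHGDH in LD muscle of IB and IBxDU pigs at 4 months. Each point is an animal, lines are group means and bars the SD, cut at 0. MMRN2, ENV, KCNN1 and CYP1A1 lie higher in every IBxDU pig, TOMM34 in every IB pig, and PHGDH is highest in IB 816.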

Biological interpretation of the DE genes with IPA software retrieved enriched pathways and biological functions in IB and IBxDU pigs at both studied developmental stages (Tables 5 and 6, respectively). Moreover, the regulators analysis identified 122 TRF at birth and 62 TRF at growth, potentially regulating the gene expression changes observed between genetic types. As described in the regulators study performed for the developmental stage effect, we considered TRF those that were either DE, identified by IPA software as regulators or identified in the RIFs study (S5 Table). Sixteen of those TRF (such as *ATF4*, *CEBPA*, *MYOD1 (Myogenic Differentiation 1)*, *NFE2L2* or *REL*) were found at both ages. 

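The oxidative stress factor NFE2L2 (ENSSSCG00000015987) differed by less than 1.5-fold between the genetic types at both ages. It averaged 26.5 ± 6.19 RPKM in IBxDU and 34.9 ± 5.60 in IB newborns (log2 -0.42 ± 0.17, exact permutation p = 0.0260) and 13.9 ± 3.93 and 14.6 ± 1.23 RPKM at 4 months (log2 -0.13 ± 0.18, exact permutation p = 0.625, n = 6 each). The paper also identifies regulators by co-expression and from published knowledge, and neither was tested here. The gene names at hand hold no gene under the symbol ATF4.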

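Of the regulators measured in newborn LD muscle, CSRP3 and HIRA were higher in IBxDU pigs and TEAD3 and CREBBP in IB pigs. CSRP3 (ENSSSCG00000013354), a LIM protein of the Z-disc that senses stretch, averaged 3106 ± 1582 RPKM in IBxDU and 1276 ± 385 in IB (n = 6 each, log2 1.18 ± 0.33, exact permutation p = 0.0152). HIRA (ENSSSCG00000010118), a chaperone of histone H3.3, averaged 21.7 ± 9.13 and 10.1 ± 1.39 RPKM (log2 0.96 ± 0.29, exact permutation p = 0.0238), and was under the limits in 8 of 12 fits that left out 1 library (log2 0.82 to 1.24). TEAD3, a partner of YAP, differed by -0.60 ± 0.18 (exact permutation p = 0.0108) and was under the limits in 7 of those fits (-0.71 to -0.53).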

Fifteen regulators (*CREB3L1*, *CREBBP*, *CSRP3*, *FOS (FBJ Murine Osteosarcoma Viral Oncogene Homolog)*, *FOXO1*, *HIRA*, *HSF1*, *KLF1 (Kruppel-Like Factor 1)*, *MEF2C*, *MEF2D*, *MYOG*, *NFE2*, *SF1*, *SOX4* and *TEAD3*) were identified following different approaches at birth and 3 (*EN1*, *IRF2* and *TCF7L2*) at growth. Moreover, a combined analysis performed using IPA software by merging DE genes and TRF datasets revealed the *glucocorticoid receptor signaling* and *adipogenesis* as the most enriched pathways at birth (p = 6.14e-11 and p = 1.41e-9, respectively), while the *aryl hydrocarbon receptor* pathway was the most enriched in growing pigs (p = 2.13e-8). The *PPAR signaling* and the *unfolded protein response* pathways were enriched at both stages (S6 Table).

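As a list, genes of the unfolded protein response were higher in IBxDU newborns. Of 17 genes of the unfolded protein response, 3 were higher in IBxDU newborns, 0 in IB, and 11 in IBxDU when adjusted over the list alone. The difference of the list is against the other genes (adjusted p = 4.72e-08, and adjusted p = 0.614 with an estimated correlation). HSP90B1 (ENSSSCG00000000849), the reticular HSP90, averaged 95.1 ± 35.6 RPKM in IBxDU and 44.7 ± 8.33 in IB newborns (n = 6 each, log2 1.02 ± 0.23, exact permutation p = 0.00433). HSPA5 (BiP) differed by 0.99 ± 0.28 and was not called without IB 345, IB 431 or IBxDU 425 (0.84 to 1.20 over all fits without 1 library), and MANF, a secreted stress factor, differed by 0.78 ± 0.24 and was under the limits in 7 of 12 such fits. At 4 months 1 of 17 genes, SDF2L1, was higher in IBxDU (log2 1.06 ± 0.35), and the list did not differ (adjusted p = 0.479, and adjusted p = 0.962 with an estimated correlation).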

**Table 5:** Enriched pathways in the set of DE genes conditional on genetic type at birth and at growing.

Birth			Growing		
IB^1^	p-value	Corrected p-value	IB	p-value	Corrected p-value
Role of IL-17A in Psoriasis	2.83E-05	6.60E+00	Serine Biosynthesis	5.57E-09	8.08E-08
PI3K Signaling in B Lymphocytes	6.56E-05	6.60E+00	Superpathway of Serine and Glycine Biosynthesis I	1.29E-08	1.42E-07
ERK5 Signaling	7.65E-05	6.60E+00	Glutathione-mediated Detoxification	1.05E-04	5.14E+00
Melatonin Degradation III	1.87E-04	6.60E+00	LPS/IL-1 Mediated Inhibition of RXR Function	1.09E-04	5.14E+00
Glutamine Biosynthesis I	1.87E-04	6.60E+00	Alanine Degradation III	3.01E-04	5.14E+00
NRF2-mediated Oxidative Stress Response	6.00E-04	4.03E+01	Alanine Biosynthesis II	3.01E-04	5.14E+00
IL-8 Signaling	6.92E-04	4.03E+01	Cell Cycle: G1/S Checkpoint Regulation	2.02E-03	5.14E+00
April Mediated Signaling	1.47E-03	4.03E+01	Cyclins and Cell Cycle Regulation	4.96E-03	5.14E+00
Trehalose Degradation II (Trehalase)	1.81E-03	4.09E+01	Glucose and Glucose-1-phosphate Degradation	6.29E-03	5.14E+00
B Cell Activating Factor Signaling	1.81E-03	4.09E+01	p53 Signaling	1.62E-02	5.14E+00
LXR/RXR Activation	2.80E-03	4.09E+01	Leukotriene Biosynthesis	3.71E-02	5.14E+00
Atherosclerosis Signaling	3.13E-03	6.28E+01	LXR/RXR Activation	4.97E-02	5.14E+00
TNFR1 Signaling	4.68E-03	6.28E+01			
Wnt/Ca+ pathway	9.09E-03	6.57E+01			
Glucocorticoid Receptor Signaling	1.17E-02	6.57E+01			
GDP-glucose Biosynthesis	1.52E-02	2.44E+02			
Glucose and Glucose-1-phosphate Degradation	2.27E-02	3.24E+02			
Growth Hormone Signaling	2.61E-02	4.33E+02			
Melatonin Signaling	2.80E-02	4.41E+02			
UDP-N-acetyl-D-galactosamine Biosynthesis II	3.22E-02	4.41E+02			
Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis	3.99E-02	4.41E+02			
Production of Nitric Oxide and Reactive Oxygen Species in Macrophages	4.97E-02	4.41E+02			
IBxDU^2^	p-value	Corrected p-value	IBxDU	p-value	Corrected p-value
AldosteroneSignaling in EpithelialCells	1.11E-10	1.02E-09	Acute Phase Response Signaling	3.90E-05	1.73E-02
ProteinUbiquitinationPathway	1.71E-09	2.09E-08	Retinoate Biosynthesis II	9.68E-05	1.73E-02
Unfoldedprotein response	5.94E-08	1.64E-06	Bupropion Degradation	1.03E-03	4.62E-02
eNOSSignaling	6.94E-06	1.47E-03	Acetone Degradation I (to Methylglyoxal)	1.47E-03	4.62E-02
EndoplasmicReticulum Stress Pathway	1.79E-04	1.91E-01	Retinoate Biosynthesis I	2.02E-03	4.62E-02
PyrimidineRibonucleotidesInterconversion	4.74E-04	1.91E-01	Retinol Biosynthesis	2.80E-03	4.62E-02
Glucocorticoid Receptor Signaling	5.45E-04	1.91E-01	Estrogen Biosynthesis	3.51E-03	4.62E-02
PyrimidineRibonucleotides De Novo Biosynthesis	6.29E-04	1.91E-01	Nicotine Degradation III	5.26E-03	4.62E-02
NeuregulinSignaling	6.29E-04	1.91E-01	Melatonin Degradation I	8.03E-03	4.62E-02
Role of p14/p19ARF in Tumor Suppression	7.27E-04	1.91E-01	Nicotine Degradation II	9.68E-03	4.62E-02
SpermineBiosynthesis	8.41E-04	1.91E-01	IL-17 Signaling	1.10E-02	4.62E-02
AlanineDegradation III	8.41E-04	1.91E-01	GABA Receptor Signaling	1.10E-02	4.62E-02
AlanineBiosynthesis II	8.41E-04	1.91E-01	Superpathway of Melatonin Degradation	1.33E-02	4.62E-02
Hepatic Fibrosis / HepaticStellateCellActivation	2.02E-03	5.58E-01	IL-6 Signaling	4.29E-02	4.62E-02
Spermidine Biosynthesis I	2.02E-03	5.58E-01			
PI3K/AKT Signaling	4.96E-03	1.94E+00			
Serine Biosynthesis	7.10E-03	2.93E+00			
Thioredoxin Pathway	1.17E-02	4.26E+00			
Aryl Hydrocarbon Receptor Signaling	1.17E-02	4.26E+00			
Epithelial Adherens Junction Signaling	1.62E-02	5.32E+00			
Superpathway of Serine and Glycine Biosynthesis I	1.85E-02	5.32E+00			
PCP pathway	2.27E-02	6.37E+00			
Hypoxia Signaling in the Cardiovascular System	2.80E-02	6.37E+00			
Mitotic Roles of Polo-Like Kinase	3.00E-02	6.37E+00			
Tight Junction Signaling	4.62E-02	1.03E+01			

^1^ IB = Purebred Iberian pigs

^2^ IBxDU = Iberian x Duroc crossbred pigs

**Table 6:** Enriched biological functions in the set of DE genes conditional on genetic type, at birth and at growth.

Birth				Growth			
IB^1^							
Function	P-value	Corrected p-value	z-score^2^	Function	p-Value	Corrected p-value	z-score
Cell death of tumor cell lines	2.49E-06	5.45E-04	-2.82	Size of body	7.37E-03	4.89E-02	-2.356
Apoptosis	2.05E-09	4.03E-06	-2.60	Quantity of connective tissue	3.22E-03	3.47E-02	-1.987
Apoptosis of tumor cell lines	1.16E-07	1.15E-04	-2.57	Lesion formation	2.50E-04	2.92E-02	-1.353
Degradation of protein	2.63E-03	4.00E-02	-2.57	Concentration of lipid	2.45E-04	2.92E-02	-1.137
Necrosis	3.15E-07	2.48E-04	-2.54	Concentration of fatty acid	6.70E-03	4.48E-02	-1.091
Cell death	1.46E-10	5.75E-07	-2.49	Activation of macrophages	1.26E-02	5.59E-02	-1.091
Inflammatory response	2.21E-03	3.55E-02	-2.47	Size of lesion	2.94E-03	3.36E-02	-0.747
Accumulation of myeloid cells	7.89E-03	5.22E-02	-2.42	Size of bone	1.20E-02	5.44E-02	-0.682
Colony formation of tumor cell lines	1.49E-03	2.79E-02	-2.39	Proliferation of cells	1.24E-02	3.36E-02	-0.578
Proliferation of tumor cells	7.12E-03	5.22E-02	-2.35	Concentration of triacylglycerol	1.45E-03	4.93E-02	-0.412
Synthesis of reactive oxygen species	2.91E-04	1.00E-02	-2.35	Quantity of reactive oxygen species	8.63E-03	4.89E-02	-0.283
Colony formation of cells	3.24E-04	1.07E-02	-2.30				
Accumulation of neutrophils	5.54E-04	1.45E-02	-2.20				
Killing of bacteria	3.49E-04	1.12E-02	-2.19				
Generation of reactive oxygen species	9.50E-04	2.04E-02	-2.13				
Atrophy of muscle	2.97E-03	4.19E-02	-2.11				
Differentiation of connectivetissue	1.24E-03	2.46E-02	-2.05				
Metastasis of melanoma celllines	1.47E-04	6.57E-03	-2.00				
IBxDU^3^							
Quantity of erythroid progenitor cells	2.14E-03	3.55E-02	2.19	Organismal death	5.13E-03	4.13E-02	2.615
Cytolysis	2.99E-05	2.73E-03	2.18	Necrosis of epitelial tissue	3.53E-03	3.72E-02	1.450
Engulfment of cells	3.67E-03	4.74E-02	2.05	Metabolism of reactive oxygen species	1.09E-02	5.44E-02	1.261
Morphology of cells	7.37E-05	4.53E-03	2.05	Neuronal cell death	8.40E-03	4.93E-02	1.202
Mean corpuscular hemoglobin concentration	4.14E-04	1.22E-02	2.00	Transport of molecule	1.21E-02	5.44E-02	1.154
Cellviability of tumor celllines	4.72E-03	5.22E-02	1.99	Oxidation of lipid	2.74E-04	3.02E-02	1.127
Extension of neurites	3.92E-03	4.94E-02	1.98	Celldeath of epithelialcells	4.45E-03	4.13E-02	1.118
Cell viability	8.69E-05	4.96E-03	1.97	Colonyformation of tumor celllines	1.39E-02	5.96E-02	1.103
Quantity of reticulocytes	1.99E-03	3.36E-02	1.96	Hydrolysis of triacylglycerol	7.45E-06	7.39E-03	1.091
Cytosis	5.19E-03	5.22E-02	1.94	Morbidity or mortality	1.15E-02	5.44E-02	1.067
Cell survival	3.18E-05	2.78E-03	1.86	Inflammation of body cavity	6.07E-03	4.13E-02	1.000
Anemia	1.58E-05	1.81E-03	1.80	Cell death	5.47E-04	3.36E-02	0.980
Phagocytosis of cells	1.49E-03	2.79E-02	1.80	Cancer	7.95E-03	4.93E-02	0.825
Hyperplasia of epidermis	8.90E-05	5.00E-03	1.71	Hypertrophy	1.08E-02	5.44E-02	0.808
Size of cells	8.43E-03	5.22E-02	1.60	Cell death of central nervous system cells	7.74E-03	4.93E-02	0.791
Binding of cells	2.60e-03	3.97E-02	1.49	Mineralization of cells	1.06E-04	1.81E-02	0.762
Binding of granulocytes	2.43e-04	8.61E-03	1.47	Apoptosis	3.24E-03	3.47E-02	0.731
Mass of muscle	1.96e-03	4.53E-02	1.38	Inflammation of organ	2.73E-03	3.36E-02	0.712

^1^ IB = Purebred Iberian pigs

^2^ Z-score: Predicted activation status of biological function. The higher the value, the more activated the functions is predicted to be.

^3^ IBxDU = Iberian x Duroc crossbred pigs

#### Effect of muscle type, *Biceps femoris* or *Longissimus dorsi*, on gene expression

Differences in gene expression were observed between LD and BF muscles, 83 genes showing higher expression levels in LD than in BF muscle (FC from 1.7 to 27.0), while 52 genes were upregulated in BF muscle (FC from 1.8 to 183.2) (p < 0.01, FDR < 0.123). Genes such as *HOXA11*, *PVALB (Parvalbumin)* or *CXCL13* (upregulated in BF muscle) and *IBSP*, *ZIC1* and *MMP13* (upregulated in LD muscle) showed the largest expression differences (S7 Table).

IPA software was used to detect enriched pathways (S8 Table) and biological functions (S9 Table) associated with the DE genes between both muscles. Moreover, the regulators study identified 370 regulatory genes. Among them, 233 were identified by IPA software, 143 were identified following the RIFs approach and 10 were found DE between developmental stages (S10 Table). SIM1 was identified in the three different analysis carried out, which highlights its importance and potential role in regulating muscle gene expression in IB and IBxDU pigs.

In order to validate the results obtained from the RNA-Seq analysis, the relative expression of five DE genes affected by the genetic type, the growing stage or the studied muscle was assessed by qPCR in all the available samples. All of them were validated by qPCR (S11 Table). 

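The genes measured by qPCR that concern LD muscle differed in the libraries as follows. MTUS2 (ENSSSCG00000009323), a microtubule-associated protein, averaged 41.7 ± 15.8 RPKM at birth and 2.43 ± 1.79 at 4 months (n = 12 each, log2 4.11 ± 0.27, adjusted p = 2.12e-12). The mitochondrial aldehyde dehydrogenase ALDH2 (ENSSSCG00000009889) averaged 15.7 ± 8.59 and 314 ± 79.9 RPKM (log2 -4.40 ± 0.20, adjusted p = 1.50e-15). ADAMTS8 (ENSSSCG00000015249), a metalloprotease that inhibits vessel growth, averaged 9.89 ± 6.71 RPKM in IBxDU and 1.91 ± 0.787 in IB newborns (n = 6 each, log2 2.01 ± 0.59, exact permutation p = 0.0238), and was not called without IB 345 (log2 1.70), IBxDU 402 (1.87), IBxDU 425 (1.81) or IBxDU 426 (1.73). HDAC9 (ENSSSCG00000015368), a class II histone deacetylase that represses MEF2 targets, averaged 1.29 ± 1.04 RPKM in IBxDU and 3.12 ± 2.06 in IB at 4 months (n = 6 each, log2 -1.27 ± 0.44, exact permutation p = 0.0368), under the limits, which it passed in 3 of 12 fits without 1 library (IB 889, IB 907 and IBxDU 702, down to -1.58).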

A concordance correlation coefficient, used to assess technical validation in high throughput transcriptomic studies [36] was calculated (CCC = 0.94) and denoted a high general concordance between RNA-Seq and qPCR expression values. In general good individual correlation values were obtained (S11 Table).

## Discussion

### Phenotypic results

#### Effect of developmental stage and terminal sire line on Iberian pig phenotype

Developmental stage affected carcass characteristics, as expected: all measured parameters increased along time (Table 2). On the other hand, genetic type affected all the carcass phenotypic parameters in newborns: IBxDU were bigger and heavier (p < 0.001) than IB piglets (Table 2). However, growing IB and IBxDU pigs only differed in ham weight and circumference, but no significant difference was found in other body size measures. Differences in ham measures between genotypes observed in juvenile pigs agree with results obtained in pure and Duroc-crossbred Iberian pigs at final slaughter weight [40, 41]. Previous studies also reported that adult Duroc-crossbred Iberian pigs are longer and heavier than their purebred Iberian counterparts [40, 41], but these differences in body weight and size between genotypes are not evident at weaning [29]. Iberian pigs have a lower prenatal growth potential than lean pigs [42]. Thus, the finding of IB newborns being smaller in body size and weight than IBxDU is expected, due to the effect of the leaner and more growth-efficient Duroc sire. Nevertheless, the lack of body weight differences between genotypes at weaning and growing stages is unexpected.

Iberian pigs show some special characteristics, associated with the phenomenon known as *thrifty genotype*, which might led to differences in voluntary feed intake and energy expenditure between IBxDU and IB pigs [29].Such differences may lead to a compensatory gain in the latter during the suckling period, which would not be reflected on adult pigs due to a much lower growth potential of pure Iberian animals in later stages. However, this hypothesis cannot be tested under the design of the present experiment and further studies specially designed to analyze the evolution of growth and energy balance in different genotypes along early and juvenile growth would be required.

Regarding biochemical parameters, plasma glucose levels were higher in neonates, probably because growing animals were slaughtered after a fasting period, which may deplete plasma glucose levels. At growing, IBxDU pigs showed higher plasma glucose levels than IB pigs, in agreement with the reported decreased plasma glucose levels in obese when compared to lean fasted pigs, probably because of a high rate of glucose utilization for fat synthesis in obese pigs [43]. Fructosamine levels were higher in older pigsin agreement with previous studies [44].

Certain lipid metabolism-related parameters (cholesterol, HDL and triglycerides) were significantly different between IB and IBxDU newborns, but seemed to balance in growing pigs, with a significant interaction observed between developmental stage and genotype for these parameters: newborn IB pigs showed greater plasma cholesterol, HDL and triglycerides than IBxDU piglets [30], but these differences disappeared over time. The evolution over life span in lipid related plasma indicators has not been previously compared between different pig breeds. However, in a study assessing plasma biochemical parameters in wild boars, those under 6 months of age showed slightly higher cholesterol and doubled triglyceride levels than wild boars over 6 months of age [45], while an increase as pigs mature in the concentrations of cholesterol has been reported in lean pigs [46]. Thus, a different regulation of lipid metabolism in swine breeds over life might be responsible for the observed differences in cholesterol, HDL and triglycerides, in agreement with previous findings. Also, the stability of lipid metabolism-related parameters may be associated with a state of ‘healthy’ obesity (without metabolic disorders) that purebred Iberian pigs can maintain under intensive production, whereas crossbred Iberian pigs might accumulate more cholesterol due to the concentrated-based diet provided during the starter and growing production stages.

Intramuscular fat content was also affected by pigs’ growth:total IMF content increased over time (p < 0.0001) in both genetic types (Table 2). In newborns, no differences in loin IMF content were observed between IBxDU and IB pigs, in contrast with results reported for muscle BF of newborn IB piglets, which showed almost 30% more IMF than BF of IBxDU pigs [30]. This supports that regulation of IMF deposition depends, among other factors, on muscle type [47, 48]. However, growing IB pigs showed greater IMF content than growing IBxDU pigs in LD muscle, in concordance with the characteristic difference between genetic types in adult animals [13].

Regarding IMF composition, MUFA content increased over time (p < 0.0001) in both genetic types. The increase in MUFA content was due to an increase in the most abundant fatty acid, oleic acid (C18:1 n-9). Regarding the genetic type effect on IMF composition, a slight difference was observed between genetic types at birth, while a stronger effect was observed at growth. The most remarkable effect was an increase in n-3 fatty acids and a decrease in the ratio n-6/n-3 in IB when compared to IBxDU growing pigs. A decrease in the ratio n-6/n-3 and increase of DPA and DHA fatty acids may promote consumers’ health [49–51]. These results indicate that crossing with Duroc sires decreased meat quality in terms of consumers’ health and IMF concentration in LD muscle of growing pigs, in agreement with differences observed in weaned and adult pigs [13, 29].

#### Effect of muscle type on intramuscular fat content and composition

We observed higher PUFA content in BF when compared to LD muscle, which was in part due to increased n-3 PUFA content in BF. This also led to a decrease in the ratio n-6/n-3. It is known that the pattern of fatty acids deposition may differ across muscles [15, 18, 52]. In agreement with the results of the present study, the biggest difference previously observed between LD and BF muscle of lean pigs was reported for PUFA content [26], which might be due to the differences in oxidative properties observed between muscles [19, 20]. As previously discussed, a lower ratio n-6/n-3 has been associated with healthier meat. Moreover, when analyzing jointly the data of both muscles, the inclusion of Duroc on Iberian genetics significantly increased SFA content in muscle of IBxDU newborns (Table 3), in accordance with previous results [13]. High SFA consumption increases cardiovascular disease risk in human [53]. Thus, meat from BF muscle, the main muscle within the ham and from pure Iberian pigs, could be considered healthier than meat from LD muscle and from Duroc-crossbred Iberian pigs.

### Transcriptome analysis

Three main effects (developmental stage, muscle type and genetic type at birth and at the growing stages) were evaluated in the present study.

These effects were assessed in two muscles and time points. *Longissimus dorsi* and BF muscle were assessed because they represent the most important pork cuts, the loin and the ham. On the other hand, the two time points were selected due to the interest of comparing the initial (birth) and an intermediate (four months of age) stages during the growing period, which in traditional Iberian pig production is considered up to eight months of age [4].

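Genes that differed between genetic types were about as often among those that changed with age as any other gene. Of 654 genes called between IB and IBxDU at either age, 304 were also called between birth and 4 months, against 293.4 by chance for those of them that were tested between the ages. ADAMTS8, VASH2 and PVALB are examples of genes called for genetic type, of which PVALB was also among the largest differences with age.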

Several genes showed changes in expression according to more than one of the studied effects (Fig 1). Developmental stage affected a high number of genes which were concomitantly affected by muscle or genetic type, probably due to its large impact on muscle transcriptome. However, few common genes were observed between muscle and genetic type effects and no gene was observed to be affected across the three studied conditions. Fourteen common genes (nine of them being known genes) were affected by genetic type in both newborn and growing pigs, and will be further discussed because of their potential phenotypic impact.

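In total 11 genes were called between IB and IBxDU pigs at both ages, most of them higher in IBxDU at both. Among 10577 genes tested at both ages, 7 were higher in IBxDU at both, against 2.21 expected for independent calls (odds ratio 3.40, Fisher's exact p = 0.00657): VASH2, ENV (ENSSSCG00000030198), TAP2, a transporter of antigen peptides, EPHB2, an ephrin receptor, the zinc finger gene ZNF133, ENSSSCG00000021164 and ENSSSCG00000022116. ASB5, a partner of ubiquitin ligases in muscle, was the only gene higher in IB at both ages, against 0.84 by chance (Fisher's exact p = 0.575). ABRA and ENSSSCG00000007227 were higher in IB at birth and in IBxDU at 4 months, and ADAMTS8 the other way round, against 2.53 and 0.74 by chance. These expected numbers leave out the kind of library: those with the higher share are more frequent in IBxDU at both ages and differ from the others in much the same genes, so an excess in IBxDU is not told apart from it. TAP2 averaged 3.28 ± 1.60 RPKM in IBxDU and 1.24 ± 0.489 in IB newborns and 3.52 ± 1.13 and 1.51 ± 0.306 RPKM at 4 months (n = 6 each), with log2 differences of 1.24 ± 0.36 and 1.13 ± 0.21. At birth TAP2 was not called without IB 345, IBxDU 402, IBxDU 412 or IBxDU 426 (1.06 to 1.46 over all such fits).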

**Fig 1:**
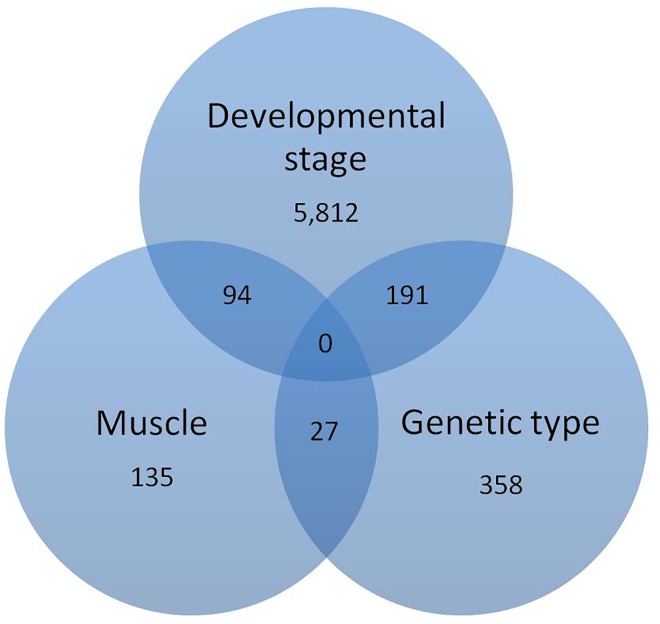
Venn diagram showing common differentially expressed genes across studied conditions. Developmental stage, the biggest studied effect, shows several common differentially expressed genes with other effects, while expression of any gene was affected by the three studied effects.

#### Effect of developmental stage on *Longissimus dorsi* transcriptome

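Between birth and 4 months a large part of the genes of LD muscle differed, in both directions. Of 12180 genes tested, 5524 were called, and 7996 had an adjusted p under 0.05. Lists of glycolysis, fast fibre, proteasome, atrophy, T cell and antigen presentation genes were higher at 4 months, and lists of matrix, fatty acid oxidation, cartilage, nerve, erythroid, ribosome biogenesis and cell cycle genes at birth. These list calls are with the preset correlation, and none of them was kept with an estimated one (adjusted p from 0.497 to 0.748). Of 9 erythroid genes, 7 were higher at birth and 0 at 4 months (8 and 0 adjusted over the list alone, adjusted p = 0.0198, and adjusted p = 0.528 with an estimated correlation). ALAS2 (ENSSSCG00000012347), the heme synthesis enzyme of red cells, averaged 4.95 ± 5.18 RPKM at birth and 0.783 ± 0.551 at 4 months (log2 2.47 ± 0.36), and the globin HBB 532 ± 495 and 110.4 ± 61.2 RPKM (n = 12 each), both highest in IB 503. The calls of the nerve, cartilage, cell cycle, erythroid, proteasome and ribosome biogenesis lists were not kept with the values as deposited (adjusted p from 0.0935 to 0.295). From the number of genes that changed, the paper concludes that the developmental stage was the main factor.

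**Figure D3:**
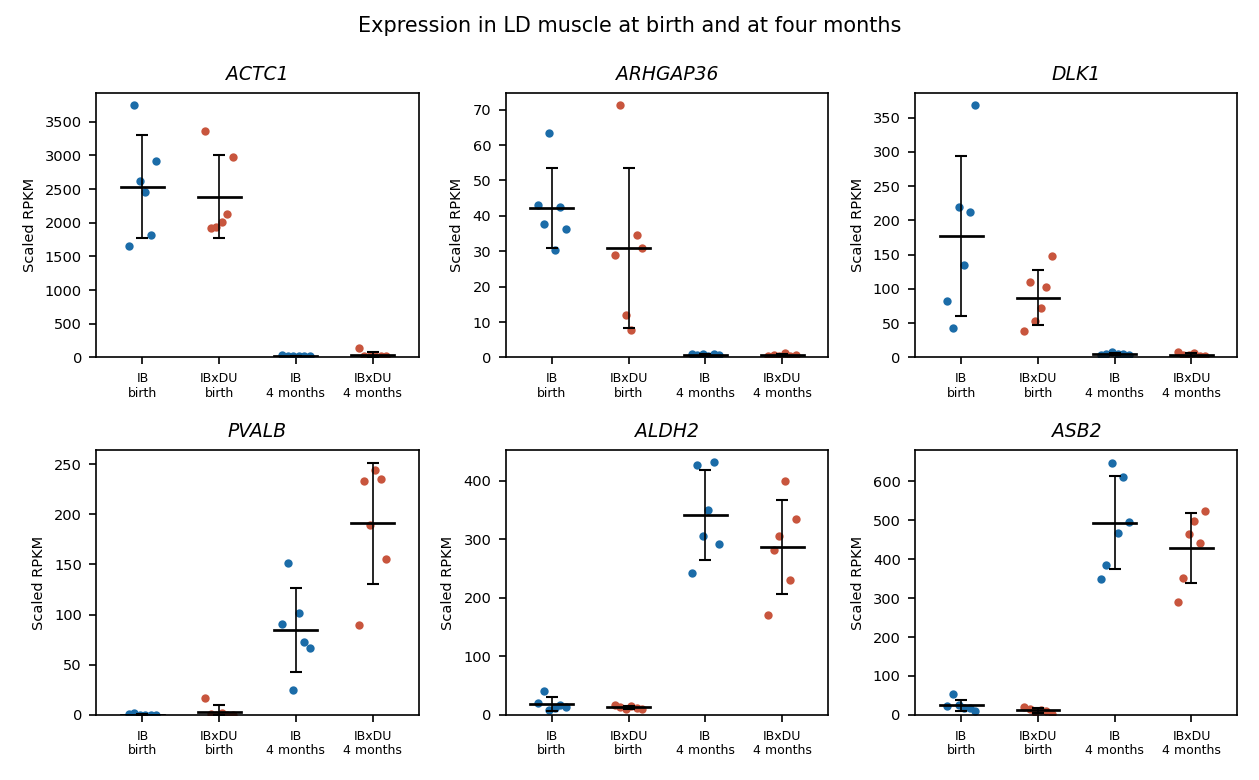
Scaled RPKM of ACTC1, ARHGAP36, DLK1, PVALB, ALDH2 and ASB2 in LD muscle of IB and IBxDU pigs at birth and at 4 months. Each point is an animal, lines are group means and bars the SD, cut at 0. ACTC1, ARHGAP36 and DLK1 lie higher in every newborn and PVALB, ALDH2 and ASB2 in every pig of 4 months.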

The developmental stage was the main factor affecting gene expression in pure and Duroc-crossbred Iberian pigs, as 5,800 genes changed their expression levels between both developmental stages. Gene expression has been previously reported to change across age in pigs, especially during early stages of prenatal and postnatal development [54]. Some of the genes showing the highest upregulation in newborn piglets were involved in the development of different tissues, such as bone, cartilage, adipose or muscle tissues (*ACTC1*, *ARHGAP36*, *IBSP*, *TNN*, *ATP6V0D2*, *COMP*, *FGF21*, *DLK1* and several myosin and collagen proteins). Moreover, two genes associated with meat quality were highly upregulated at birth: *RETN* is associated with adipogenesis and lipogenesis and *TNN* is involved in the development of the extracellular matrix in pigs [55, 56]. 

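Most of the measured genes of cartilage and matrix were higher in newborns, together with ARHGAP36 and the imprinted DLK1. The bone gene IBSP came from few libraries. ARHGAP36 (ENSSSCG00000012669), an activator of Hedgehog signalling, averaged 36.5 ± 18.0 RPKM at birth and 0.691 ± 0.242 at 4 months (log2 5.38 ± 0.27). DLK1, an imprinted inhibitor of adipogenesis that is active in growing muscle, averaged 132 ± 95.4 and 4.49 ± 1.86 RPKM under ENSSSCG00000028773 (log2 4.66 ± 0.32) and was also higher at birth under ENSSSCG00000027337 (log2 2.01 ± 0.49). The cartilage protein COMP was higher at birth by 4.51 ± 0.53 (adjusted p = 4.82e-08). Of 10 cartilage genes, 7 were higher at birth and 1 at 4 months (8 and 1 adjusted over the list alone, adjusted p = 0.0198, and adjusted p = 0.497 with an estimated correlation). Without the newborns IB 503 and IBxDU 412 only 6 cartilage genes passed the filter, and 5 of them were higher at birth (adjusted p = 0.0496, and adjusted p = 0.442 with an estimated correlation). Of 23 genes of the fibrillar and basement membrane matrix, 17 were higher at birth and 0 at 4 months (18 adjusted over the list alone, adjusted p = 3.87e-06, and adjusted p = 0.497 with an estimated correlation), such as COL1A1 with 479 ± 143 and 82.4 ± 33.7 RPKM and FBN2, a fibrillin of embryonic tissue (log2 3.28 ± 0.16). IBSP (ENSSSCG00000009219), a sialoprotein of bone, differed by 1.34 ± 0.61 (adjusted p = 0.0558) and was not called. It had 689 reads in IB 503, 122 in IBxDU 412, 34 in IB 323, 13 in IB 431 and at most 1 in each of the other 20 libraries. ATP6V0D2, a proton pump subunit of osteoclasts, differed by 1.07 ± 0.43, with 383 reads in IBxDU 425 and at most 37 elsewhere, and the hormone FGF21 by 1.87 ± 0.70, and neither was called. FGF21 passed the limits without IB 504, IBxDU 425, IBxDU 427 or IBxDU 429 (up to 2.17).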

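RETN and TNN were low in LD muscle and came close to 0 at 4 months. RETN (ENSSSCG00000013575), the adipokine resistin, averaged 0.913 ± 2.44 RPKM at birth and 0.0157 ± 0.0542 at 4 months (n = 12 each, log2 1.75 ± 0.47, adjusted p = 0.00189). It had 198 reads in IB 503 and at most 9 in any other library, and the mean of the newborns without IB 503 was 0.209 RPKM. TNN, the matrix protein tenascin-N, is listed under ENSSSCG00000015506 with 0.562 ± 0.747 and 0.00152 ± 0.00355 RPKM (log2 2.18 ± 0.35) and under ENSSSCG00000015507 with a log2 difference of 1.64 ± 0.34, and in both entries every newborn lay above every older pig.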

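As lists, genes of T cells and of antigen presentation were higher in LD muscle at 4 months. UBD (ENSSSCG00000001252), a ubiquitin-like modifier that marks proteins for the proteasome, averaged 0.105 ± 0.0649 RPKM at birth and 4.67 ± 1.60 at 4 months (n = 12 each, log2 -4.53 ± 0.21, adjusted p = 1.86e-15). GNLY (granulysin), a lytic peptide of killer cells, differed by -4.63 ± 0.37 and the beta-defensin DEFB1 by -4.90 ± 0.26. Of 5 T cell genes, 4 were higher at 4 months and 0 at birth (4 adjusted over the list alone, adjusted p = 0.0136, and adjusted p = 0.497 with an estimated correlation), with CD8A at -2.68 ± 0.20 and LCK, the kinase of the T cell receptor, at -2.06 ± 0.22. Of 8 genes of the major histocompatibility complex and antigen presentation, 6 were higher at 4 months and 0 at birth (6 adjusted over the list alone, adjusted p = 0.0133, and adjusted p = 0.497 with an estimated correlation). SLA-DQB1, a class II chain, averaged 13.5 ± 3.60 RPKM at birth and 50.1 ± 10.2 at 4 months.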

Genes highly upregulated in growing pigs were associated with the immune response (since several immunoglobulin genes such as *IGLC*, *IGLV7*, *8*, *9* and *10*, were identified), but also with protein metabolism (*PVALB*, *UBD*). A functional interpretation of the DE genes upregulated in each growing period was carried out. Several metabolic pathways were enriched at both developmental stages, most of them involved in muscle growth (*Wnt/β-catenin Signaling*, *Calcium Signaling*, *Signaling by Rho Family GTPases or Actin Cytoskeleton Signaling*), in agreement with the studied tissue and growth period. 

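Several enzymes of cholesterol synthesis and most of the listed genes of fatty acid oxidation were higher in newborn LD muscle, and the genes of fat synthesis went both ways. Of 18 genes of cholesterol synthesis and uptake, 10 were higher at birth and 2 at 4 months (11 and 3 adjusted over the list alone), and as a list they did not differ from the other genes (adjusted p = 0.180, and adjusted p = 0.748 with an estimated correlation). Squalene epoxidase (SQLE, ENSSSCG00000005970) averaged 3.63 ± 1.55 RPKM at birth and 0.587 ± 0.202 at 4 months (n = 12 each, log2 2.37 ± 0.22), and the sterol dehydrogenase NSDHL was higher at birth by 1.00 ± 0.11. IDI1 and FDFT1, which act earlier in the pathway, were lower at birth (log2 -1.65 ± 0.19 and -1.92 ± 0.23). Of 15 genes of lipogenesis and adipocytes, 3 were higher at birth and 5 at 4 months (4 and 6 adjusted over the list alone, adjusted p = 0.328, and adjusted p = 0.748 with an estimated correlation). The malic enzyme ME1, a source of NADPH for fat synthesis, and the desaturase SCD were lower at birth (log2 -3.94 ± 0.27 and -3.26 ± 0.51), while GPAM, which starts triglyceride synthesis, was higher by 0.72 ± 0.12 but not called after quantile normalization. Of 17 genes of fatty acid oxidation, 12 were higher at birth and 1 at 4 months (14 and 2 adjusted over the list alone, adjusted p = 0.00233, and adjusted p = 0.497 with an estimated correlation), among them HADHB of the trifunctional protein (log2 1.17 ± 0.10) and PDK4, which blocks glucose oxidation (log2 4.13 ± 0.45).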

Pathways enriched in newborn piglets are involved in cholesterol, triglycerides and other compounds biosynthesis, characteristic of a highly proliferative developmental stage [57, 58]. This is concordant with other enriched functions related to cellular growth and anabolic processes (as *invasion of cells*, *transport of molecule*, *cell movement*, *adhesion of connective tissue cells*, *proliferation of fibro blasts* and *synthesis of carbohydrate*). 

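Genes of cell division and of ribosome assembly were higher in newborns than in the older pigs. Of 16 cell cycle genes, 9 were higher at birth and 1, the spindle protein TPX2, at 4 months (12 and 1 adjusted over the list alone, adjusted p = 0.0314, and adjusted p = 0.748 with an estimated correlation). CCND2 (ENSSSCG00000000727), a cyclin of the first growth phase, averaged 3.76 ± 1.25 RPKM at birth and 0.907 ± 0.307 at 4 months (n = 12 each, log2 1.92 ± 0.21), the replication licensing factor MCM4 was higher by 1.24 ± 0.21 and the mitotic activator CDC20 by 0.96 ± 0.14. The call of the cell cycle list was lost without the newborn libraries IB 503 and IBxDU 412 (adjusted p = 0.0566). Of 25 genes of ribosome biogenesis, 12 were higher at birth and 0 at 4 months (16 adjusted over the list alone, adjusted p = 0.0198, and adjusted p = 0.748 with an estimated correlation), such as nucleolin (NCL), with 123 ± 31.7 RPKM at birth and 62.8 ± 9.58 at 4 months, and WDR43 (log2 2.19 ± 0.23).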

Contrarily, normal non-proliferating or differentiated cells primarily utilize nutrients to fuel basic cellular processes and predominantly mediate catabolic metabolism to efficiently generate ATP [57, 58], as observed in growing pigs. 

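Glycolytic enzymes were raised in a block in LD muscle of the older pigs, together with genes of protein breakdown. Of 17 genes of glycolysis and glycogen, 14 were higher at 4 months and 0 at birth (14 and 1 adjusted over the list alone, adjusted p = 5.69e-07, and adjusted p = 0.497 with an estimated correlation). GAPDH (ENSSSCG00000000694) averaged 6260.5 ± 2127 RPKM at birth and 44108 ± 19409 at 4 months (n = 12 each), lactate dehydrogenase A (LDHA) 638 ± 489 and 8348 ± 1563, and the phosphorylase kinase subunit PHKA1 17.6 ± 8.28 and 177 ± 36.9. Of 21 genes of muscle atrophy and autophagy, 10 were higher at 4 months and 1 at birth (12 and 1 adjusted over the list alone, adjusted p = 0.0266, and adjusted p = 0.650 with an estimated correlation). FBXO31, a ubiquitin ligase subunit, differed by -1.59 ± 0.14, the autophagosome protein MAP1LC3B by -1.14 ± 0.09 and the autophagy receptor SQSTM1 by -1.26 ± 0.12, of which the last pair was not called with the values as deposited (-0.30 and -0.42). Of 14 proteasome genes, 6 were higher at 4 months and 0 at birth (12 adjusted over the list alone, adjusted p = 0.00442, and adjusted p = 0.533 with an estimated correlation), with PSMD11 at -1.53 ± 0.12. The call of the proteasome list was not kept with the values as deposited (adjusted p = 0.123), where all genes move toward birth and the list, with a median of 0.34, stayed below the others.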

At this age, enriched pathways were mainly related to catabolic processes (*Protein Ubiquitination Pathway*, *Glycolysis I*, *Gluconeogenesis I*, *Glucocorticoid Receptor Signaling* and *Phospholipase C Signaling*) andbiological functions represented a decrease in developmental and growth processes. Moreover, functions such as *contractility of skeletal muscle*, *mass of muscle*, *quantity of muscle cells* and *function of muscle*, appeared enriched in growing pigs; this suggests a more developed and functional muscular system in older than in newborn piglets [54].

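As lists, fast fibre genes were higher at 4 months and Schwann cell genes at birth, and slow fibre genes went both ways. Of 7 fast fibre genes, 7 were higher at 4 months (7 adjusted over the list alone, adjusted p = 8.55e-05, and adjusted p = 0.497 with an estimated correlation), such as the calcium store protein CASQ1 with 1237 ± 477 RPKM at birth and 6643 ± 1976 at 4 months (n = 12 each) and the fast myosin binding protein MYBPC2 (log2 -3.75 ± 0.32). Of 9 slow fibre genes, 4 were higher at birth, among them the slow myosin MYH7 (log2 5.14 ± 0.50) and CASQ2 (4.13 ± 0.20), and 4 at 4 months, among them the slow troponin C TNNC1 (-1.75 ± 0.17), which was not called after quantile normalization (5 and 4 adjusted over the list alone, adjusted p = 0.789, and adjusted p = 0.902 with an estimated correlation). Of 9 developmental contractile and receptor genes, 6 were higher at birth and 2 at 4 months (adjusted p = 0.154, and adjusted p = 0.497 with an estimated correlation). The embryonic myosin MYH3 was higher at birth by 2.58 ± 0.24, the atrial light chain MYL4 by 2.01 ± 0.41 and MYL7, another atrial light chain, by 3.59 ± 0.32, whereas the perinatal myosin MYH8 was lower (log2 -1.68 ± 0.19). Of 8 motor endplate genes, 6 were higher at birth, including COLQ, the collagen tail of acetylcholinesterase (3.46 ± 0.31), and 1, CHRNE, the receptor subunit of mature endplates, at 4 months (-0.98 ± 0.22, list adjusted p = 0.0522, and adjusted p = 0.497 with an estimated correlation). All 5 of the 5 Schwann cell genes were higher at birth (adjusted p = 0.0266, and adjusted p = 0.497 with an estimated correlation). The paper proposes from the enriched functions that the muscular system of the older pigs is more developed and functional.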

Changes in gene expression and thus, phenotypic consequences, between developmental stages were predicted to be regulated by a number of TRFs. 

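Of the myogenic regulators, MYF6 was higher in the older pigs and MYOD1 was under the limits. MYF6 (ENSSSCG00000026533), the member of the MyoD family that is most abundant in mature muscle, averaged 35.7 ± 25.3 RPKM at birth and 178 ± 77.8 at 4 months (n = 12 each, log2 -2.50 ± 0.32, adjusted p = 1.48e-07). MYOD1 (ENSSSCG00000013375) averaged 25.5 ± 7.82 and 17.8 ± 6.34 RPKM (log2 0.52 ± 0.17, adjusted p = 0.0112) and passed the limits without IB 431 at birth or IB 903 at 4 months (up to 0.61). Of 15 genes of myogenic regulators and growth factors, 2 were higher at birth and 7 at 4 months (5 and 8 adjusted over the list alone, adjusted p = 0.328, and adjusted p = 0.748 with an estimated correlation).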

Identified regulators affecting muscle development include the myogenesis regulators *MYOD1*, *MEF2C* and *MEF2D*, essential ones at different stages of muscle growth [54, 59, 60]. 

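PPARGC1B and SIM1 moved apart with age in LD muscle. PPARGC1B (ENSSSCG00000014437), a coactivator of mitochondrial genes, averaged 7.30 ± 3.49 RPKM at birth and 1.48 ± 0.435 at 4 months (n = 12 each, log2 2.19 ± 0.18, adjusted p = 1.29e-10). SIM1, a helix-loop-helix factor of hypothalamic energy balance, was lower at birth (log2 -1.22 ± 0.30), a call that was lost with the values as deposited (-0.45). PPARG (ENSSSCG00000011579), the main regulator of adipocyte differentiation, averaged 2.75 ± 1.92 and 1.52 ± 0.513 RPKM (log2 0.65 ± 0.24, adjusted p = 0.0188) and was under the limits, which it passed in 8 of 24 fits without 1 library (0.50 to 0.73).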

The forkhead family members *FOXO1* and *FOXO3* play a role in muscle but also in adipose tissue development [61–64], while *PPARG*, *PPARGC1B*, *SIM1*, *ATF4* and *CEBPD* regulate adipocyte differentiation, energy homeostasis and lipid metabolism [65–69]. Common genes identified by the different followed procedures were of special interest. Specifically, *HSF1*, *JARID2*, *TCF4* and *YBX3* play known roles in muscle development and protein metabolism [70–74], while *TFEB* and *MYC* are involved in adipocyte proliferation, lipid metabolism and fatty acid transport [75, 76]. These TRF potentially regulate muscle and fat accretion in young pigs and are thus, of special interest in the understanding of molecular mechanisms underlying such processes in pigs and other species.

#### Effect of genetic type on *Longissimus dorsi* transcriptome

Genetic type significantly affected gene expression over pig´s growth. Nine known genes (*GPT2*, *PSAT1*, *ART5*, *ADAMTS8*, *KCNH2*, *RASSF9*, *TP63*, *ENV* and *ASB5*) were found DE between genotypes at both developmental stages, suggesting an important role of these genes. 

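ENV and ASB5 were called between genetic types at both ages with the same sign and ADAMTS8 with opposite signs, and the other genes of this group at a single age or at neither. The retroviral envelope gene ENV (ENSSSCG00000030198) averaged 2.64 ± 0.794 RPKM in IBxDU and 0.658 ± 0.636 in IB newborns and 1.23 ± 0.233 and 0.143 ± 0.106 RPKM at 4 months (n = 6 each), with log2 differences of 2.13 ± 0.45 (exact permutation p = 0.00433) and 2.54 ± 0.28 (exact permutation p = 0.00216). Another entry under this name, ENSSSCG00000021965, differed by -0.25 ± 0.51 and 0.84 ± 0.46 and was not called. ASB5 (ENSSSCG00000030395) averaged 32.3 ± 17.8 RPKM in IBxDU and 86.3 ± 40.6 in IB newborns and 73.7 ± 23.5 and 122 ± 26.0 RPKM at 4 months (log2 -1.49 ± 0.39 and -0.76 ± 0.22). ART5, an ADP-ribosyltransferase of muscle, was lower in IBxDU newborns (log2 -1.82 ± 0.48, exact permutation p = 0.0152), and at 4 months the difference of -0.95 ± 0.43 was under the limits. The potassium channel KCNH2 and the adaptor RASSF9 were lower in IBxDU at 4 months (-1.11 ± 0.25 and -1.22 ± 0.37), and at birth differed by -0.98 ± 0.58 and -1.23 ± 0.55 without passing. RASSF9 was not called at 4 months without IB 816, IB 889, IBxDU 708 or IBxDU 714 (-1.42 to -0.95 over all such fits). TP63, a p53 family member, differed by -0.59 ± 0.42 and -0.75 ± 0.36 and at 4 months passed without IBxDU 732 (-1.08), with the kind of library as a term (-0.98) and in the 16 libraries with the lower share (-1.15). The interaction of genetic type with age had an adjusted p between 0.495 and 0.948 over all genes for ART5, KCNH2, RASSF9, TP63, ENV and ASB5. The paper proposes an important role of these genes from their differential expression at both stages.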

Interestingly, three of them (*GPT2*, *PSAT1* and *ADAMTS8*) were differentially regulated at both ages, being upregulated in IBxDU at birth and in IB at four months. 

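ADAMTS8 was called in opposite directions at birth and at 4 months, while the amino acid enzymes GPT2 and PSAT1 were under the limits at both. At 4 months ADAMTS8 averaged 3.07 ± 1.89 RPKM in IBxDU and 9.79 ± 4.10 in IB pigs (n = 6 each, log2 -1.74 ± 0.41, exact permutation p = 0.00649). The difference between its effects at birth and at 4 months was 3.75 ± 0.76 on the log2 scale (adjusted p = 0.0861 over all genes). Over only the genes that the paper names at both ages, from the same animals, the interaction of ADAMTS8 had an adjusted p of 4.6e-04. GPT2 and PSAT1 did not pass there (0.0712 and 0.0929). GPT2 (ENSSSCG00000002847), a mitochondrial alanine transaminase, differed by 1.08 ± 0.62 at birth (exact permutation p = 0.160) and -1.12 ± 0.54 at 4 months (exact permutation p = 0.0260), with an interaction of 2.25 ± 0.85 (adjusted p = 0.257). PSAT1 (ENSSSCG00000005287), a transaminase of serine synthesis, averaged 16.9 ± 21.8 RPKM in IBxDU and 3.76 ± 4.78 in IB newborns (log2 1.57 ± 0.84) and 1.47 ± 0.387 and 2.79 ± 2.26 RPKM at 4 months (log2 -0.66 ± 0.34), with an interaction of 2.24 ± 0.96 (adjusted p = 0.312). At 4 months IB 816 was the highest library for both GPT2 and PSAT1, and without it the IB means were 0.280 and 1.88 RPKM.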

*GPT2* is involved in gluconeogenesis, fatty acids oxidation and amino acid metabolism [77, 78], while *PSAT1* catalyzes serine biosynthesis. *ADAMTS8* has an important role in inhibition of angiogenesis [79]. Expression changes observed in these genes, related to muscle growth and metabolism, may suggest a differential muscle growth regulation depending on developmental stage and genetic type, and are in agreement with the observed phenotypic results.

Differentially expressed genes and enriched pathways and functions were of special interest when related to processes that may drive phenotypic differences observed between IB and IBxDU pigs. We found two main processes that seemed to be affected by the genetic type:

Muscle growth:

Genes showing strong upregulation in newborn IBxDU pigs were associated with the extracellular matrix structure (*MATN1* and 3 or *COL9A1* and 2), connective tissue and muscle development (*GDF5*, *MYH10*) and also with protein metabolism and degradation (*PVALB*, *HSPs*). 

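The cartilage genes of this group came from a single IBxDU newborn, whose library also held other cartilage transcripts. MATN1 (ENSSSCG00000022554), a matrilin of cartilage, had 130 reads in IBxDU 412 and at most 2 in any other newborn, and MATN3 had 128 reads and at most 9. The collagen IX chains COL9A1 and COL9A2, which cross-link cartilage fibrils, had 651 and 778 reads in IBxDU 412 and at most 21 and 52 elsewhere. Their log2 differences of IBxDU over IB newborns were 0.76 ± 0.83, 0.62 ± 0.73, 0.68 ± 0.94 and 1.19 ± 0.82, with a median of 0.72 that was -0.08 without IBxDU 412, and none was called. GDF5 (ENSSSCG00000023261), a growth factor of joints, had 280 reads in IBxDU 425, 72 in IBxDU 429 and 45 in IBxDU 427, and differed by 1.96 ± 0.73 (exact permutation p = 0.0346), under the limits, which it passed without IBxDU 412 (2.29) and in the fit of all 4 groups (1.79).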

*MYH10* was also upregulated in IbxDU pigs in two previous studies comparing muscle transcriptome of newborn [30] and weaning [29] IB and IbxDU pigs, indicating a relevant role for this gene in muscle development differences between genotypes. These results are concordant with the greater prenatal development and with the enriched pathways (Table 5) in crossbred newborns.

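In these LD libraries the nonmuscle myosin MYH10 (ENSSSCG00000017987), which acts in cell division and migration, averaged 46.5 ± 39.1 RPKM in IBxDU and 8.99 ± 1.59 in IB newborns (n = 6 each). The log2 difference was 1.77 ± 0.57 (exact permutation p = 0.0433, adjusted p = 0.164). IBxDU 425 was the highest library, and the IBxDU mean without it was 35.1 RPKM. MYH10 was under the limits in 10 of 12 fits that left out 1 library (log2 1.42 to 2.16).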

In growing pigs, pathways involved in the metabolism of non-essential amino acids such as serine, glycine and alanine were enriched in the IB genotype. Those amino acids are necessary for synthesis of proteins and other biomolecules needed for cell proliferation [80], suggesting an active protein synthesis in growing IB pigs. 

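The enzymes of serine synthesis were highest in a single IB pig of 4 months, and none of the list was called. PHGDH (ENSSSCG00000006717), the entry enzyme of the pathway, averaged 1.32 ± 0.776 RPKM in IBxDU and 3.15 ± 3.41 in IB (n = 6 each, log2 -0.96 ± 0.47, exact permutation p = 0.0974), and 1.76 RPKM in IB without IB 816. PSPH, which makes serine in the last step, averaged 3.66 ± 0.670 and 7.11 ± 5.37 RPKM (log2 -0.72 ± 0.31, exact permutation p = 0.0346), again with IB 816 highest. Of 12 genes of serine, glycine and alanine synthesis and of ATF4 targets, 0 were higher in IBxDU and 0 in IB, and the list as a whole was lower in IBxDU (adjusted p = 0.0283, and adjusted p = 0.504 with an estimated correlation). With the kind of library as a term this call was lost (adjusted p = 0.0994).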

In accordance with this, several genes involved in *body size* and *cell proliferation* were upregulated in IB pigs (Fig 2), probably associated with the increased body growth that the smaller IB neonates could have developed, leading to the observed similar body weight in growing IB and IbxDU pigs.

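The cell cycle genes measured in the pigs of 4 months leaned to the IBxDU animals, together with genes of the matrix. Of 11 cell cycle genes, 0 were called higher in IBxDU and 0 in IB, and as a list they were higher in IBxDU (adjusted p = 0.00671, and adjusted p = 0.428 with an estimated correlation). Of 22 matrix genes, 5 were higher in IBxDU and 0 in IB (7 adjusted over the list alone, adjusted p = 7.74e-09, and adjusted p = 0.428 with an estimated correlation). At birth the matrix list ran the other way, lower in IBxDU with 0 of 23 genes called (adjusted p = 0.00783, and adjusted p = 0.754 with an estimated correlation), which was lost with the kind of library as a term (adjusted p = 0.0716). Fibronectin (ENSSSCG00000016174, FN1) averaged 15.9 ± 2.95 RPKM in IBxDU and 9.00 ± 1.16 in IB (n = 6 each, log2 0.81 ± 0.14, exact permutation p = 0.00216, adjusted p = 0.0410), and the fibril-associated collagen COL14A1 7.08 ± 1.83 and 3.40 ± 0.762 RPKM. Of 7 fibroblast marker genes, 1 was called higher in IBxDU (4 adjusted over the list alone, adjusted p = 0.00502, and adjusted p = 0.490 with an estimated correlation), so a larger share of fibroblasts is not told apart from more matrix transcripts in each. The lists of macrophage, immediate early and liver genes leaned the same way, the last with 0 of 10 genes called, a median of 1.18 and high values in pigs of both types (adjusted p = 0.00671, and adjusted p = 0.506 with an estimated correlation). Of 24 genes of ribosome biogenesis, 0 were higher in IBxDU and 0 in IB (1 in IB adjusted over the list alone), and as a list they were lower in IBxDU (adjusted p = 0.00604, and adjusted p = 0.428 with an estimated correlation).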

**Fig 2:**
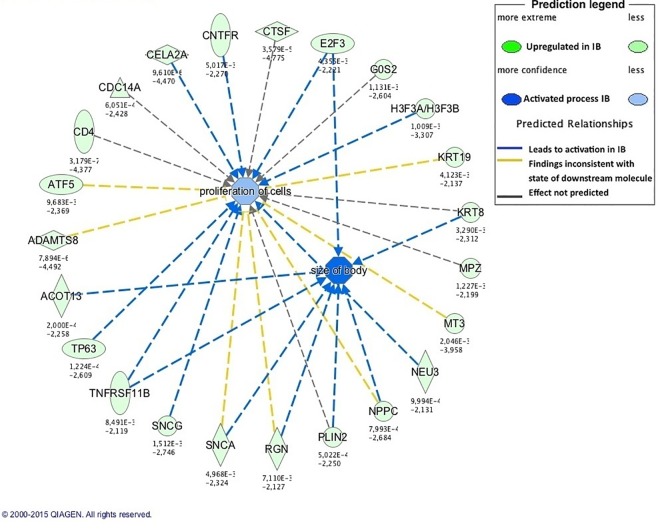
Enriched biological functions related to body growth in growing Iberian (IB) pigs. The network generated by IPA software shows enriched biological functions in IB pigs (blue color) and genes predicted to be involved in enrichment of these functions. The activation of cell proliferation and body size in growing IB pigs might be related to a compensatory growth occurring in those pigs when compared to crossbred (IBxDU) pigs during the early growing period.

Muscle growth is not only determined by cell proliferation, but also by protein synthesis and degradation and angiogenesis. Protein degradation seems to be an active process in both IB and IbxDU newborn piglets. 

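Chaperones were higher in IBxDU newborns, the atrophy ligase FBXO32 was higher in IB newborns, and the granulocyte proteases came from few libraries. HSPA4L (ENSSSCG00000009077), a member of the HSP110 family, averaged 4.40 ± 2.91 RPKM in IBxDU and 1.11 ± 2.01 in IB newborns (n = 6 each, log2 2.58 ± 0.72, exact permutation p = 0.0195). DNAJA1, a cochaperone of HSP70, averaged 108 ± 73.0 and 31.2 ± 9.75 RPKM (log2 1.55 ± 0.40, exact permutation p = 0.0130). FBXO32 (ENSSSCG00000005981), the muscle ubiquitin ligase atrogin-1, averaged 1.24 ± 0.972 RPKM in IBxDU and 11.3 ± 9.91 in IB (log2 -2.96 ± 0.57, exact permutation p = 0.00433). HSPA4L stayed called with the kind of library as a term. Neutrophil elastase (ELANE) had 250 reads in IB 503 and 73, 48, 47 and 33 in IBxDU 425, 412, 402 and 427, and differed by 0.81 ± 0.94, which was not called. These 5 are the newborn libraries with the higher share of their total in listed genes, and HSPA4L too was highest in them, with 310 to 997 reads against at most 89 in the others. The gelatinase MMP9 had 1078 reads in IB 503, 84 in IBxDU 412 and at most 39 elsewhere, and differed by -1.49 ± 0.89, which was not called.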

In the present study, IbxDU pigs showed upregulation of genes (*ELANE*, *MMP9*, *FBXO32*, *PVALB*, *HSPS1*, *HSPA4L* and *DNAJA1*) and pathways (Table 4) related to protein degradation, although enrichment of muscle degradation or atrophy functions was observed in IB (Fig 3) but not in IbxDU pigs (Table 5), similarly to the results observed in BF muscle [30]. This suggests greater muscle degradation in newborn IB than IbxDU pigs [81]. Accordingly, genes showing high upregulation in four months-old IB pigs were mainly related to protein turnover and degradation (*CTSF*, *ADAMTS8* or *CELA2*).

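Genes of muscle atrophy and autophagy were higher in IB than in IBxDU newborns. Of 21 genes, 7 were higher in IB and 0 in IBxDU (8 in IB adjusted over the list alone, adjusted p = 1.67e-07, and adjusted p = 0.193 with an estimated correlation). DDIT4L (ENSSSCG00000025240), an inhibitor of mTOR, averaged 65.8 ± 49.1 RPKM in IBxDU and 166 ± 38.5 in IB (n = 6 each, log2 -1.56 ± 0.35, exact permutation p = 0.00866). The lysosomal cathepsins CTSL and CTSF (ENSSSCG00000027368) were lower in IBxDU (log2 -1.22 ± 0.28, exact permutation p = 0.00433, and -1.23 ± 0.28, exact permutation p = 0.00649). CTSF was not called in the newborns with the lower share, which are 5 IB and 2 IBxDU. The paper proposes from its enriched functions that muscle degradation was greater in newborn IB than in IBxDU pigs.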

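Apart from ADAMTS8, the proteases named for the older IB pigs were under the limits. CTSF is listed under 2 entries that differed by -1.29 ± 0.52 (ENSSSCG00000021340, exact permutation p = 0.0563) and 0.21 ± 0.17 (ENSSSCG00000027368, exact permutation p = 0.242). The first averaged 1.42 ± 0.749 RPKM in IBxDU and 4.58 ± 4.45 in IB (n = 6 each), was highest in IB 903 and passed the limits without IB 907 (-1.59). CELA2A (ENSSSCG00000003459), a pancreatic elastase that is also found in other tissues, averaged 0.978 ± 0.546 and 2.38 ± 1.37 RPKM (log2 -1.15 ± 0.39, exact permutation p = 0.0260) and passed without IB 816, IB 889, IBxDU 702 or IBxDU 732 (-1.41 to -0.92 over all such fits). Of 21 genes of muscle atrophy and autophagy, 0 were higher in IBxDU and 0 in IB at 4 months (adjusted p = 0.931, and adjusted p = 0.967 with an estimated correlation).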

**Fig 3:**
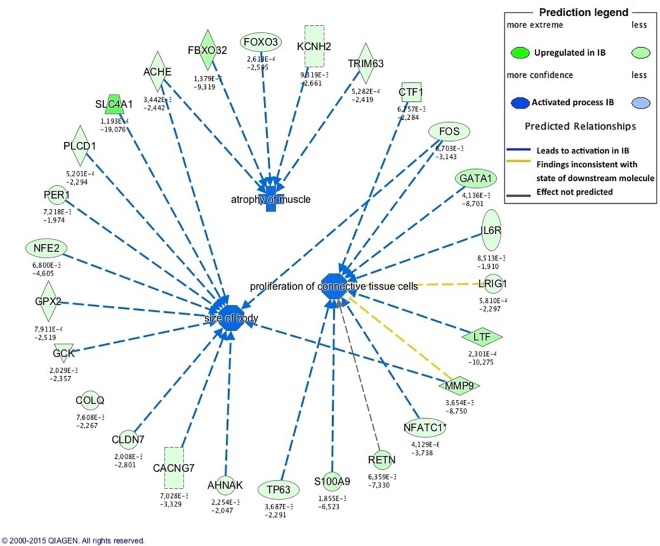
Enriched biological functions related to growth and development in newborn Iberian (IB) piglets. The activation of muscle atrophy and the upregulation of genes involved in protein metabolism and degradation in IB pigs suggests a more active protein turnover in these pigs when compared to crossbred (IBxDU) pigs. Functions associated with animal growth were also enriched in IB newborn pigs.

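As lists, proteasome and ribosome biogenesis genes leaned to the IBxDU newborns, with few single genes past the limits. Of 14 proteasome genes, 1, PSMA5, was called higher in IBxDU and 0 in IB (4 in IBxDU adjusted over the list alone, adjusted p = 3.64e-04, and adjusted p = 0.620 with an estimated correlation). PSMA5 averaged 103 ± 42.9 RPKM in IBxDU and 54.0 ± 10.5 in IB (n = 6 each, log2 0.83 ± 0.27, exact permutation p = 0.0303) and was under the limits in 8 of 12 fits without 1 library (0.68 to 1.02). Of 25 genes of ribosome biogenesis, 3 were higher in IBxDU and 0 in IB (0 adjusted over the list alone, adjusted p = 1.47e-08, and adjusted p = 0.620 with an estimated correlation). NPM3, a histone chaperone of the nucleolus, differed by 1.58 ± 0.47, NLE1 by 1.11 ± 0.31 and WDR46 by 0.96 ± 0.32. NPM3 and WDR46 were under the limits in 5 and 8 of 12 fits without 1 library. NLE1 was under them in the newborns with the lower share, which are 5 IB and 2 IBxDU.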

Energy homeostasis, inflammation and immune system:

Energy homeostasis is tightly regulated in animals due to its importance for normal growth and survival. Pathways involved in cholesterol (*LXR/RXR Activation*, *Atherosclerosis Signaling*) and glucose metabolism (*Glucocorticoid Receptor Signaling*, *GDP-glucose Biosynthesis and Glucose* and *Glucose-1-phosphate Degradation*) were enriched in both newborn and growing IB pigs, suggesting an increased energy metabolism in pure Iberian piglets.

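Glucose uptake genes were higher in IB newborns, and genes of cholesterol synthesis as a list did not differ between genetic types at either age. The insulin-dependent glucose transporter GLUT4 (SLC2A4) is listed under ENSSSCG00000017933, with 39.7 ± 13.3 RPKM in IBxDU and 91.2 ± 21.6 in IB newborns (n = 6 each, log2 -1.23 ± 0.23, exact permutation p = 0.00216), and under ENSSSCG00000023915 (log2 -1.04 ± 0.25, exact permutation p = 0.00649). The insulin receptor substrate IRS1 was lower in IBxDU (log2 -1.02 ± 0.31), though it was under the limits in 7 of 12 fits without 1 library (-1.23 to -0.88). Of 15 genes of insulin signalling and glucose uptake, 4 were higher in IB and 0 in IBxDU (4 in IB adjusted over the list alone, adjusted p = 0.0323, and adjusted p = 0.328 with an estimated correlation). This call was lost with the kind of library as a term (adjusted p = 0.109) and without IB 503 and IBxDU 412 (adjusted p = 0.108). At 4 months 0 of 14 genes of this list were called (adjusted p = 0.904, and adjusted p = 0.962 with an estimated correlation). Of 18 genes of cholesterol synthesis and uptake, 1, the squalene synthase FDFT1 (log2 -1.06 ± 0.26), was higher in IB at birth (adjusted p = 0.933, and adjusted p = 0.979 with an estimated correlation) and 0 at 4 months (adjusted p = 0.949, and adjusted p = 0.967 with an estimated correlation).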

A pathway involved in the control of energy homeostasis, cell metabolism and muscle development, the *Wnt/Ca+ signaling pathway* [82] was enriched (p = 0.009) in newborn IB pigs. This pathway included genes upregulated in IB piglets, which were involved in adipogenesis and in the development of obesity, as *NFATC1* and *PLCD1* [83, 84]. 

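PLCD1 and an entry of NFATC1 were higher in IB than in IBxDU newborns. PLCD1 (ENSSSCG00000027550), a phospholipase C that releases calcium, averaged 8.14 ± 2.44 RPKM in IBxDU and 19.1 ± 3.59 in IB (n = 6 each, log2 -1.25 ± 0.20, exact permutation p = 0.00216). NFATC1, a factor activated by calcineurin in slow fibres, averaged 0.884 ± 0.384 and 2.75 ± 1.01 RPKM under ENSSSCG00000029557 (log2 -1.53 ± 0.31, exact permutation p = 0.00649). Under its other entry, ENSSSCG00000004856, the more abundant of the pair, it averaged 9.18 ± 5.09 and 9.17 ± 5.05 RPKM (log2 -0.10 ± 0.51, exact permutation p = 0.816), but with the kind of library as a term it was called higher in IB (-1.03).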

In agreement, biological functions related to glucose metabolism and lipid accumulation, as *concentration of lipid*, *concentration of fatty acid* and *concentration of triacylglycerol* (Fig 4), were enriched in growing IB pigs. Moreover, the *LPS/IL-1 Mediated Inhibition of RXR* pathway, enriched in those pigs was reported to positively correlate with fat area [85].

**Fig 4:**
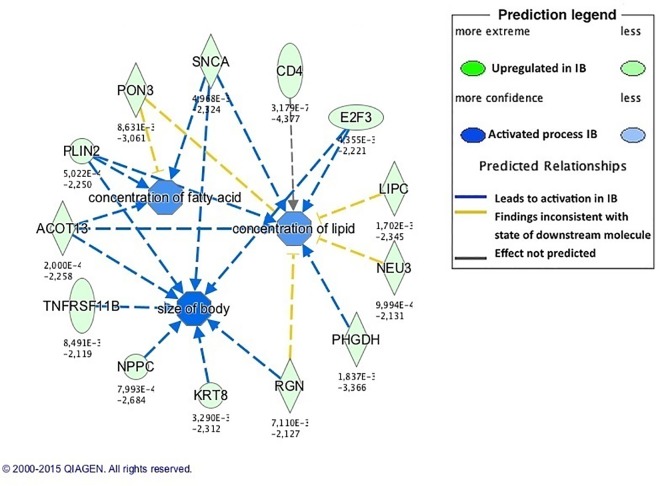
Enriched biological functions related to lipid metabolism in growing Iberian (IB) pigs. The network generated by IPA software shows metabolism-related enriched biological functions in IB pigs. Concentration of lipid seems to be a more active process in IB pigs, in agreement with phenotypic differences observed in loin intramuscular fat content.

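At 4 months the genes of fat synthesis leaned to the IB pigs, with few single genes past the limits. Of 14 genes of lipogenesis and adipocytes, 1, G0S2, was higher in IB and 0 in IBxDU (2 in IB adjusted over the list alone), and the list was lower in IBxDU (adjusted p = 0.0195, and adjusted p = 0.515 with an estimated correlation). G0S2 (ENSSSCG00000015617), an inhibitor of the triglyceride lipase ATGL, averaged 6.66 ± 3.54 RPKM in IBxDU and 12.8 ± 4.88 in IB (n = 6 each, log2 -1.04 ± 0.32, exact permutation p = 0.0260), and was under the limits in 7 of 12 fits without 1 library (-1.24 to -0.86). ME1 averaged 8.61 ± 2.12 and 12.5 ± 1.95 RPKM (log2 -0.55 ± 0.17, exact permutation p = 0.0108), under the limits, which it passed in 5 of those fits (-0.64 to -0.44). Hepatic lipase (LIPC) differed by -0.69 ± 0.29 (exact permutation p = 0.0238) and the chloride channel regulator CLCA1 by -1.85 ± 0.80 (exact permutation p = 0.108), and neither was called. The milk protein BLG had 119 reads in IB 903 and 102 in IB 905 and is listed at 0 in every IBxDU pig. From the enriched functions the paper reasons that the concentration of lipid seems more active in IB pigs.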

On the other hand, the *glucocorticoid receptor signaling* pathway, was enriched in both IBxDU and IB newborns, which might be related to the farrowing stress and with the wide range of actions associated to this pathway, from catabolic processes to glucose and energy homeostasis or adipocyte differentiation [86, 87]. However, the upregulated genes in IBxDU pigs associated to this pathway are members of the HSPs family, and thus, its activation might be a consequence of cellular stress, or activated protein catabolism. On the other hand, DE genes involved in this pathway in IB pigs play important roles in protein catabolism (FOXO3A, [64]), but also in lipid metabolism and adipogenesis (*NFATC1*, *FOS*, *FOXO3A*, [83, 88, 89]) and in osteogenesis and glucose uptake (*BGLAP*, [90]). Thus, although the *glucocorticoid receptor signaling* pathway was enriched in both IB and IBxDU piglets, a different set of DE genes was involved in each genetic type and thus, different metabolic consequences might be expected.

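Heat shock proteins and their cochaperones were higher in newborn IBxDU pigs as a group. Of 29 heat shock and chaperone genes, 13 were higher in IBxDU and 0 in IB (16 in IBxDU adjusted over the list alone, adjusted p = 9e-11, and adjusted p = 0.557 with an estimated correlation). HSPH1 (ENSSSCG00000009334), a nucleotide exchange factor of HSP70, averaged 53.6 ± 41.7 RPKM in IBxDU and 9.48 ± 4.90 in IB (n = 6 each, log2 2.12 ± 0.59, exact permutation p = 0.0195). HSPA8, the constitutive HSP70, averaged 1039.8 ± 503 and 404 ± 99.8 RPKM (log2 1.23 ± 0.33, exact permutation p = 0.0130). HSPA4 differed by 0.77 ± 0.26 and was under the limits in 9 of 12 fits without 1 library (0.62 to 0.95), and HSP90AA1 differed by 0.73 ± 0.30 and passed without IBxDU 402 or IBxDU 412 (up to 0.90), in the fit of all 4 groups (0.72) and in the 16 libraries with the lower share (1.13). The mean of the list over its genes was highest in IBxDU 425 and 429, and lay above every IB newborn in 5 of the 6 IBxDU newborns.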

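FOXO3 was higher in IB newborns, while the levels of FOS and BGLAP in this group rest on single animals. FOXO3 (ENSSSCG00000004387) averaged 5.11 ± 1.69 RPKM in IBxDU and 14.0 ± 6.43 in IB newborns (n = 6 each, log2 -1.38 ± 0.32, exact permutation p = 0.00433). It was not called in the newborns with the lower share, which are 5 IB and 2 IBxDU (-0.95). FOS (ENSSSCG00000002383), an immediate early factor of the AP-1 complex, averaged 37.1 ± 12.4 and 127 ± 211 RPKM (log2 -0.78 ± 0.63, exact permutation p = 0.368), and 41.3 RPKM in IB without IB 431. BGLAP (ENSSSCG00000006492), the bone hormone osteocalcin, had 663 reads in IB 503 and at most 26 in any other newborn, and differed by -0.15 ± 0.93 (exact permutation p = 0.957). Neither FOS nor BGLAP was called.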

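Genes of the circadian clock differed little between the genetic types at 4 months. Of 14 circadian clock genes, 0 were called higher in IBxDU and 0 in IB (1 and 1 adjusted over the list alone, adjusted p = 0.949, and adjusted p = 0.967 with an estimated correlation). RBP5 (ENSSSCG00000030876), a cellular retinol binding protein, averaged 1.18 ± 1.25 RPKM in IBxDU and 0.275 ± 0.405 in IB (n = 6 each, log2 1.59 ± 0.69, exact permutation p = 0.0736), was highest in IBxDU 702 and passed the limits without IB 903 or IBxDU 748 (up to 2.02). RBP5 is among the genes at least 4-fold higher in libraries with the higher share in every group, of which IBxDU 702, IBxDU 732 and IB 903 had 103, 49 and 30 reads, and it was called with the kind of library as a term (1.15).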

The juvenile IBxDU pigs showed enrichment of pathways mainly involved in biosynthesis and degradation of retinoids, such as retinoate and retinol or melatonin, involved in the synchronization of the circadian clock, associated with the control of energy homeostasis, among a wide range of functions [91]. The enrichment of these functions is concordant with the upregulation of genes involved in degradation of compounds such as steroids and fatty acids (*CYP1A1*) [92]. 

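CYP1A1 (ENSSSCG00000001906), a monooxygenase of xenobiotics that the aryl hydrocarbon receptor induces, was higher in every IBxDU pig of 4 months than in any IB pig. It averaged 4.62 ± 5.27 RPKM in IBxDU and 0.0950 ± 0.0586 in IB (n = 6 each, log2 3.70 ± 0.73, exact permutation p = 0.00216, adjusted p = 0.0896). IBxDU 702 was the highest library, and without it the IBxDU mean was 2.67 RPKM.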

The *GABA (Gamma-Aminobutyric Acid Type A) receptor signaling* pathway was also found enriched in growing IBxDU pigs. Beyond its function as an inhibitory neurotransmitter [93], the expression of GABA receptor in human muscle was associated with increased resting energy expenditure [94]. Thus, IBxDU pigs might have a greater basal energy expenditure that would decrease their potential for fat accumulation, in agreement with enriched biological functions and with the lower IMF content observed in IBxDU pigs.

Regulators analysis:

We performed a regulatory factors study to investigate the driving molecular mechanisms responsible for the differences in gene expression observed between genetic types. Three different approaches, based on bibliographic (IPA software) and expression and co-expression (RIFs analysis) information were combined as a powerful strategy to identify overlapping TRFs [30].

A total of 122 TRF were identified in newborn and 62 in older pigs. Among them, 16 TRFs were identified at both developmental stages. These common TRF would be expected to have a deeper impact in the final phenotype and thus, should be considered as strong candidate genes driving phenotypic differences in pure and crossbred Iberian pigs. Some of them, such as *MYOD1*, a well-known myogenic regulator, and some TRF recently associated with its regulation (*BHLHE40* and *HDAC2*; [95, 96]) are necessary for muscle development. Similarly, *CTNNB1 (Catenin Beta 1)* is a component of the *Wnt signaling* pathway, related to cell differentiation and metabolism, including myogenesis and muscle regeneration in adult animals [82]. Also, TRF involved in the immune response (*IRF9*, *NFKBIA*, *REL*) were found to affect gene expression in IB and IBxDU newborn and growing pigs. 

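MYOD1 and HDAC2 did not differ past the limits between genetic types at either age. The paper combines published knowledge, expression and co-expression to identify the regulators of this group. Only their expression was compared here, so that selection was not tested. MYOD1 (ENSSSCG00000013375) averaged 30.3 ± 8.29 RPKM in IBxDU and 38.0 ± 11.6 in IB newborns (log2 -0.30 ± 0.24, exact permutation p = 0.273) and 12.2 ± 1.96 and 14.3 ± 6.43 RPKM at 4 months (log2 -0.14 ± 0.23, exact permutation p = 0.641, n = 6 each). HDAC2 (ENSSSCG00000004432), a histone deacetylase that holds back MyoD targets, differed by 0.15 ± 0.13 and -0.16 ± 0.15.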

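CTNNB1 (ENSSSCG00000011274), which carries Wnt signals to the nucleus, varied little between the animals and was not called at either age. It averaged 61.0 ± 4.80 RPKM in IBxDU and 58.9 ± 2.98 in IB newborns (log2 0.05 ± 0.10, exact permutation p = 0.424) and 36.7 ± 2.19 and 39.4 ± 1.84 RPKM at 4 months (log2 -0.10 ± 0.09, exact permutation p = 0.0390, n = 6 each).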

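Genes of the interferon response leaned to the IB newborns, without a call for the regulators themselves. Of 13 interferon response genes, 1, the antiviral synthetase OAS1 (log2 -1.64 ± 0.48), was called higher in IB and 0 in IBxDU newborns (0 adjusted over the list alone, adjusted p = 0.0323, and adjusted p = 0.784 with an estimated correlation). OAS1 was under the limits in 5 of 12 fits without 1 library (-2.02 to -1.38). IRF9, the DNA-binding part of the interferon complex, differed by -0.53 ± 0.32 at birth (exact permutation p = 0.171), where it passed without IBxDU 412 (-0.80), and by 0.18 ± 0.16 at 4 months. NFKBIA, the inhibitor of NF-kappaB, differed by -0.48 ± 0.27 and 0.44 ± 0.26, and the NF-kappaB subunit REL by -0.31 ± 0.20 and 0.24 ± 0.23 (n = 6 each).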

*NFKBIA* has a critical role in the upregulation of pro-inflammatory factors and is considered a link between immunological stress and obesity [97, 98]. 

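CEBPA (ENSSSCG00000002866), a late regulator of adipocyte differentiation, averaged 2.47 ± 2.19 RPKM in IBxDU and 1.76 ± 1.73 in IB newborns (log2 0.51 ± 0.50, exact permutation p = 0.390, n = 6 each). At 4 months it averaged 1.22 ± 0.406 and 1.43 ± 0.356 RPKM (log2 -0.24 ± 0.21, exact permutation p = 0.314), under the limits at both ages.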

The identification of TRF such as *NFKBIA*, *ATF4* or *CEBPA*, with direct roles in adipogenesis, and fat accumulation [66, 99] in an obese pig breed such as the Iberian pig [29] is of high interest to understand regulatory mechanisms responsible for fatness regulation.

Regarding the developmental stage-specific TRF identified, 15 regulator genes were identified using different approaches at birth. It is noteworthy that some of them (*MEF2C*, *MEF2D*, *MYOG*, *SOX4)* are important TRF involved in muscle cell differentiation [59, 100]. In addition, TRF related to protein degradation (*CREB3L1*, *HSF1* and *CREBBP*) and to blood cells differentiation (*KLF1*, *SF1* and *NFE2*) were also identified and may play a role in muscle development, due to the need of protein degradation and blood supply in the growing muscle. Moreover, *KLF1* was strongly upregulated in IBxDU pigs (25.61), which suggest an important role of this TRF. 

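MEF2D was lower in every IBxDU than in every IB newborn, by less than 1.5-fold, and MEF2C was alike in both. MEF2D (ENSSSCG00000006482) averaged 33.0 ± 5.36 RPKM in IBxDU and 49.5 ± 8.40 in IB (n = 6 each, log2 -0.58 ± 0.15, exact permutation p = 0.00216), and passed the fold limit in 6 of 12 fits without 1 library (-0.64 to -0.50). MEF2C differed by -0.12 ± 0.17 (exact permutation p = 0.476). Of 15 genes of myogenic regulators and growth factors, 1 was higher in IB and 0 in IBxDU (2 in IB adjusted over the list alone, adjusted p = 0.0577, and adjusted p = 0.620 with an estimated correlation). The gene names at hand hold no gene under the symbols MYOG and SOX4.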

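CREBBP was higher in IB newborns, and the other regulators of this group did not pass the limits. CREBBP (ENSSSCG00000007951), a histone acetyltransferase, averaged 7.15 ± 0.764 RPKM in IBxDU and 11.4 ± 3.26 in IB (n = 6 each, log2 -0.63 ± 0.18, exact permutation p = 0.0108), and was not called without IB 345 (-0.59) or IB 431 (-0.51), nor with the kind of library as a term. CREB3L1, a stress factor of the endoplasmic reticulum, differed by 0.23 ± 0.25 (exact permutation p = 0.424) and HSF1 by 0.13 ± 0.21 (exact permutation p = 0.569). NFE2 (ENSSSCG00000000289), a factor of red cells and platelets, had 162 reads in IB 503 and at most 11 in any other newborn (log2 -0.83 ± 0.64, exact permutation p = 0.245).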

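KLF1 (ENSSSCG00000013730), the erythroid factor that activates adult globin genes, was close to 0 in all newborns except IB 503. It had 175 reads in IB 503, 4 in IBxDU 412, 2 in IB 323, 1 in IB 345 and IBxDU 402, and 0 in the other 7 newborns and in the pigs of 4 months. The mean was 0.0173 ± 0.0340 RPKM in IBxDU and 0.576 ± 1.37 in IB newborns (n = 6 each, log2 -0.82 ± 0.83, exact permutation p = 0.500), and 0.0158 RPKM in IB without IB 503. The same library was highest for other erythroid and marrow genes, and the median log2 difference of 33 erythroid, granulocyte and bone genes was -0.75 with IB 503 and -0.14 without it.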

Other important TRFs identified in the performed analysis were *FOS* and *FOXO1*, involved in muscle differentiation and metabolism [63], but also in the regulation of adipogenic genes (as *PPARG*) expression and IMF accumulation [54, 62]. These TRFs were also previously identified in BF muscle of newborn piglets [30].

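FOXO1 (ENSSSCG00000009370) averaged 11.1 ± 5.14 RPKM in IBxDU and 16.6 ± 11.9 in IB newborns (n = 6 each). The log2 difference was -0.36 ± 0.46 (exact permutation p = 0.498), and FOXO1 was not called. PPARG, which FOXO1 represses in fat cells, differed by 0.55 ± 0.40 at birth (exact permutation p = 0.258), with the highest values in IBxDU 425 and IB 323.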

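EN1, IRF2 and TCF7L2 were expressed at low levels and did not differ past the limits between genetic types at 4 months. The paper names them from different approaches, co-expression among them, and only expression was compared here. The homeobox gene EN1 (ENSSSCG00000015715) averaged 2.12 ± 0.992 RPKM in IBxDU and 1.58 ± 0.253 in IB (n = 6 each, log2 0.31 ± 0.24, exact permutation p = 0.305). IRF2, a repressor of interferon genes, averaged 4.02 ± 0.715 and 4.25 ± 0.348 RPKM (log2 -0.09 ± 0.13, exact permutation p = 0.470). TCF7L2, an effector of Wnt signalling, averaged 0.981 ± 0.302 and 0.812 ± 0.177 RPKM (log2 0.22 ± 0.21, exact permutation p = 0.296).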

In growing pigs, only 3 TRFs (*EN1 (Engrailed Homeobox 1)*, *IRF2 (Interferon Regulatory Factor 2)* and *TCF7L2 (Transcription Factor 7 Like 2)*) were identified simultaneously using different approaches. *EN1* and *IRF2* play important roles in regulating development and cell cycle. In muscle cells, *IRF2* activates transcription of the *VCAM-1* gene, suggested to play a role in the differentiation of skeletal muscle [101]. *EN1* and *TCF7L2* interact with the *Wnt signaling pathway* [102], which negatively regulates adipogenesis [103]. Variants in *TCF7L2* gene have been reported to affect insulin secretion and body mass index and to promote type II diabetes [104, 105]. Thus, it seems that lipid metabolism might be more tightly regulated in growing IB and IBxDU pigs.

To better understand the role of the identified regulators on gene expression and on phenotypic differences, information from the DE and regulators analyses was used for biological interpretation, focusing on enriched metabolic pathways (S5 Table). The *glucocorticoid receptor signaling* and the *adipogenesis* (Fig 5) were the most enriched pathways at birth. Changes in regulation and function of *adipogenesis* pathway in newborn piglets may determine the differences in fatness observed in LD muscle of growing IB and IBxDU pigs, in accordance with results observed in BF muscle of newborn piglets [30]. The *glucocorticoid receptor signaling* may be also implicated in such differences, due to its roles in energy homeostasis and adipocyte differentiation [82, 83].

**Fig 5:**
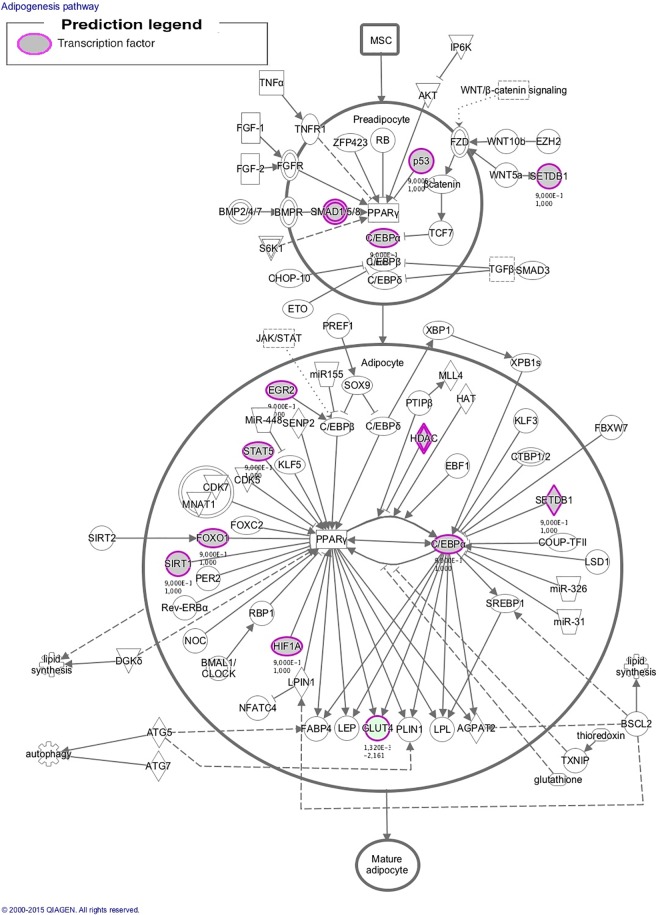
Adipogenesis pathway. Several transcription factor identified in the regulators study and one gene upregulated in Iberian pigs are involved in the adipogenesis pathway, most of them regulate *PPARg* expression or activation.

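In newborn LD muscle the triglyceride lipase PNPLA2 separated the genetic types, and adipocyte genes did not differ as a group. PNPLA2 (ENSSSCG00000012841), the ATGL enzyme that starts the breakdown of stored triglycerides, averaged 59.9 ± 18.1 RPKM in IBxDU and 127 ± 22.3 in IB (n = 6 each, log2 -1.13 ± 0.20, exact permutation p = 0.00216). Of 15 genes of lipogenesis and adipocytes, 1, PNPLA2, was higher in IB and 0 in IBxDU (adjusted p = 0.784, and adjusted p = 0.955 with an estimated correlation). Of 7 marker genes of adipocytes, 0 were higher in IBxDU and 0 in IB (adjusted p = 0.132, and adjusted p = 0.784 with an estimated correlation).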

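As a list, genes of the aryl hydrocarbon receptor and of detoxification did not differ between the genetic types at 4 months. Of 8 genes of this list, 1, CYP1A1, was higher in IBxDU and 1, MGST2, in IB (adjusted p = 0.166, and adjusted p = 0.504 with an estimated correlation). MGST2 (ENSSSCG00000009059), a microsomal glutathione transferase, averaged 9.09 ± 2.38 RPKM in IBxDU and 16.4 ± 2.71 in IB (n = 6 each, log2 -0.87 ± 0.18, exact permutation p = 0.00433). At birth the epoxide hydrolase EPHX1 (ENSSSCG00000010853) was higher in IB, with 13.1 ± 8.89 RPKM in IBxDU and 36.5 ± 9.24 in IB (log2 -1.64 ± 0.31, exact permutation p = 0.00649), and the list was lower in IBxDU (adjusted p = 0.00378, and adjusted p = 0.193 with an estimated correlation), with 1 of 8 genes called (2 adjusted over the list alone).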

The *aryl hydrocarbon receptor* was the most enriched pathway in growing pigs. This pathway is involved in xenobiotics metabolism, although a role in inhibition of lipid biosynthesis and adipocyte differentiation has also been reported [106].

A total of fifty-one pathways were enriched at both stages. Among them, the *PPAR signaling*, *the aryl hydrocarbon recepto*r, *the adipogenesis*, *the Wnt* and the *unfolded protein response* pathways are particularly interesting because these are specifically involved in adipocyte differentiation and protein degradation. Moreover, finding such pathways at two different growing stages, suggests a long-term activation that may also drive differences in pure and crossbred Iberian pigs in the adulthood.

### Effect of muscular tissue, *Biceps femoris* or *Longissimus dorsi*, on gene expression at birth

Differences in the transcriptomic profile were observed between BF and LD of newborn IB and IBxDU pigs. However the effect was smaller than that reported when comparing LD and *Semimembranosus* muscles [27], probably due to the sampling at an early age, when muscle fiber type is still not well determined [107, 108].

In the present study, 83 genes were upregulated in LD muscle, some of them (*IBSP*, *ZIC1* and *MMP13*) showing large expression differences. *ZIC1* and *MMP13* are implicated in the early control of myogenesis and in myostatin signaling [109–112]. On the other hand, genes highly upregulated in BF muscle are involved in myogenesis control (*HOXA11*), by regulating *MYOD* expression [113], muscle contraction (*PVALB*), or the immune response and adipocyte differentiation, [114]. *PVALB* gene expression was also deeply affected by developmental stage (larger expression in growing pigs) and by genetic type in newborn pigs, being upregulated in both BF and LD muscles of IBxDU pigs [30]. 

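In LD muscle PVALB was higher in IBxDU than in IB pigs at 4 months, and at birth its level rested on a single IBxDU animal. At 4 months it averaged 143 ± 42.9 RPKM in IBxDU and 62.5 ± 31.1 in IB (n = 6 each, log2 1.31 ± 0.36, exact permutation p = 0.00866, adjusted p = 0.287). At birth it averaged 4.28 ± 8.79 RPKM in IBxDU and 0.508 ± 0.711 in IB (log2 1.43 ± 1.07, exact permutation p = 0.277), which was not called, and 0.707 RPKM in IBxDU without IBxDU 402.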

The finding of this DE gene across tissues, developmental stages and genetic types suggests an active role of *PVALB* gene on phenotypic changes.

The biological interpretation retrieved several enriched pathways in LD muscle related to lipid metabolism (*Atherosclerosis Signaling* and *VDR/RXR Activation*) muscle development and function (*Calcium Signaling*, *Inhibition of Matrix Metalloproteases* and *Actin Cytoskeleton Signaling*) and to the immune response (*Agranulocyte Adhesion and Diapedesis*, *Leukocyte Extravasation Signaling*, *Granulocyte Adhesion and Diapedesis* and *IL-8 Signaling*). In agreement with the enriched pathways, several biological functions related to inflammation and immune response were predicted by IPA software to be activated in LD muscle. On the other hand, functions such as *proliferation of cells* or *size of body*, related to cell growth and development were enriched in LD muscle of newborn pigs. In agreement, biological functions (*neovascularization*, *development of cardiovascular system* and *vasculogenesis*) and pathways (HIF1α Signalling) related to the supply of oxygen and energy to growing cells, were also enriched in LD muscle suggesting a more active cellular growth.

On the other hand, BF muscle showed enriched pathways involved in adipocyte differentiation and lipid metabolism (*LXR/RXR Activation*, *VDR/RXR Activation*, *Atherosclerosis Signaling*, *FXR/RXR Activation* and *biosynthesis of retinoids*, *bile acids and thyroid hormone*; [115–118]), in agreement with the enrichment of *efflux of cholesterol* in BF muscle. This suggests a more active lipid metabolism in BF muscle. In agreement, *quantity of connective tissue* and *quantity of carbohydrate* functions were also enriched in BF when compared to LD muscle (Fig 6), probably associated to a different energy homeostasis in both muscles. A more active lipid metabolism in BF muscle might allow a deeper impact of the genotype on lipid deposition, leading to the observed significant differences in IMF content between pig genotypes in BF, which are not evident in LD muscle of neonates. Moreover, these differences in lipid metabolism may be associated with the higher IMF content reported in BF than in LD muscle in adult pigs [47].

**Fig 6:**
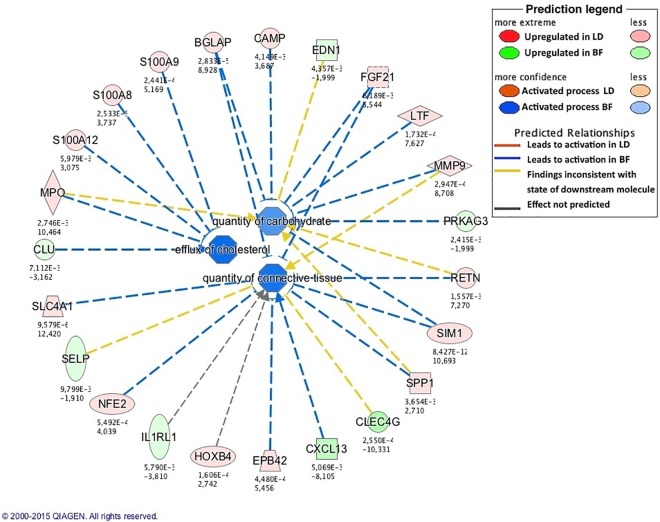
Enriched biological functions in *Biceps femoris* (BF) muscle. The network generated by IPA software shows enriched biological functions in BF muscle, suggesting that lipid metabolism is more active in BF when compared to *Longissimus dorsi* muscle.

Beyond metabolic pathways and biological functions, we performed a regulatory genes search in the same way as for the other main effects. Among the 370 identified regulators, *SIM1* was considered the most significant regulator, as it was highlighted in the three followed approaches. Although no information exists regarding *SIM1* gene effects on pigs, the differential expression across tissues, developmental stages and genetic type in newborn piglets, suggest this TRF as a strong candidate gene. Previous information on its effects on adiposity, energy expenditure and food intake in other species such as mouse or humans [119–122], supports its importance as a regulator of fatness traits.

## Conclusions

The present study reports the effects of developmental stage, muscle and genetic type on animal phenotype, muscle transcriptome, metabolic pathways and transcriptional regulation, associated with traits of interest. Developmental stage represented the most drastic influence on phenotype and transcriptome. Newborn pigs showed enrichment of anabolic functions, while predominant functions in the growing stage were related to catabolism and muscle functioning, indicating a decrease in developmental and growth processes and a more advanced muscle development in juvenile pigs. Moreover, phenotypic differences regarding body size and plasma biochemical parameters were observed between genetic types at birth but dramatically decreased at growing. This suggests strong differences in early growth patterns and metabolism between them, in spite of the closely related analyzed genotypes. In agreement, IMF differences between genotypes also depended on developmental stage and muscle. Gene expression results support the phenotypic findings, as DE genes and pathways suggest a different timing in growth, proliferative and anabolic processes. Those processes were upregulated in IBxDU newborn pigs (associated with a higher capacity for prenatal growth) and in growing IB pigs (in agreement with a potential compensatory gain during the postnatal period). Differences in metabolism were also observed, and results suggest a more active lipid and glucose metabolism in both newborn and growing IB pigs, in agreement with their greater potential for fat accumulation. An effect of muscle type on muscular metabolic characteristics was observed, as BF muscle showed increased lipid metabolism, while LD was characterized by growth and proliferative processes. The regulatory factors analysis identified several remarkable TRF (as *MYOD1*, *NFKBIA*, *FOXO1*, *MEFs*, *TCF7L2*, *SIM1* and *PVALB*), selected due to their identification following different methodological approaches, their identification across different developmental stages and muscles and their potential roles on regulating molecular processes underlying differences in metabolism and productive traits between IB and IBxDU pigs.

## Supporting Information

S1 Table Differentially expressed genes conditional on developmental stage (birth vs growth).

S2 Table Enriched pathways in the set of DE genes conditional on developmental stage (birth vs growth).

S3 Table Transcription factors affecting Longissimus dorsi gene expression differences between newborn and growing Iberian pigs.

S4 Table Differentially expressed genes conditional on genetic type (Iberian (IB) vs Duroc X Iberian (IBxDU)) at birth and at growth.

S5 Table Transcription factors affecting Longissimus dorsi gene expression differences between pure and Duroc-crossbred Iberian pigs at birth and at growing stages.

S6 Table Enriched pathways in the set of differentially expressed genes and transcription factors conditional on genetic type at birth and at growth.

S7 Table Differentially expressed genes conditional on muscle (*Biceps femoris* (BF) vs *Longissimus dorsi* (LD)).

S8 Table Enriched pathways in the set of differentially expressed genes conditional on muscle type (*Longissimus dorsi* (LD) vs *Biceps femoris* (BF)) at birth and growth.

S9 Table Enriched biological functions in the set of differentially expressed genes conditional on muscle type (*Longissimus dorsi* (LD) vs *Biceps femoris* (BF)) at birth and growth.

S10 Table Transcription factors affecting differences in gene expression between *Longissimus dorsi* and *Biceps femoris* muscles from Iberian pigs at birth.

S11 Table RNA-Seq and qPCR validation results and correlation coefficient (r) between the two used methodologies

## References

[1] ChangK, Da CostaN, BlackleyR, SouthwoodO, EvansG, PlastowG, et al Relationships of myosin heavy chain fibre types to meat quality traits in traditional and modern pigs. Meat Science. 2003;64(1):93–103. 2206266710.1016/s0309-1740(02)00208-5

[2] Gonzalez‐AñoverP, EncinasT, Gomez‐IzquierdoE, SanzE, LetelierC, Torres‐RoviraL, et al Advanced onset of puberty in gilts of thrifty genotype (Iberian pig). Reproduction in domestic animals. 2010;45(6):1003–7. 10.1111/j.1439-0531.2009.01476.x 19473306

[3] AstizS, Gonzalez‐BulnesA, AstizI, BarberoA, Perez‐SolanaM, Garcia‐RealI. Advanced onset of puberty after metformin therapy in swine with thrifty genotype. Experimental physiology. 2014;99(9):1241–52. 10.1113/expphysiol.2014.081455 25085845

[4] López-BoteC. Sustained utilization of the Iberian pig breed. Meat Science. 1998;49:S17–S27.22060709

[5] OviloC, FernándezA, NogueraJ, BarragánC, LetónR, RodríguezC, et al Fine mapping of porcine chromosome 6 QTL and LEPR effects on body composition in multiple generations of an Iberian by Landrace intercross. Genet Res. 2005;85(01):57–67.1608903610.1017/s0016672305007330

[6] MuñozG, OviloC, SilióL, TomásA, NogueraJ, RodríguezM. Single-and joint-population analyses of two experimental pig crosses to confirm quantitative trait loci on chromosome 6 and leptin receptor effects on fatness and growth traits. J Anim Sci. 2009;87(2):459–68. 10.2527/jas.2008-1127 18952727

[7] DazaA, Lopez-BoteCJ, OlivaresA, MenoyoD, RuizJ. Age at the beginning of the fattening period of Iberian pigs under free-range conditions affects growth, carcass characteristics and the fatty acid profile of lipids. Anim Feed Sci Technol. 2007;139(1–2):81–91.

[8] Rodriguez-SanchezJA, RipollG, LatorreMA. The influence of age at the beginning of Montanera period on meat characteristics and fat quality of outdoor Iberian pigs. Animal. 2010;4(2):289–94. 10.1017/S1751731109991029 22443883

[9] Čandek-Potokar M, Žlender B, Bonneau M, editors. Effects of breed and slaughter weight on longissimus muscle biochemical traits and sensory quality in pigs. Ann Zootech; 1998: EDP Sciences.10.1016/s0309-1740(97)00109-522063077

[10] LatorreM, MedelP, FuentetajaA, LázaroR, MateosG. Effect of gender, terminal sire line and age at slaughter on performance, carcass characteristics and meat quality of heavy pigs. ANIMAL SCIENCE-GLASGOW THEN PENICUIK-. 2003;77(1):33–46.

[11] LebretB, JuinH, NobletJ, BonneauM. The effects of two methods of increasing age at slaughter on carcass and muscle traits and meat sensory quality in pigs. Animal Science. 2001;72:87–94.

[12] UnruhJ, FriesenK, StueweS, DunnB, NelssenJ, GoodbandR, et al The influence of genotype, sex, and dietary lysine on pork subprimal cut yields and carcass quality of pigs fed to either 104 or 127 kilograms. J Anim Sci. 1996;74(6):1274–83. 879119910.2527/1996.7461274x

[13] VentanasS, VentanasJ, JuradoA, EstevezM. Quality traits in muscle biceps femoris and back-fat from purebred Iberian and reciprocal Iberian x Duroc crossbred pigs. Meat Science. 2006;73(4):651–9. 10.1016/j.meatsci.2006.03.009 22062566

[14] WoodJD, EnserM, FisherAV, NuteGR, SheardPR, RichardsonRI, et al Fat deposition, fatty acid composition and meat quality: A review. Meat Science. 2008;78(4):343–58. 10.1016/j.meatsci.2007.07.019 22062452

[15] SharmaN, GandemerG, GoutefongeaR. Comparative lipid composition of porcine muscles at different anatomical locations. Meat Science. 1987;19(2):121–8. 10.1016/0309-1740(87)90017-9 22055863

[16] SepeA, TchkoniaT, ThomouT, ZamboniM, KirklandJL. Aging and regional differences in fat cell progenitors–a mini-review. Gerontology. 2011;57(1):66–75. 10.1159/000279755 20110661PMC3031153

[17] GregoireFM, SmasCM, SulHS. Understanding adipocyte differentiation. Physiol Rev. 1998;78(3):783–809. Epub 1998/07/23. 967469510.1152/physrev.1998.78.3.783

[18] Leseigneur-MeynierA, GandemerG. Lipid composition of pork muscle in relation to the metabolic type of the fibres. Meat Science. 1991;29(3):229–41. 10.1016/0309-1740(91)90052-R 22061275

[19] AndrésAI, CavaR, MayoralAI, TejedaJF, MorcuendeD, RuizJ. Oxidative stability and fatty acid composition of pig muscles as affected by rearing system, crossbreeding and metabolic type of muscle fibre. Meat Science. 2001;59(1):39–47. 2206250410.1016/s0309-1740(01)00050-x

[20] KarlssonA, EnfältA-C, Essén-GustavssonB, LundströmK, RydhmerL, SternS. Muscle histochemical and biochemical properties in relation to meat quality during selection for increased lean tissue growth rate in pigs. J Anim Sci. 1993;71(4):930–8. 847829310.2527/1993.714930x

[21] LiW, ZhaoS, HuangY, YangM, PanH, ZhangX, et al Expression of lipogenic genes during porcine intramuscular preadipocyte differentiation. Res Vet Sci. 2012;93(3):1190–4. 10.1016/j.rvsc.2012.06.006 22795880

[22] Pérez-EncisoM, FerrazAL, OjedaA, López-BéjarM. Impact of breed and sex on porcine endocrine transcriptome: a bayesian biometrical analysis. BMC Genomics. 2009;10(1):89.1923969710.1186/1471-2164-10-89PMC2656523

[23] VoilletV, SanCristobalM, LippiY, MartinPGP, IannuccelliN, LascorC, et al Muscle transcriptomic investigation of late fetal development identifies candidate genes for piglet maturity. BMC Genomics. 2014;15.10.1186/1471-2164-15-797PMC428710525226791

[24] D’AndreaM, Dal MonegoS, PallaviciniA, ModonutM, DreosR, StefanonB, et al Muscle transcriptome profiling in divergent phenotype swine breeds during growth using microarray and RT‐PCR tools. Anim Genet. 2011;42(5):501–9. 10.1111/j.1365-2052.2010.02164.x 21906101

[25] ZhaoY, LiJ, LiuH, XiY, XueM, LiuW, et al Dynamic transcriptome profiles of skeletal muscle tissue across 11 developmental stages for both Tongcheng and Yorkshire pigs. BMC Genomics. 2015;16(1):377.2596250210.1186/s12864-015-1580-7PMC4437458

[26] SobolM, KrawczyńskaA, SkibaG, RajS, WeremkoD, HermanA. The effect of breed and feeding level on carcass composition, fatty acid profile and expression of genes encoding enzymes involved in fat metabolism in two muscles of pigs fed a diet enriched in n-3 fatty acids. A preliminary study. Journal of Animal and Feed Sciences. 2015;648:127.

[27] Herault F, Vincent A, Dameron O, Le Roy P, Cherel P, Damon M. The longissimus and semimembranosus muscles display marked differences in their gene expression profiles in pig. 2014.10.1371/journal.pone.0096491PMC401451124809746

[28] Te PasMF, KeuningE, Van De WielDJ, YoungJF, OksbjergN, KruijtL. Proteome profiles of Longissimus and Biceps femoris porcine muscles related to exercise and resting. Journal of Life Science. 2011;5:598–608.

[29] ÓviloC, BenítezR, FernándezA, NúñezY, AyusoM, et al Longissimus dorsi transcriptome analysis of purebred and crossbred Iberian pigs differing in muscle characteristics. BMC genomics. 2014; 15: 413 10.1186/1471-2164-15-413 24885501PMC4070551

[30] AyusoM, FernándezA, NúñezY, BenítezR, IsabelB, BarragánC, et al Comparative Analysis of Muscle Transcriptome between Pig Genotypes Identifies Genes and Regulatory Mechanisms Associated to Growth, Fatness and Metabolism. PloS one. 2015;10(12).10.1371/journal.pone.0145162PMC468793926695515

[31] SeguraJ, Lopez-BoteCJ. A laboratory efficient method for intramuscular fat analysis. Food Chem. 2014;145:821–5. Epub 2013/10/17. 10.1016/j.foodchem.2013.08.131 24128551

[32] Lopez-BoteCJ, ReyAI, IsabelB, SanzR. Effect of feeding diets high in monounsaturated fatty acids and alpha-tocopheryl acetate to rabbits on resulting carcass fatty acid profile and lipid oxidation. Anim Sci. 1997;64:177–86.

[33] CánovasA, RincónG, BevilacquaC, Islas-TrejoA, BrenautP, HoveyRC, et al Comparison of five different RNA sources to examine the lactating bovine mammary gland transcriptome using RNA-Sequencing. Scientific reports. 2014;4.10.1038/srep05297PMC538161125001089

[34] TrapnellC, RobertsA, GoffL, PerteaG, KimD, KelleyDR, et al Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nature protocols. 2012;7(3):562–78. 10.1038/nprot.2012.016 22383036PMC3334321

[35] RobinsonMD, McCarthyDJ, SmythGK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010;26(1):139–40. 10.1093/bioinformatics/btp616 19910308PMC2796818

[36] MironM, WoodyOZ, MarcilA, MurieC, SladekR, NadonR. A methodology for global validation of microarray experiments. BMC Bioinformatics. 2006;7(1):333.1682230610.1186/1471-2105-7-333PMC1539027

[37] ReverterA, HudsonNJ, NagarajSH, Pérez-EncisoM, DalrympleBP. Regulatory impact factors: unraveling the transcriptional regulation of complex traits from expression data. Bioinformatics. 2010;26(7):896–904. 10.1093/bioinformatics/btq051 20144946

[38] HudsonNJ, DalrympleBP, ReverterA. Beyond differential expression: the quest for causal mutations and effector molecules. BMC Genomics. 2012;13(1):356.2284939610.1186/1471-2164-13-356PMC3444927

[39] AlmudevarA, KlebanovLB, QiuX, SalzmanP, YakovlevAY. Utility of correlation measures in analysis of gene expression. NeuroRx. 2006;3(3):384–95. 10.1016/j.nurx.2006.05.037 16815221PMC3593386

[40] RobinaA, VigueraJ, Perez-PalaciosT, MayoralAI, VivoJM, GuillenMT, et al Carcass and meat quality traits of Iberian pigs as affected by sex and crossbreeding with different Duroc genetic lines. Span J Agric Res. 2013;11(4):1057–67.

[41] SerranoM, ValenciaD, NietoM, LázaroR, MateosG. Influence of sex and terminal sire line on performance and carcass and meat quality of Iberian pigs reared under intensive production systems. Meat Science. 2008;78(4):420–8. 10.1016/j.meatsci.2007.07.006 22062461

[42] Torres-RoviraL, TarradeA, AstizS, MourierE, Perez-SolanaM, De La CruzP, et al Sex and breed-dependent organ development and metabolic responses in foetuses from lean and obese/leptin resistant swine. PloS one. 2013;8(7):1–9.10.1371/journal.pone.0066728PMC372083723935823

[43] HeQ, RenP, KongX, WuY, WuG, LiP, et al Comparison of serum metabolite compositions between obese and lean growing pigs using an NMR-based metabonomic approach. The Journal of nutritional biochemistry. 2012;23(2):133–9. 10.1016/j.jnutbio.2010.11.007 21429726

[44] Torres-RoviraL, PallaresP, Gonzalez-AñoverP, Perez-SolanaML, Gonzalez-BulnesA. The effects of age and reproductive status on blood parameters of carbohydrate and lipid metabolism in Iberian obese sows. Reproductive biology. 2011;11(2):165–71. 2180463710.1016/s1642-431x(12)60053-9

[45] Casas‐DíazE, Closa‐SebastiàF, MarcoI, LavínS, Bach‐RaichE, CuencaR. Hematologic and biochemical reference intervals for Wild Boar (Sus scrofa) captured by cage trap. Veterinary Clinical Pathology. 2015.10.1111/vcp.1225025899088

[46] KlemTB, BlekenE, MorbergH, ThoresenSI, FramstadT. Hematologic and biochemical reference intervals for Norwegian crossbreed grower pigs. Veterinary Clinical Pathology. 2010;39(2):221–6. 10.1111/j.1939-165X.2009.00199.x 20051064

[47] AyusoM, FernandezA, IsabelB, ReyA, BenitezR, DazaA, et al Long term vitamin A restriction improves meat quality parameters and modifies gene expression in Iberian pigs. J Anim Sci. 2015;93(6):2730–44. 10.2527/jas.2014-8573 26115261

[48] MurielE, RuizJ, VentanasJ, PetronMJ, AntequeraT. Meat quality characteristics in different lines of Iberian pigs. Meat Science. 2004;67(2):299–307. 10.1016/j.meatsci.2003.11.002 22061327

[49] SimopoulosAP. The importance of the omega-6/omega-3 fatty acid ratio in cardiovascular disease and other chronic diseases. Exp Biol Med. 2008;233(6):674–88.10.3181/0711-MR-31118408140

[50] MozaffarianD, WuJH. Omega-3 fatty acids and cardiovascular disease: effects on risk factors, molecular pathways, and clinical events. J Am Coll Cardiol. 2011;58(20):2047–67. 10.1016/j.jacc.2011.06.063 22051327

[51] WhoJ, ConsultationFE. Diet, nutrition and the prevention of chronic diseases. World Health Organ Tech Rep Ser. 2003;916(i–viii). 12768890

[52] KimJ, SeongP, ChoS, ParkB, HahK, YuL, et al Characterization of nutritional value for twenty-one pork muscles. Asian Australasian Journal Of Animal Sciences. 2008;21(1):138.

[53] SimopoulosAP. Omega-6/omega-3 essential fatty acid ratio and chronic diseases. Food Rev Int. 2004;20(1):77–90.

[54] ZhaoX, MoD, LiA, GongW, XiaoS, ZhangY, et al Comparative analyses by sequencing of transcriptomes during skeletal muscle development between pig breeds differing in muscle growth rate and fatness. PloS one. 2011;6(5):e19774 10.1371/journal.pone.0019774 21637832PMC3102668

[55] KayanA, CinarM, UddinM, PhatsaraC, WimmersK, PonsuksiliS, et al Polymorphism and expression of the porcine Tenascin C gene associated with meat and carcass quality. Meat Scencei. 2011;89(1):76–83.10.1016/j.meatsci.2011.04.00121530096

[56] ČepicaS, OviloC, MasopustM, KnollA, FernandezA, LopezA, et al Four genes located on a SSC2 meat quality QTL region are associated with different meat quality traits in Landrace× Chinese‐European crossbred population. Anim Genet. 2012;43(3):333–6. 10.1111/j.1365-2052.2011.02252.x 22486507

[57] DeBerardinisRJ, MancusoA, DaikhinE, NissimI, YudkoffM, WehrliS, et al Beyond aerobic glycolysis: transformed cells can engage in glutamine metabolism that exceeds the requirement for protein and nucleotide synthesis. Proceedings of the National Academy of Sciences. 2007;104(49):19345–50.10.1073/pnas.0709747104PMC214829218032601

[58] Vander HeidenMG, CantleyLC, ThompsonCB. Understanding the Warburg effect: the metabolic requirements of cell proliferation. science. 2009;324(5930):1029–33. 10.1126/science.1160809 19460998PMC2849637

[59] EdmondsonDG, ChengT, CserjesiP, ChakrabortyT, OlsonEN. Analysis of the myogenin promoter reveals an indirect pathway for positive autoregulation mediated by the muscle-specific enhancer factor MEF-2. Mol Cell Biol. 1992;12(9):3665–77. 132440310.1128/mcb.12.9.3665-3677.1992PMC360220

[60] IvanaL, OhkawaY, BerkesCA, BergstromDA, DacwagCS, TapscottSJ, et al MyoD targets chromatin remodeling complexes to the myogenin locus prior to forming a stable DNA-bound complex. Mol Cell Biol. 2005;25(10):3997–4009. 10.1128/MCB.25.10.3997-4009.2005 15870273PMC1087700

[61] AllenDL, UntermanTG. Regulation of myostatin expression and myoblast differentiation by FoxO and SMAD transcription factors. American Journal of Physiology-Cell Physiology. 2007;292(1):C188–C99. 10.1152/ajpcell.00542.2005 16885393

[62] GuptaD, LeahyAA, MongaN, PeshavariaM, JettonTL, LeahyJL. Peroxisome Proliferator-activated Receptor γ (PPARγ) and Its Target Genes Are Downstream Effectors of FoxO1 Protein in Islet β-Cells MECHANISM OF β-CELL COMPENSATION AND FAILURE. J Biol Chem. 2013;288(35):25440–9. 10.1074/jbc.M113.486852 23788637PMC3757206

[63] HakunoF, YamauchiY, KanekoG, YoneyamaY, NakaeJ, ChidaK, et al Constitutive expression of insulin receptor substrate (IRS)-1 inhibits myogenic differentiation through nuclear exclusion of Foxo1 in L6 myoblasts. PloS one. 2011;6(10):e25655 10.1371/journal.pone.0025655 21991327PMC3185002

[64] JaitovichA, AnguloM, LecuonaE, DadaLA, WelchLC, ChengY, et al High CO2 Levels Cause Skeletal Muscle Atrophy via AMP-activated Kinase (AMPK), FoxO3a Protein, and Muscle-specific Ring Finger Protein 1 (MuRF1). J Biol Chem. 2015;290(14):9183–94. 10.1074/jbc.M114.625715 25691571PMC4423704

[65] TolsonKP, GemelliT, MeyerD, YazdaniU, KozlitinaJ, ZinnAR. Inducible neuronal inactivation of Sim1 in adult mice causes hyperphagic obesity. Endocrinology. 2014;155(7):2436–44. 10.1210/en.2013-2125 24773343PMC4060186

[66] YuK, MoD, WuM, ChenH, ChenL, LiM, et al Activating transcription factor 4 regulates adipocyte differentiation via altering the coordinate expression of CCATT/enhancer binding protein β and peroxisome proliferator‐activated receptor γ. FEBS J. 2014;281(10):2399–409. 10.1111/febs.12792 24673832

[67] RosenED, SarrafP, TroyAE, BradwinG, MooreK, MilstoneDS, et al PPARγ is required for the differentiation of adipose tissue in vivo and in vitro. Mol Cell. 1999;4(4):611–7. 1054929210.1016/s1097-2765(00)80211-7

[68] FranksPW, ChristophiCA, JablonskiKA, BillingsLK, DelahantyLM, HortonES, et al Common variation at PPARGC1A/B and change in body composition and metabolic traits following preventive interventions: the Diabetes Prevention Program. Diabetologia. 2014;57(3):485–90. 10.1007/s00125-013-3133-4 24317794PMC4154629

[69] CaoZ, UmekRM, McKnightSL. Regulated expression of three C/EBP isoforms during adipose conversion of 3T3-L1 cells. Genes Dev. 1991;5(9):1538–52. 184055410.1101/gad.5.9.1538

[70] LondheP, DavieJK. Interferon-gamma resets muscle cell fate by stimulating the sequential recruitment of JARID2 and PRC2 to promoters to repress myogenesis. Science signaling. 2013;6(305):ra107 Epub 2013/12/12. 10.1126/scisignal.2004633 24327761PMC4000160

[71] YasuharaK, OhnoY, KojimaA, UeharaK, BeppuM, SugiuraT, et al Absence of heat shock transcription factor 1 retards the regrowth of atrophied soleus muscle in mice. J Appl Physiol. 2011;111(4):1142–9. 10.1152/japplphysiol.00471.2011 21817109

[72] ChauhanS, CeliP, FahriF, LeuryB, DunsheaF. Dietary antioxidants at supranutritional doses modulate skeletal muscle heat shock protein and inflammatory gene expression in sheep exposed to heat stress. J Anim Sci. 2014;92(11):4897–908. 10.2527/jas.2014-8047 25349340

[73] WaltersZS, Villarejo-BalcellsB, OlmosD, BuistTW, MissiagliaE, AllenR, et al JARID2 is a direct target of the PAX3-FOXO1 fusion protein and inhibits myogenic differentiation of rhabdomyosarcoma cells. Oncogene. 2014;33(9):1148 10.1038/onc.2013.46 23435416PMC3982124

[74] SaitoY, NakagamiH, AzumaN, HirataS, SanadaF, TaniyamaY, et al Critical roles of Cold Shock Domain Protein A as an endogenous angiogenesis inhibitor in skeletal muscle. Antioxidants & redox signaling. 2011;15(8):2109–20.2147368410.1089/ars.2010.3714

[75] AbdesselemH, MadaniA, HaniA, Al-NoubiM, GoswamiN, HamidaneHB, et al SIRT1 Limits Adipocyte Hyperplasia Through c-Myc Inhibition. J Biol Chem. 2015:jbc. M115. 675645.10.1074/jbc.M115.675645PMC473219926655722

[76] AngeliniC, NascimbeniAC, CenacchiG, TascaE. Lipolysis and lipophagy in lipid storage myopathies. Biochimica et Biophysica Acta (BBA)-Molecular Basis of Disease. 2016;1862(7):1367–73.2708597410.1016/j.bbadis.2016.04.008PMC4879869

[77] Aagaard-TilleryKM, GroveK, BishopJ, KeX, FuQ, McKnightR, et al Developmental origins of disease and determinants of chromatin structure: maternal diet modifies the primate fetal epigenome. Journal of molecular endocrinology. 2008;41(2):91–102. 10.1677/JME-08-0025 18515302PMC2959100

[78] Marion V, Sankaranarayanan S, de Theije C, van Dijk P, Hakvoort TB, Lamers WH, et al. Hepatic adaptation compensates inactivation of intestinal arginine biosynthesis in suckling mice. 2013.10.1371/journal.pone.0067021PMC368176823785515

[79] DunnJR, ReedJ, Du PlessisD, ShawE, ReevesP, GeeA, et al Expression of ADAMTS-8, a secreted protease with antiangiogenic properties, is downregulated in brain tumours. Br J Cancer. 2006;94(8):1186–93. 10.1038/sj.bjc.6603006 16570050PMC2361255

[80] PossematoR, MarksKM, ShaulYD, PacoldME, KimD, BirsoyK, et al Functional genomics reveal that the serine synthesis pathway is essential in breast cancer. Nature. 2011;476(7360):346–50. 10.1038/nature10350 21760589PMC3353325

[81] Rivera-FerreM, AguileraJ, NietoR. Muscle fractional protein synthesis is higher in Iberian than in Landrace growing pigs fed adequate or lysine-deficient diets. The Journal of nutrition. 2005;135(3):469–78. 1573508010.1093/jn/135.3.469

[82] SethiJ, Vidal-PuigA. Wnt signalling and the control of cellular metabolism. Biochem J. 2010;427:1–17. 10.1042/BJ20091866 20226003PMC4301310

[83] NealJW, ClipstoneNA. A constitutively active NFATc1 mutant induces a transformed phenotype in 3T3-L1 fibroblasts. J Biol Chem. 2003;278(19):17246–54. 10.1074/jbc.M300528200 12598522

[84] HirataM, SuzukiM, IshiiR, SatowR, UchidaT, KitazumiT, et al Genetic defect in phospholipase Cδ1 protects mice from obesity by regulating thermogenesis and adipogenesis. Diabetes. 2011;60(7):1926–37. 10.2337/db10-1500 21617180PMC3121440

[85] PonsuksiliS, MuraniE, BrandB, SchwerinM, WimmersK. Integrating expression profiling and whole-genome association for dissection of fat traits in a porcine model. J Lipid Res. 2011;52(4):668–78. 10.1194/jlr.M013342 21289033PMC3284160

[86] PeckettAJ, WrightDC, RiddellMC. The effects of glucocorticoids on adipose tissue lipid metabolism. Metabolism. 2011;60(11):1500–10. 10.1016/j.metabol.2011.06.012 21864867

[87] KadmielM, CidlowskiJA. Glucocorticoid receptor signaling in health and disease. Trends Pharmacol Sci. 2013;34(9):518–30. 10.1016/j.tips.2013.07.003 23953592PMC3951203

[88] LeeK, BuhrJ, HausmanGJ, WrightT, DeanR. Expression of c-Fos in subcutaneous adipose tissue of the fetal pig. Mol Cell Biochem. 1996;155(1):31–5. 871743610.1007/BF00714330

[89] WangY-Z, HuangY-N, SunK-Y, QiJ-H, XiangL. Leptin gene transfer regulates fibromuscular development and lipid deposition in muscles via SIRT1, FOXO3a and PGC-1α in mice in vivo. Int J Mol Med. 2011;28(4):617–23. 10.3892/ijmm.2011.711 21617847

[90] Villafán-BernalJR, Sánchez-EnríquezS, Muñoz-ValleJF. Molecular modulation of osteocalcin and its relevance in diabetes (Review). Int J Mol Med. 2011;28(3):283–93. 10.3892/ijmm.2011.706 21617842

[91] FonkenLK, NelsonRJ. The effects of light at night on circadian clocks and metabolism. Endocr Rev. 2014;35(4):648–70. 10.1210/er.2013-1051 24673196

[92] LiuJ, SridharJ, ForoozeshM. Cytochrome P450 family 1 inhibitors and structure-activity relationships. Molecules. 2013;18(12):14470–95. 10.3390/molecules181214470 24287985PMC4216474

[93] LujanR, ShigemotoR, Lopez-BenditoG. Glutamate and GABA receptor signalling in the developing brain. Neuroscience. 2005;130(3):567–80. 10.1016/j.neuroscience.2004.09.042 15590141

[94] WuX, PatkiA, Lara-CastroC, CuiX, ZhangK, WaltonRG, et al Genes and biochemical pathways in human skeletal muscle affecting resting energy expenditure and fuel partitioning. J Appl Physiol. 2011;110(3):746–55. 10.1152/japplphysiol.00293.2010 21109598PMC3070475

[95] ChoOH, MallappaC, Hernández‐HernándezJM, Rivera‐PérezJA, ImbalzanoAN. Contrasting roles for MyoD in organizing myogenic promoter structures during embryonic skeletal muscle development. Dev Dyn. 2015;244(1):43–55. 10.1002/dvdy.24217 25329411PMC4276533

[96] HsiaoS, HuangK, ChangH, ChenS. P/CAF rescues the Bhlhe40-mediated repression of MyoD transactivation. Biochem J. 2009;422:343–52. 10.1042/BJ20090072 19522704

[97] ZhangX, ZhangG, ZhangH, KarinM, BaiH, CaiD. Hypothalamic IKKβ/NF-κB and ER stress link overnutrition to energy imbalance and obesity. Cell. 2008;135(1):61–73. 10.1016/j.cell.2008.07.043 18854155PMC2586330

[98] MillerMR, ZhangW, SibbelSP, LangefeldCD, BowdenDW, HaffnerSM, et al Variant in the 3′ Region of the IκBα Gene Associated With Insulin Resistance in Hispanic Americans: The IRAS Family Study. Obesity. 2010;18(3):555–62. 10.1038/oby.2009.303 19798070PMC3992855

[99] RenW, GuoJ, JiangF, LuJ, DingY, LiA, et al CCAAT/enhancer-binding protein α is a crucial regulator of human fat mass and obesity associated gene transcription and expression. BioMed research international. 2014;2014.10.1155/2014/406909PMC402207324877091

[100] JangS-M, KimJ-W, KimD, KimC-H, AnJ-H, ChoiK-H, et al Sox4-mediated caldesmon expression facilitates differentiation of skeletal myoblasts. J Cell Sci. 2013;126(22):5178–88.2404645310.1242/jcs.131581

[101] JesseTL, LaChanceR, IademarcoMF, DeanDC. Interferon regulatory factor-2 is a transcriptional activator in muscle where it regulates expression of vascular cell adhesion molecule-1. The Journal of cell biology. 1998;140(5):1265–76. 949073710.1083/jcb.140.5.1265PMC2132685

[102] Bachar-DahanL, GoltzmannJ, YanivA, GazitA. Engrailed-1 Negatively Regulates β-Catenin Transcriptional Activity by Destabilizing β-Catenin via a Glycogen Synthase Kinase-3β–independent Pathway. Mol Biol Cell. 2006;17(6):2572–80. 10.1091/mbc.E06-01-0052 16571670PMC1474795

[103] RossSE, HematiN, LongoKA, BennettCN, LucasPC, EricksonRL, et al Inhibition of adipogenesis by Wnt signaling. Science. 2000;289(5481):950–3. 1093799810.1126/science.289.5481.950

[104] FlorezJC, JablonskiKA, BayleyN, PollinTI, de BakkerPI, ShuldinerAR, et al TCF7L2 polymorphisms and progression to diabetes in the Diabetes Prevention Program. New Engl J Med. 2006;355(3):241–50. 10.1056/NEJMoa062418 16855264PMC1762036

[105] MunozJ, LokKH, GowerBA, FernandezJR, HunterGR, Lara-CastroC, et al Polymorphism in the transcription factor 7-like 2 (TCF7L2) gene is associated with reduced insulin secretion in nondiabetic women. Diabetes. 2006;55(12):3630–4. 10.2337/db06-0574 17130514

[106] AlexanderDL, GanemLG, Fernandez-SalgueroP, GonzalezF, JefcoateCR. Aryl-hydrocarbon receptor is an inhibitory regulator of lipid synthesis and of commitment to adipogenesis. J Cell Sci. 1998;111(22):3311–22.978887310.1242/jcs.111.22.3311

[107] AshmoreC, AddisP, DoerrL. Development of muscle fibers in the fetal pig. J Anim Sci. 1973;36(6):1088–93. 426826410.2527/jas1973.3661088x

[108] PicardB, LefaucheurL, BerriC, DuclosMJ. Muscle fibre ontogenesis in farm animal species. Reprod Nutr Dev. 2002;42(5):415–31. 1253725410.1051/rnd:2002035

[109] MizugishiK, HatayamaM, TohmondaT, OgawaM, InoueT, MikoshibaK, et al Myogenic repressor I-mfa interferes with the function of Zic family proteins. Biochem Biophys Res Commun. 2004;320(1):233–40. 10.1016/j.bbrc.2004.05.158 15207726

[110] PanH, GustafssonMK, ArugaJ, TiedkenJJ, ChenJC, EmersonCP. A role for Zic1 and Zic2 in Myf5 regulation and somite myogenesis. Dev Biol. 2011;351(1):120–7. 10.1016/j.ydbio.2010.12.037 21211521PMC3045035

[111] LeiH, LeongD, SmithLR, BartonER. Matrix metalloproteinase 13 is a new contributor to skeletal muscle regeneration and critical for myoblast migration. American Journal of Physiology-Cell Physiology. 2013;305(5):C529–C38. 10.1152/ajpcell.00051.2013 23761625PMC3761151

[112] YangX, KoltesJE, ParkCA, ChenD, ReecyJM. Gene Co-Expression Network Analysis Provides Novel Insights into Myostatin Regulation at Three Different Mouse Developmental Timepoints. PloS one. 2015;10(2).10.1371/journal.pone.0117607PMC433506625695797

[113] YamamotoM, KuroiwaA. Hoxa‐11 and Hoxa‐13 are involved in repression of MyoD during limb muscle development. Development, growth & differentiation. 2003;45(5‐6):485–98.10.1111/j.1440-169x.2003.00715.x14706073

[114] KabirSM, LeeE-S, SonD-S. Chemokine network during adipogenesis in 3T3-L1 cells: Differential response between growth and proinflammatory factor in preadipocytes vs. adipocytes. Adipocyte. 2014;3(2):97–106. 10.4161/adip.28110 24719782PMC3979886

[115] BrandebourgTD, HuCY. Regulation of differentiating pig preadipocytes by retinoic acid. J Anim Sci. 2005;83(1):98–107. 1558304810.2527/2005.83198x

[116] BrunPJ, YangKJZ, LeeSA, YuenJJ, BlanerWS. Retinoids: Potent regulators of metabolism. BioFactors. 2013;39(2):151–63. 10.1002/biof.1056 23281051PMC3620893

[117] BonetM, RibotJ, FelipeF, PalouA. Vitamin A and the regulation of fat reserves. Cellular and Molecular Life Sciences CMLS. 2003;60(7):1311–21. 1294322010.1007/s00018-003-2290-xPMC11138692

[118] XiaS-F, DuanX-M, HaoL-Y, LiL-T, ChengX-R, XieZ-X, et al Role of thyroid hormone homeostasis in obesity-prone and obesity-resistant mice fed a high-fat diet. Metabolism. 2015;64(5):566–79. 10.1016/j.metabol.2014.12.010 25669855

[119] BonnefondA, RaimondoA, StutzmannF, GhoussainiM, RamachandrappaS, BerstenDC, et al Loss-of-function mutations in SIM1 contribute to obesity and Prader-Willi-like features. J Clin Invest. 2013;123(7):3037–41. 10.1172/JCI68035 23778136PMC3696559

[120] SwarbrickMM, EvansDS, ValleM, FavreH, WuSH, NjajouOT, et al Replication and extension of association between common genetic variants in SIM1 and human adiposity. Obesity. 2011;19(12):2394–403. 10.1038/oby.2011.79 21512513PMC4646950

[121] RamachandrappaS, RaimondoA, CaliAM, KeoghJM, HenningE, SaeedS, et al Rare variants in single-minded 1 (SIM1) are associated with severe obesity. The Journal of clinical investigation. 2013;123(7):3042 10.1172/JCI68016 23778139PMC3696558

[122] HolderJL, ZhangL, KublaouiBM, DiLeoneRJ, OzOK, BairCH, et al Sim1 gene dosage modulates the homeostatic feeding response to increased dietary fat in mice. Am J Physiol-Endoc M. 2004;287(1):E105–E13.10.1152/ajpendo.00446.200314982752

How the deposited data were processed for this re-analysis (not part of the article)

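RNA was sequenced from the LD muscle of 24 male pigs, 6 IB and 6 IBxDU newborns and 6 pigs of each genetic type at 4 months, 1 library per animal. The sample labels give the newborns as postnatal day 1 and the paper as sampled at birth; they are called newborns here. The authors mapped the reads to Sscrofa10.2 in CLC Genomics Workbench and deposited 1 table with an RPKM value per gene and library; the paper's text calls these values FPKM, and the header of the file and the paper's own tables call them RPKM. The authors tested total exon reads with a tool based on edgeR and TMM. Their limits were p of at most 0.01, a fold change of at least 1.5 and over 0.5 FPKM in at least 1 group. BF muscle is not among these libraries.

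The table holds 22861 genes, of which 17846 were above 0 in at least 1 library, and every per-sample column was used. Gene symbols came from the table of gene names (11450 gene IDs) and from the paper's own tables (414 more). No gene was found under IGLC, IGLV-7 to IGLV-10, ATF4, CEBPD, MYOG, SOX4, SF1, BHLHE40, CELA2 or PLIN2.

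Library totals and whole reads were recovered from the RPKM values: in each library the low values, under 0.03 RPKM, are small multiples of a unit set by the library total, and with that total every gene's value came out as a whole number within 0.001 for 100% of the 17846 genes. The totals averaged 27.0 M (SD 4.15 M) and count either reads or read pairs, which the sources do not tell apart. A gene of 2 kb at 0.5 RPKM rests on 20.0 to 35.9 of them.

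For each comparison the libraries were scaled by a trimmed mean of log ratios against the mean library, with 30% trimmed at each end, over genes with a mean over 0.5 RPKM. Genes with a mean over 0.5 RPKM in at least 1 group were tested on log2(RPKM + 0.1) with limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3. The comparisons were birth against 4 months (12 against 12), IBxDU against IB at birth and at 4 months (6 against 6 each), and the interaction of genetic type with age over all libraries. A gene was called at the limits of the study, p of at most 0.01 and at least 1.5-fold; counts at a Benjamini-Hochberg adjusted p under 0.05 stand beside them. Where a p is given for a single gene between genetic types, it is a two-sided exact permutation p on log2(scaled RPKM + 0.1). It cannot go under 0.00216. No such p is given for birth against 4 months, where adjusted p values are from limma.

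Lists of genes were compared with all other genes by limma's camera with a preset correlation between genes of 0.01 and, beside it, with a correlation estimated from the data, each adjusted over the lists of a comparison. The lists, the tests of these comparisons and the alternatives given next as chosen beforehand were set before the data were examined, from textbook knowledge and after reading the paper, so the lists are not blind to its conclusions. Other alternatives and several tests of explanations were chosen afterwards, as is said of each. The single genes named are every gene that the paper's text names for a comparison, up to 8 genes per direction with the largest fold among those whose groups do not overlap, and members of the lists. Some genes that this rule names are not reported here. Group means, overlap and permutation p values were first taken on the RPKM as deposited and moved to the scaled RPKM after the first list of genes with the largest folds had been seen, since the test uses the scaled values. This changed which genes the rule names for birth against 4 months: MYH7 left it and PVALB, GNLY and PRR32 entered.

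The alternatives chosen beforehand were no scaling, quantile normalization, no filter or a filter at 1 RPKM, pseudocounts of 0.5 and 0.01, limma without the trend, a 4-group fit, genetic type as a term, a threshold on the adjusted p alone and each library left out in turn. Chosen after the data had been seen were the kind of library as a term, the 16 libraries with the lower share of their total in listed genes alone, the 8 with the higher share alone, limma's voom on the recovered reads, the newborns without IB 503 and IBxDU 412, and a shift of the IBxDU libraries by the offset between the folds and the RPKM ratios of the paper's own tables. That share is over 99% in the 8 libraries and under 97% in the others. Between genetic types the fit in the lower-share libraries holds 5 IB and 2 IBxDU newborns, or 5 IB and 4 IBxDU pigs at 4 months. No paired analysis was possible because the animals differ between the groups and their litters are not given. The paper drew the newborns of each genetic type from fewer litters than the animals sequenced, so some are littermates. No litter holds both genetic types. The tests treat animals as independent, so their p values do not allow for litter or sire and may be too small.

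Each comparison was tested on simulated data made from the real libraries' means with 2-fold and 4-fold changes in a seeded set of genes. For each comparison 100 random regroupings of the libraries, the real one included, were drawn with the seed 20161209. A value was marked as standing apart in its group of 6 by a Dixon ratio of the gap to the range, a mark that about 1 in 20 groups would get by chance. Coordinates are not printed, since the gene positions at hand are of another genome build than the one the authors used.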

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

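All values here are on 1 scaling over the 24 libraries, list scores are mean log2 differences from the age group, and a library is given where it stands apart from the other 5 of its group. The mark would fall on about 1 in 20 groups by chance: it fell on 1 of 20 groups of library measures (1.0 expected by chance), 14 of 150 groups of list scores (7.5 expected by chance) and 37 of 425 groups of named genes (21.2 expected by chance). Most of the single cases below are therefore no more than chance would give, and those that recur in a library weigh more.

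The newborn IB 503 was high for granulocyte and marrow myeloid genes (score 4.35), bone genes (3.11) and erythroid genes (2.91), and for ELANE (7.26 RPKM), MMP9 (10.0), BGLAP (32.4), NFE2 (2.70) and the chaperone HSPA4L (3.85). The newborn IBxDU 412 was high for cartilage genes (2.48), skin and keratinocyte genes (0.90) and slow fibre genes (0.68), for COL9A1 (6.10 RPKM), COL9A2 (7.01), KCNE5 (35.9), ART5 (6.18) and IRF9 (16.4), and low for VASH2 (3.43).

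Among the other newborns, IB 323 was high for adipocyte genes (1.78) and the lipogenesis and adipocyte list (1.20) and for PSAT1 (10.1 RPKM), IB 431 for FOS (416), and IB 504 was low for SIM1 (0.101) and IB 345 for ADAMTS8 (0.383). IBxDU 425 was low for fatty acid oxidation (-0.52), IBxDU 427 for ENV (0.833) and EN1 (0.366), and IBxDU 402 was high for CLCA2 (2.68).

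At 4 months IB 816 was high for serine, glycine and alanine synthesis (1.06), PHGDH (13.4 RPKM), MYH10 (8.84) and ENAH (35.9). IB 903 was high for skin and keratinocyte genes (0.82), TP63 (13.4) and TEAD4 (60.0) and low for HDAC2 (9.04) and AKAP6 (11.1). IB 889 was high for cholesterol synthesis (0.28), CTSF (24.9) and SNCG (15.4), IB 907 for PFN2 (116) and G0S2 (30.8), and IB 909 for the interferon response (0.54).

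Of the IBxDU pigs at 4 months, 702 was high for ACTC1 (133 RPKM) and VASH2 (7.11) and low for CREB3L1 (1.67) and C1orf50 (8.81), 714 was high for the interferon response (0.90) and low for ART5 (1.52), 732 was high for CTSF (45.6) and for the share of its 10 most abundant genes (47.26%), 748 was low for GNLY (1.02) and 708 for TNFRSF11B (0.0466).

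The difference between genetic types at birth minus that at 4 months was -2.99 for ABRA, -1.42 for SPHK1 and 1.02 for ENSSSCG00000016982, which passed over all genes. It was 3.75 for ADAMTS8, which did not (interaction adjusted p = 0.0861). ADAMTS8 passed only over the genes that the paper names at both ages from the same animals (interaction adjusted p = 4.6e-04).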

How the results depend on the processing

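Between birth and 4 months, scaling mattered most. With the values as deposited 7495 genes were higher in newborns and 719 at 4 months, since all genes move toward birth with them (median 0.906). TFEB (-0.74 to 0.107) and PSMC5 (-0.83 to 0.016) change sign with that shift and stay below the median. In the 8 libraries with the higher share of their total in listed genes 1942 genes were higher in newborns and 4797 had an adjusted p under 0.05.

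Between genetic types at birth, an adjusted p under 0.05 left 0 genes higher in IBxDU and 0 in IB. Unscaled values gave 458 and 103 (3 at an adjusted p under 0.05), quantile normalization 6 and the 4-group fit 351 at an adjusted p. The newborns with the lower share (5 IB and 2 IBxDU) gave 572 genes higher in IBxDU and 131 at an adjusted p. The newborns without IB 503 and IBxDU 412 gave 636 and 542 (519). There all newborns with the higher share are IBxDU, so genetic type and the kind of library are not told apart. The offset of the paper's folds gave 168 higher in IB. With 1 library left out, 137 to 589 genes were higher in IBxDU, 177 to 439 in IB and 0 to 254 at an adjusted p.

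At 4 months, an adjusted p under 0.05 left 10 genes higher in IBxDU and 3 in IB. Unscaled values gave 21 in IB (8 at an adjusted p), quantile normalization 74 and 61, a pseudocount of 0.5 gave 71 in IBxDU, limma without trend 8, the 4-group fit 5 and the kind of library as a term 21 at an adjusted p. The 16 libraries gave 211 and 71 (44), and the offset 11 and 2374 (4494). With 1 library left out, 88 to 203 genes were higher in IBxDU, 30 to 69 in IB and 5 to 30 at an adjusted p.

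The interaction had 0 genes unscaled. Genes called at both ages fell to 0 in the same and 0 in the opposite direction at an adjusted p. An average of 9649.4 genes exceeded 1 RPKM and 13279.4 exceeded 0.1 RPKM. Of 271 counts 54 moved. Of the values of single genes 233 became weaker, 98 stronger, 2 reversed and 6977 stayed. Of the lists 63 became weaker and 11 stronger, and no list called with the preset correlation was called with the estimated one. The cause was not tested.

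No paired analysis was possible because the animals differ between the groups and share no numbers.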

Differences from the paper's values

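The RPKM means in the paper's own tables equal those of the deposited file for all 261 genes at birth and all 113 at 4 months. The paper tested total exon reads and not these RPKM values, so equal means do not show at which step the differences below arise. The alternatives named as chosen beforehand were set before the data were examined; the library kinds, voom, the offset and the libraries with other tissue were chosen after the values had been seen. What the authors' tool did to the values after TMM is not known here, and the cause of the differences was not tested.

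Depth cannot be compared directly: the paper gives 84 M sequence reads per sample and the totals behind the RPKM average 26.971 M, which count mapped reads or pairs.

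Between birth and 4 months, the largest fold among genes higher in newborns is 219 in the paper, for IBSP, and 96.65 here, for ACTC1; IBSP itself differs by 1.34 here and is not called. Unscaled values, quantile normalization and a pseudocount of 0.01 bring the largest fold near the paper's, and none of 24 fits without a library does.

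At birth the paper finds 261 genes, 131 higher in IBxDU and 130 in IB; here there are 516, 243 and 273. For the total none of the 9 alternatives chosen beforehand comes near, but leaving out IB 345, IB 431 or IBxDU 425 does. For IB, unscaled values or leaving out IBxDU 425 do, and the offset, chosen afterwards, gives 168 while dropping 12 of the paper's genes called here. For IBxDU no alternative does, apart from leaving out IB 330, IB 345, IB 431 or IBxDU 425. Of the paper's 131 and 130 genes, 131 and 127 run the same way here and 68 and 63 are called. Of the 130 higher in IB, 51 are highest in IB 503, and of the 131 higher in IBxDU, 49 are highest in IBxDU 425. The largest folds are 58.5 in IBxDU and 25.6 in IB in the paper and 7.146 and 9.618 here. No alternative chosen beforehand comes near. The fold of 25.6 is that of KLF1, whose log2 difference and group means are given below. For IBxDU the fold is not steady and goes past the paper's without IB 503 (290.3), IBxDU 426 (232.1) or IBxDU 429 (195.8), and, chosen afterwards, without IB 503 and IBxDU 412 (173.7). Without IB 503 no IB newborn has the higher share, so those folds are not told apart from the kind of library. For IB the newborns with the lower share (5 IB and 2 IBxDU) give 37.82 while dropping 37 of the paper's genes called here.

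At 4 months the paper finds 25 genes higher in IBxDU and 88 in IB; here there are 112 and 37. All 25 and 88 run the same way, and 18 and 34 are called. Quantile normalization or leaving out IBxDU 732 brings IB near the paper's count, as do the 16 libraries (71, dropping 9 of the paper's genes called here), and nothing does so for IBxDU. The largest folds are 88.4 in IBxDU and 390 in IB in the paper and 54.02 and 3.332 here. For IBxDU the 4-group fit and leaving out IB 903 or IBxDU 714 come near, as do voom (95.8, dropping 1) and the 16 libraries (68.66), while pseudocounts of 0.5 and 0.01 give 15.15 and 223.3. For IB nothing comes near. The false discovery rate at the paper's limit is 0.199 there and 0.4105 here; it comes near only without IBxDU 732, with the kind of library as a term (0.2716, dropping 3) or in the 16 libraries (0.2112). The paper's folds are offset from the ratios of its own RPKM means by 1.068-fold at birth and 1.521-fold at 4 months, toward IB.

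For single genes, KLF1 is -4.68 in the paper and -0.82 here, and ALDH2 -2.44 and -4.40, with no alternative near the paper's value. The differences here are means of log2(RPKM + 0.1), so KLF1, whose means of 0.0173 and 0.576 RPKM in IBxDU and IB rest on IB 503, differs less than the ratio of its means. HDAC9 at 4 months is -1.89 in the paper and -1.27 here and not called; it comes near without IB 889 or IBxDU 702, and with the offset, chosen afterwards, while dropping 10 of the paper's genes. HDAC9 is called with quantile normalization (-1.36), the 4-group fit (-1.31), the kind of library as a term (-1.38), voom (-1.40), the 16 libraries (-1.43) and without IB 889, IB 907 or IBxDU 702.

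Other genes that the paper calls are called here only in some settings. Between birth and 4 months these are ATP6V0D2 with a pseudocount of 0.01 (2.69), and FGF21 unscaled (2.54) or without IB 504, IBxDU 425, IBxDU 427 or IBxDU 429. At birth GDF5 is called in the 4-group fit (1.79) or without IBxDU 412 (2.29), and HSP90AA1 in the 4-group fit (0.72), in the 16 libraries (1.13) or without IBxDU 402 or IBxDU 412. With the kind of library as a term MMP9 is called higher in IB (-2.75), and so are NFATC1 (ENSSSCG00000004856) (-1.03) and NFE2. At 4 months these are ART5 (-1.44), PSPH (-1.20) and LIPC (-1.05) with the offset, and RBP5 with the kind of library as a term (1.15) or without IB 903 or IBxDU 748. TP63 is called with the kind of library as a term (-0.98), in the 16 libraries (-1.15), with the offset (-1.24) or without IBxDU 732 (-1.08), CTSF (ENSSSCG00000021340) with the term, in the 16 libraries (-1.30), with the offset (-1.75) or without IB 907 (-1.59), and CELA2A with quantile normalization (-1.25), the term (-1.28), the 16 libraries (-1.52), the offset (-1.59) or without IB 816, IB 889, IBxDU 702 or IBxDU 732.

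The paper's text puts KLF1, ELANE, MMP9 and FBXO32 higher in IBxDU newborns, while its own table gives all of them negative folds, higher in IB (-25.61 for KLF1); here the log2 differences are -0.82, 0.81, -1.49 and -2.96. Of the 9 genes the paper names at both ages, ADAMTS8, ENV and ASB5 are called at both here, ART5 only at birth, KCNH2 and RASSF9 only at 4 months, and GPT2, PSAT1 and TP63 at neither. Counts between birth and 4 months (3290 and 2522 in the paper, 2979 and 2545 here) and the 14 genes common to both ages (11 here) do not differ by this measure.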

Other observations

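Further groups of genes leaned to a genetic type, as lists more than gene by gene. In newborns, 3 of 8 motor endplate genes were higher in IB and 0 in IBxDU (5 in IB adjusted over the list alone, adjusted p = 0.00890, and adjusted p = 0.444 with an estimated correlation), such as acetylcholinesterase (ACHE, log2 -1.66 ± 0.34) and LRP4, the agrin receptor (-0.97 ± 0.26). LRP4 was not called in the newborns with the lower share of their total in listed genes (5 IB and 2 IBxDU). Genes of the TCA cycle and oxidative phosphorylation were also lower in IBxDU newborns, with 0 of 14 called (adjusted p = 0.00367, and adjusted p = 0.754 with an estimated correlation), a result that was lost with the kind of library as a term (adjusted p = 0.229). At 4 months macrophage genes were higher in IBxDU, with 1 of 6 called (1 adjusted over the list alone, adjusted p = 0.00217, and adjusted p = 0.428 with an estimated correlation), as were immediate early genes, with 3 of 17 called (3 adjusted over the list alone, adjusted p = 4.30e-05, and adjusted p = 0.490 with an estimated correlation), among them ZFP36, which destabilizes cytokine mRNA (1.50 ± 0.33). In newborns both lists ran the other way, lower in IBxDU, with 1 of 6 macrophage genes called (adjusted p = 0.0349, and adjusted p = 0.620 with an estimated correlation) and 0 of 18 immediate early genes (adjusted p = 0.0323, and adjusted p = 0.754 with an estimated correlation). The difference between the ages was not tested for lists.

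Among the weighings below, the tests of library depth, of genetic type or age, of marrow, bone and cartilage in single libraries, and of library kind and genetic type for the heat shock genes were chosen only after the pattern had been seen; the tests of neighbouring genes, of other tissue for the heat shock genes and of regrouped libraries were written before.

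In 8 libraries nearly the whole library total lies in listed genes, and 225 genes were at least 4-fold higher in them in each of the 4 groups, among them CD8B, a T cell coreceptor, PIANP and PLA2G1B. The difference between the kinds of library correlated across genes at 0.681 or more between every pair of groups. It was taken within each group, so genetic type and age could not enter it. The correlations show only that the difference recurs, and in each IB group it rests on 1 library with the higher share. Over all libraries no difference in totals was found (25.5 against 27.7 M, exact permutation p = 0.22), which does not show equal totals. Among newborns the higher-share libraries ran from 20.0 M (IBxDU 427) to 34.6 M (IBxDU 425), on both sides of the others. At 4 months they were the shallowest, at 20.4 M (IBxDU 702) and 21.7 M (IBxDU 732 and IB 903) against 23.9 M or more. Depth therefore does not separate the kinds at birth, but at 4 months it is not told apart from them. Reads of neighbouring genes, as from libraries that keep no strand, were tested by position, with an odds ratio of 1.615 for lying near another gene, but only 57.3% of the genes could be placed and the test cannot tell. The library kit of each animal, or the order in which libraries were made, would settle it.

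Marrow, bone and cartilage genes are among the genes that the paper lists between newborns. Without IB 503 the median log2 difference of 33 erythroid, granulocyte and bone genes went from -0.75 to -0.14, and without IBxDU 412 that of MATN1, MATN3, COL9A1 and COL9A2 went from 0.72 to -0.078. Both libraries were left out because they had been seen to be highest in these genes, so both values restate where the transcripts lie and add no support of their own. Whether tissue from beside the muscle was in these samples is left open. Sections of the same muscle samples stained for cartilage and marrow would tell.

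Heat shock genes were higher in IBxDU newborns, with a median of 0.774, and this is unlikely to come from the kind of library (0.954 with it as a term). Without IB 503 and IBxDU 412 the median was 0.961, so it does not rest on them. IBxDU 412 had the lowest mean of the list in its group. Leaving it out works toward a higher value by itself, so that test adds no support of its own. In 5 of the 6 IBxDU newborns the mean of the list lay above every IB newborn, which cannot tell genetic type from a condition shared by some animals: IBxDU 425 and 429 were highest (1.17 and 0.96) and IBxDU 412 lowest (-0.43). Body temperature or time to sampling, recorded per animal, would separate these.

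Regrouped libraries show what chance excludes. Between birth and 4 months 1 of 100 regroupings, the real one, gave as many as its 5524 genes, and the highest other gave 1008, so chance is excluded. For genetic type at birth 5 of 100 gave as many as the real 516, with 975 in the highest other, and at 4 months 5 of 100 gave as many as the real 149, with 258 in the highest other, so for the number of genes chance cannot be excluded at either age. At birth the highest other regrouping had all 5 libraries with the higher share of their total in listed genes on the same side, so it follows the kind of library. At 4 months the highest other had 1 of the 3 such libraries on 1 side, the spread of the real groups, so it does not follow the kind. Regroupings within a kind were not made, and at birth the counts cannot tell chance from library kind. Single genes with an adjusted p under 0.05 at 4 months, such as MMRN2 and FN1, do not rest on that number.

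A follow-up that measures MMRN2, FN1, VASH2, ENV and SLC2A4 by qPCR in further IB and IBxDU animals from known litters would test the genes that held here in each library's absence. For VASH2 and SLC2A4 this should be in newborns, and with cartilage and marrow markers (COL9A1, MMP9) measured in the same RNA, samples with other tissue can be left out by a limit set beforehand.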
